# Heat stress during male meiosis impairs cytoskeletal organization, spindle assembly and tapetum degeneration in wheat

**DOI:** 10.3389/fpls.2023.1314021

**Published:** 2024-01-08

**Authors:** Attila Fábián, Barbara Krárné Péntek, Vilmos Soós, László Sági

**Keywords:** cytoskeleton, gene expression, heat stress, meiosis, RNA-seq, spindle apparatus, tapetum, *Triticum aestivum*

## Abstract

The significance of heat stress in agriculture is ever-increasing with the progress of global climate changes. Due to a negative effect on the yield of staple crops, including wheat, the impairment of plant reproductive development triggered by high ambient temperature became a restraint in food production. Although the heat sensitivity of male meiosis and the following gamete development in wheat has long been recognized, a detailed structural characterization combined with a comprehensive gene expression analysis has not been done about this phenomenon. We demonstrate here that heat stress severely alters the cytoskeletal configuration, triggers the failure of meiotic division in wheat. Moreover, it changes the expression of genes related to gamete development in male meiocytes and the tapetum layer in a genotype-dependent manner. ‘Ellvis’, a heat-tolerant winter wheat cultivar, showed high spikelet fertility rate and only scarce structural aberrations upon exposure to high temperature. In addition, heat shock genes and genes involved in scavenging reactive oxygen species were significantly upregulated in ‘Ellvis’, and the expression of meiosis-specific and major developmental genes showed high stability in this cultivar. In the heat-sensitive ‘Mv 17-09’, however, genes participating in cytoskeletal fiber nucleation, the spindle assembly checkpoint genes, and tapetum-specific developmental regulators were downregulated. These alterations may be related to the decreased cytoskeleton content, frequent micronuclei formation, and the erroneous persistence of the tapetum layer observed in the sensitive genotype. Our results suggest that understanding the heat-sensitive regulation of these gene functions would be an essential contribution to the development of new, heat-tolerant cultivars.

## Introduction

The ongoing global warming exerts an increasingly negative impact on agriculture, decreasing the realized yield of crop plants, including wheat, worldwide (Pachauri et al., 2014; Lesk et al., 2016). The reproductive development of plants is especially vulnerable to extreme temperature stress (Farooq et al., 2011; Ullah et al., 2022), also supported by current models that predict a serious decrease in the global yield of wheat due to waves of high ambient temperatures during the vegetation period (Sun et al., 2019). Disturbances during early reproductive development can frequently lead to a decreased seed number, with evident yield penalties (Dolferus et al., 2011). Since winter wheat (*Triticum aestivum* L.) is one of the most important staple crops, characterization of its heat stress response and the improvement of tolerance will be a priority task for plant biologists and breeders for the next decades (Stratonovitch and Semenov, 2015). Literature data indicate that the male gametophyte exhibits higher sensitivity to high temperatures when compared to the female counterpart (Hedhly, 2011; Giorno et al., 2013). However, our previous results showed that pre-anthesis heat stress combined with drought severely impairs the function of wheat stigma papilla cells, decreasing spikelet fertility and, subsequently, the grain yield (Fábián et al., 2019).

Plants, being sessile organisms, are obliged to adapt to various environmental factors, such as heat stress. Negative impacts of high temperature are alleviated by the heat stress response (HSR) (Chaturvedi et al., 2021). HSR includes the activation of heat shock transcription factors (HSF), which induce the expression of heat shock proteins (HSP) (Haider et al., 2022). These proteins contribute to the alleviation of damage induced by high temperature stress and various other abiotic and biotic stress factors (ul Haq et al., 2019). Antioxidant molecules and enzymes are also substantial part of the HSR, lowering the amount of reactive oxygen species triggered by the high temperature (Medina et al., 2021). In the case of wheat, several studies were published on the possible heat tolerance mechanisms (Sharma et al., 2019; Poudel and Poudel, 2020; Sarkar et al., 2021; Ullah et al., 2022). These papers emphasize the role of heat shock proteins (HSP40-100 and smallHSPs), as well as the involvement of enzymatic (superoxide dismutase, ascorbate peroxidase, catalase, glutathione peroxidase, glutathione reductase) and non-enzymatic antioxidants (ascorbic acid, glutathione, tocopherols, carotenoids and phenolic compounds). Other elements of tolerance include the osmolyte adjustment, protein refolding, inhibition of apoptosis and protection of cytoskeleton (Sarkar et al., 2021).

Meiosis is the cornerstone of reproductive processes in eukaryotes (Lenormand et al., 2016). This specialized division of diploid mega- and microspore mother cells yields haploid daughter cells, enabling the start of gametogenesis (Bennett et al., 1973). Since meiosis has a high impact on plant yield it is desirable to reveal the exact mechanisms responsible for its sensitivity to heat stress in cultivated plants besides model species like *Arabidopsis* (Wang et al., 2021). Thus, future tackling of the meiotic process may contribute to crop improvement (Lambing and Heckmann, 2018; Kuo et al., 2021; Fayos et al., 2022).

The plant cytoskeleton is a dynamic filamentous network consisting of microtubules (MTs), actin filaments (AFs), and intermediate filaments (He et al., 2020). This complex system has diverse roles in the life of a cell: it participates in the formation of cell shape, sets up and maintains cell polarity, transports organelles, and coordinates cell division (Kost and Chua, 2002). Correct organization of mitosis and meiosis requires a complex regulatory system that consists of microtubule- and actin filament-associated proteins (Krtková et al., 2016; Paez-Garcia et al., 2018). These proteins are responsible for the controlled polymerization, depolymerization, nucleation, severing, and crosslinking of MTs and AFs. Microtubule organization and spindle dynamics play a crucial role in the correct segregation and movement of chromosomes and the accomplishment of cytokinesis during meiosis (Zamariola et al., 2014; Li et al., 2015). Recent studies revealed the involvement of plant cytoskeleton in abiotic stress response (Kumar et al., 2023). Consequently, the possible detrimental effects on cytoskeletal integrity triggered by high temperature may severely impair the structure and function of daughter cells and, subsequently, the gametes. Depolymerization of microtubules (Smertenko et al., 1997) and actin filaments (Malerba et al., 2010) were observed following *in vitro* heat treatments in tobacco somatic cell suspensions. However, a detailed analysis of heat-triggered effects on the cytoskeleton and the general structure of germline cells is still missing in plants.

The execution of meiosis and the following gametogenesis depends on completing numerous milestones. Chromosome pairing, synapsis- and crossing-over formation occur during the meiotic prophase I, enabling the flawless accomplishment of genetic recombination (Ur and Corbett, 2021). Spindle construction, supervised by the spindle assembly checkpoint (SAC), happens during metaphase. This intricate mechanism ensures the proper segregation of chromosomes, preventing aneuploidy in daughter cells (Motta and Schnittger, 2021).

A plethora of different factors influences the development of pollen grains. Microsporogenesis and microgametogenesis are controlled by several tightly regulated transcription factors (for a review, see Gómez et al., 2015). Another factor for appropriate microspore development is the adequate callose wall formation of tetrads. While exact function of this wall is yet to be revealed, it is generally accepted that normal callose deposition is required for successful microgametogenesis (Dong et al., 2005). Improper building or incorrect dissolution of this callose wall lead to sterility (Zhang et al., 2007; Zhu et al., 2008; Lu et al., 2014). In the male gametophyte, the successful development of gametes from microspore mother cells (MMCs) largely depends on the proper function of the tapetum, which is the innermost cell layer of the anther. This specialized tissue provides nutrients and developmental factors for the microspores and undergoes programmed cell death (PCD) before the completion of gametogenesis (Lei and Liu, 2020). In addition to the nourishing role of tapetum, recent studies indicate that this layer also provides essential regulatory elements, such as small RNAs to complete the male meiotic cycle (Lei and Liu, 2020). Construction of the sporopollenin pollen wall and the pollen coat, important factor of pollen viability is also carried out mainly by the tapetum (Jiang et al., 2013). The undisturbed accomplishment of male meiosis and the following gametogenesis requires a well-regulated network of numerous gene sets, from the meiotic prophase I to the PCD of tapetum cells (Chen et al., 2010; Yamada and Goshima, 2017; Yao et al., 2022). Despite the agronomic significance of wheat, the differential expression of these relevant genes triggered by heat stress has not been described in wheat anthers.

The molecular mechanisms and the signaling of the heat sensitivity observed during gametogenesis are long-standing questions in plant reproduction biology. Despite the crucial role of the cytoskeleton in meiosis, there is no detailed analysis available about heat-driven cytoskeletal changes in meiocytes. Only cytological (Omidi et al., 2014) and histological (Saini et al., 1984; Browne et al., 2021) studies have been made on wheat meiocytes. Transcriptomic investigations on meiosis- and cytoskeleton-specific genes and of genes taking part in tapetal functions are still missing.

Our objectives during the present study were (1) to identify the possible origins of heat-triggered spikelet fertility loss through the structural comparison of meiocytes from heat-sensitive and -tolerant wheat genotypes and (2) to reveal corresponding differential gene expression patterns in these genotypes. Via a combined analysis of morphological and transcriptomic data, our goal was to shed light on the background of meiotic heat sensitivity in the wheat male gametophyte.

## Materials and methods

### Plant material and cultivation

Two winter wheat genotypes were selected for the experiments based on their significantly different spikelet fertility (seed-set) after a meiosis-staged heat-stress treatment, as confirmed in several studies (Végh et al., 2018; Balla et al., 2019; Janda et al., 2019; Marček et al., 2019). The Hungarian ‘Mv 17-09’ genotype was considered sensitive to heat, and ‘Ellvis’, a German cultivar, was taken as heat tolerant. For each experiment, seeds (n=50 per genotype and treatment) were sown in Jiffy peat pellets. Seedlings were subjected to 7 weeks of vernalization at 4°C, then planted in plastic pots containing 2 kg of a soil-sand-peat mixture (3:1:1 parts, by volume). Plants were transferred to growth chambers (Conviron, Winnipeg, Canada) and grown using the T1 spring climatic program (Tischner et al., 1997).

### Developmental staging of meiocytes

Determination of anther developmental stage for treatment and sample collection was based on measurement of flag leaf emergence from the leaf sheath and spike length of main tillers. First, we determined the above mentioned parameters each morning from the beginning of flag leaf emergence on a separate population of plants. Each day, developmental stage of the meiocytes from the measured plants were identified by staining the anthers using 2% acetocarmine according to Shunmugam et al. (2018). Onset of meiosis was considered when meiocytes at the middle region of spikes were at prophase (flag leaf emergence 6 cm, spike length 5 cm). Leaf emergence and spike length characteristic for the day before the onset was determined as well (5 cm and 4.5 cm, respectively) The above mentioned parameters were measured for each plant at each morning, and when the parameters reached the value characteristic for the day before the onset of meiosis, plants were assigned as control or treated (50-50% of the plants). For treated plants, heat stress was immediately started by transferring these plants in a stress chamber. For control plants, cultivation continued as before.

### Stress treatment, sample collection

Heat stress was delivered by exposing the plants to 35 °C for 24 h at a stress chamber. For sample collection, main spikes from treated plants and control plants at the same developmental stage were harvested. Anther collections for cytoskeleton staining and RNA extraction were carried out from the main spikes at the end of the treatments. Anther collections for histology, as well as anther and pistil collections for morphology were carried out from control and treated plants before anthesis when anthers at the middle region of the spike are fully developed and start to turn yellow (on the day before anthesis started). For pollen grain morphology, sample collections were carried out at anthesis (pollen shed). Anthers collected for RNA extraction were immediately placed in RNA*later* stabilization solution (Thermo Fisher Scientific, Waltham, United States) to stabilize and protect RNA. We provide a summary table on sample collection (**Supplementary Table 1**).

### Determination of spikelet fertility rate and yield

Ten plants per genotype and treatment were grown to full maturity, and then the floret number, grain number, and grain yield of the main spikes were determined. The spikelet fertility rate (or seed-set, Prasad et al., 2006) was calculated as follows:

$$\text{Spikelet}\;\text{fertility}\;\text{rate}\;\left(\text{seed}\;\text{set}\right)=\frac{\left(\text{number}\;\text{of}\;\text{filled}\;\text{grains}\right)}{\left(\text{total}\;\text{number}\;\text{of}\;\text{florets}\right)}*100$$

### Histology

For histological studies, anthers were isolated from five plants per genotype and treatment on the day before anthesis, fixed in 50 mM Na-cacodylate buffer (pH 7.2) containing 4% (w/v) formaldehyde at room temperature (RT) for 4 h, washed, dehydrated in an ethanol series, and gradually infiltrated with LR white resin (Ted Pella, Redding, CA, United States). The resin was polymerized at 55°C for 48 h. Semi-thin sections (1 μm) were cut using an Ultracut-E microtome (Reichert-Jung, Heidelberg, Germany) and stained with periodic acid-Schiff (PAS) for polysaccharides and with 1% (w/v) Amido Black for proteins. Stained sections were mounted in DPX (Sigma-Aldrich, 100579) and examined under a DMI-6000 microscope (Leica Microsystems GmbH, Wetzlar, Germany).

### Cytoskeleton labeling and confocal microscopy

To study the cytoskeleton elements, anthers from 20 control and 20 treated plants per genotype were collected at the end of treatment, and the developmental stage was determined by acetocarmine staining of one another per floret. The remaining anthers containing meiocytes at interphase, prophase, metaphase, anaphase and telophase, as well as uninucleate microspores were fixed for 60 min at room temperature (RT) in a microtubule-stabilizing buffer [100 mM 1,4-piperazinediethanesulfonic acid (PIPES), 1 mM MgCl_2_, 2 mM ethylene glycol-bis(β-aminoethyl)-N,N,N′,N′-tetraacetic acid (EGTA), 10% (v/v) dimethyl sulfoxide, 4% formaldehyde, 400 µM 3-maleimidobenzoic acid N-hydroxysuccinimide ester (MBS), 1% (v/v) Triton X-100, and 1.55% (w/v) sucrose, pH 7.0). At the beginning of fixation, anthers were vacuum infiltrated for 2 × 5 min, then washed three times for 10 min in the same buffer with formaldehyde and MBS omitted. Sporogenous archesporial columns containing MMCs were isolated by the MeioCapture method (Shunmugam et al., 2018), and MMCs were settled on adhesive slides for staining. F-actin was stained with Alexa Fluor™ 488-labeled phalloidin (Thermo Fisher Scientific, A12379) at 1:100 dilution for 30 min at RT, mounted in 4’,6-diamidino-2-phenylindole (DAPI)-containing Vectashield Plus medium (Vector Labs, H-2000) and imaged after 15 min.

For microtubule labeling, MMCs were permeabilized in 1% Triton X-100-containing phosphate-buffered saline (PBS), then blocked (1% bovine serum albumin, 0.1 M glycine in PBS) for 30 min. Cells were incubated with a rabbit primary anti-alpha tubulin polyclonal antibody (Agrisera, AS10 680) in 1:500 dilution at RT for 60 min, then at 4°C overnight. MMCs were washed three times in PBS for 30 min, then incubated with an Alexa Fluor 633-labeled anti-rabbit secondary antibody (Thermo Fisher Scientific, A21071) for 60 min at 1:500 dilution. After washing three times, cells were mounted as mentioned before and imaged after 15 min.

The cytoskeleton structure was visualized using a Leica SP8 laser scanning confocal microscope (Leica Microsystems). In the case of F-actin, samples were excited at 488 nm and the emitted fluorescence was detected at 490–550 nm. The microtubule-specific signal was excited at 633 nm, and the signal detected at 640–700 nm. In both cases, DNA was stained with DAPI that was excited at 405 nm and detected at 410-480 nm. *Z*-stack series of MMCs were made at the voxel size of 54 and 200 nm, along the *X*/*Y* and *Z* axes, respectively. Confocal images were deconvoluted using the Huygens v18.04 program and imported in the Imaris v9.8.2 program for 3D reconstruction and cytoskeleton model generation in the case of the following developmental phases: interphase, all phases of meiosis I, and post-meiotic uninucleate microspores (UMs). Three dimensional models of actin filaments and microtubules were generated using the Filaments tool in Imaris (with the following settings: threshold mode, connective baseline=10, minimal ratio of branch length to trunk radius=5. Cumulative lengths of microtubules and actin fibers were automatically measured on the 3D models by the program and were obtained by using the Statistics tab (n=10-16 cells per genotype, treatment, studied phase, and filament type) and expressed as the quantity of cytoskeleton. Since cytoskeletal structures show highly dynamic behavior during the meiotic process (e.g., spindle formation, phragmoplast formation, and expansion), only the MMCs characteristic for each phase were measured to avoid high variation in the data.

### RNA extraction and transcriptome sequencing

For molecular work, all surfaces and equipment were made RNase-free using the RNase AWAY decontamination reagent (Thermo Fisher Scientific, 7002). Anther tissue was ground using a mortar and pestle in liquid nitrogen. Total RNA was extracted using Direct-zol™ RNA MiniPrep Kit, following the manufacturer’s protocol (Zymo Research, Irvine, CA, USA). The RNA concentration and quality were determined by a Qubit 3.0 fluorometer (Thermo Fisher Scientific). Samples having RNA integrity number (RIN) values of at least 7 were used for sequencing. The libraries for RNA-seq were prepared with the NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB, Ipswitch, MA, USA). Briefly, ribosomal RNA was depleted from 400 ng of total RNA using the QIAseq FastSelect rRNA Plant Kit (Qiagen, Hilden, Germany). The depleted RNA was fragmented, end-prepped, adapter-ligated, and the libraries were amplified according to the manufacturer’s instructions. The quality of the libraries was checked on the 4200 TapeStation System using D1000 Screen Tape (Agilent Technologies, Palo Alto, CA, USA), and the quantity was measured on Qubit 3.0. Sequencing was performed on the NovaSeq 6000 system (Illumina, San Diego, CA, USA) with a 2 × 150 bp paired-end run configuration. Every sample had three biological replicates that were sequenced independently.

### RNA-seq analysis

Sequencing results were analyzed by FASTQC v0.11.8 (Babraham Bioinformatics, https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) to assess the read quality. Trimming and adapter removal were performed using CLC Genomics Workbench v23.3 (Qiagen). The trimmed short reads were mapped to the IWGSC RefSeq v2.1 reference genome assembly (Zhu et al., 2021, https://wheat-urgi.versailles.inra.fr/Seq-Repository/Assemblies) by CLC Genomics Workbench v23.3. Expression values were normalized by the TMM method (Robinson and Oshlack, 2010). In order to control the number of potential false positive genes, both Wald test and the likelihood ratio test were applied for the statistical analysis of differential gene expressions, using CLC Genomics Workbench v23.3. *P*-values of both gene lists were adjusted by the FDR *p*-value correction method (Benjamini and Hochberg, 1995). The coding sequences were considered as differentially expressed genes (DEGs) when the FDR *p*-value was lower than 1.0E-6 according to both statistical methods and the normalized fold-change was at least two-fold in absolute value at the same time. Functional annotation of the IWGSC RefSeq v2.1 genome assembly was done by a local BLAST search in the Blast2GO v6.0.3 program (Conesa and Götz, 2008) against the refseq_rna database available at the NCBI website (https://blast.ncbi.nlm.nih.gov/doc/blast-help/downloadblastdata.html#databases) with the following parameter settings: blastn program (-task megablast), E-value cutoff = 1.0E-5. For gene ontology (GO) enrichment analysis, GO terms of DEGs were retrieved by NCBI BLAST search in Blast2GO v6.0.3 using the blastx program against the refseq_protein database at the BLAST expectation value of 1.0E-5, followed by GO mapping and annotation. Overrepresented GO terms of up- and downregulated DEGs were identified in the BiNGO v3.0.5 plugin (Maere et al., 2005) of Cytoscape v3.9.1 program (Shannon et al., 2003), using the hypergeometric statistical test. The whole annotation was used as a reference set, and the *p*-values were adjusted by FDR correction.

### Validation of RNA-seq data was done by quantitative PCR

RNA extraction, DNase treatment, and cDNA synthesis were carried out as described previously (Soós et al., 2012). qPCR was performed on an ABI 7500 Fast real-time PCR System with ABI Fast SYBR Green Master Mix (Thermo Fisher Scientific) according to Soós et al. (2012). Oligonucleotides are listed in **Supplementary Table 2**.

### Identification of wheat ortholog genes

Wheat orthologs of known meiosis-specific genes (Chen et al., 2010) and genes participating in spindle assembly (Yamada and Goshima, 2017) or tapetal functions (Yao et al., 2022) were identified mainly by using the Ensembl Plants database. The conversion between IWGSC RefSeq v1.2 orthologous gene IDs retrieved from Ensembl Plants and the IWGSC RefSeq v2.1 IDs used during mapping and gene expression analysis was done by the ID correspondence table, which can be found in the annotation resources of the IWGSC RefSeq v2.1 genome assembly. The functions of the collected orthologs were verified using our functional annotation carried out by the Blast2GO program. Additional orthologs were identified using the same annotation solely.

### Data handling: statistical analysis and figures

For the assessment of heat stress effects, data were collected for three independent biological replicates. Statistical comparison of spikelet fertility rates, yields, and cytoskeleton measurements of control and treated plants were made by two-way ANOVA and Tukey’s *post-hoc* test (α=0.05) in GraphPad Prism v 10.1.0 program (GraphPad Software Inc., San Diego, CA), with the two main factors tested as genotype and heat stress treatment.

Venn diagrams, horizontal bar plots for enriched GO terms, and bar plots for the fold change expression of the studied gene sets were plotted by SRplot, an online platform for data analysis and visualization (Tang et al., 2023). Box plots were generated using the BoxPlotR web tool (Spitzer et al., 2014).

## Results

### Spikelet fertility showed genotype-dependent reduction after heat stress

The spikelet fertility rate in the main spikes of heat-sensitive ‘Mv 17-09’ plants dropped by 40.73%, which was statistically more significant when compared to the 13.91% decrease in the tolerant ‘Ellvis’ (**Figure 1A**). Two-way ANOVA revealed that the effect of genotype and heat treatment were both significant on spikelet fertility, with a significant interaction between these factors (**Table 1**). This indicates that Ellvis showed higher tolerance against heat stress at the time of meiosis. The grain yield of ‘Mv 17-09’ main spikes significantly decreased by 36.96%, while ‘Ellvis’ did not show statistically significant yield loss (**Figure 1B**). According to the results of ANOVA, only the treatment had significant effect on grain yield (**Table 1**).

**Figure 1:**
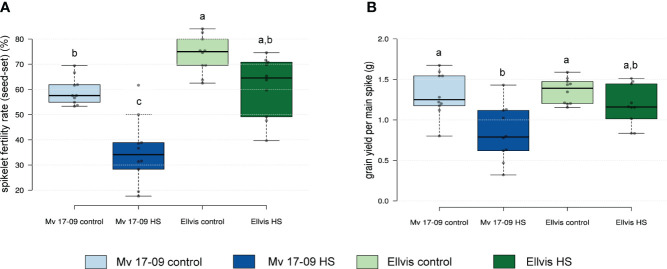
Effect of heat stress on spikelet fertility rate (seed-set) **(A)** and grain yield **(B)** of main spikes in a heat-sensitive (‘Mv 17-09’) and -tolerant wheat (‘Ellvis’) (n=10 per treatment). Different letters above boxes indicate significant differences at least at the P ≤ 0.05 level of probability, according to Tukey’s post-hoc test (α=0.05). Stripes within boxes of the plots indicate median values. Grey dots represent data points.

**Table 1:** Results of the two-way ANOVA analysis carried out on the outcome of spikelet fertility and grain yield per spike studies.

	Two-way ANOVA (P-values)		
Studied parameters	Genotype	Heat Stress	Interaction
Spikelet fertility (seed-set)	<0.0001 ***	<0.0001 ***	0,0418 *
Grain yield per spike	0,1191 ns	0,0004 ***	0,2412 ns

Statistical differences were determined using a two-way ANOVA to examine the effects of genotype, treatment (heat stress) and/or the interaction of these factors. Asterisks denote statistically significant differences (*p<0.05; **p<0.01; ***p<0.001; ns, not significant).

### Anther and microspore development of the sensitive genotype are negatively influenced by heat stress

Morphological study of florets revealed that pistil and stigma morphology remained normal in both genotypes after the treatment, and heat stress triggered the appearance of retarded and abortive anthers in ‘Mv 17-09’ by the time of anthesis (**Figure 2**). Similar anther wall structure was observed in the control anthers of both varieties, including the degenerated tapetum layer (**Figures 3A, B, E, F**). Although the epidermis and endothecium layers showed normal structure in treated anthers of both genotypes, the development of the tapetum was seriously changed in ‘Mv 17-09’ after heat stress (**Figures 3C, D**). In contrast to the control, tapetal cells remained largely intact, and most of them were cytoplasm-rich, possessing a normally structured nucleus, which suggests that PCD of this layer was delayed significantly (**Figures 3C, D**). A large proportion of microspores was aborted, consisting of only the collapsed wall without cytoplasm (**Figures 3C, D**). Cytoplasm-containing pollen grains exhibited fewer starch grains and larger vacuoles when compared to the control (**Figures 3C, D**; **Supplementary Figure 1**). Treated pollen grains of ‘Ellvis’ did not show serious structural deviations (**Figures 3G, H**). The percentage of structurally abnormal pollen grains (weaker staining, scorched walls, only one nucleus) was determined after pollen shedding, showing a much higher rate of aborted (20.74 ± 5.42 for ‘Mv 17-09’ and 0% for Ellvis) and structurally abnormal (36.62 ± 7.79% for ‘Mv 17-09’ and 6.54 ± 3.62% for Ellvis) pollen grains in the sensitive genotype (**Supplementary Figures 1, 2**).

**Figure 2:**
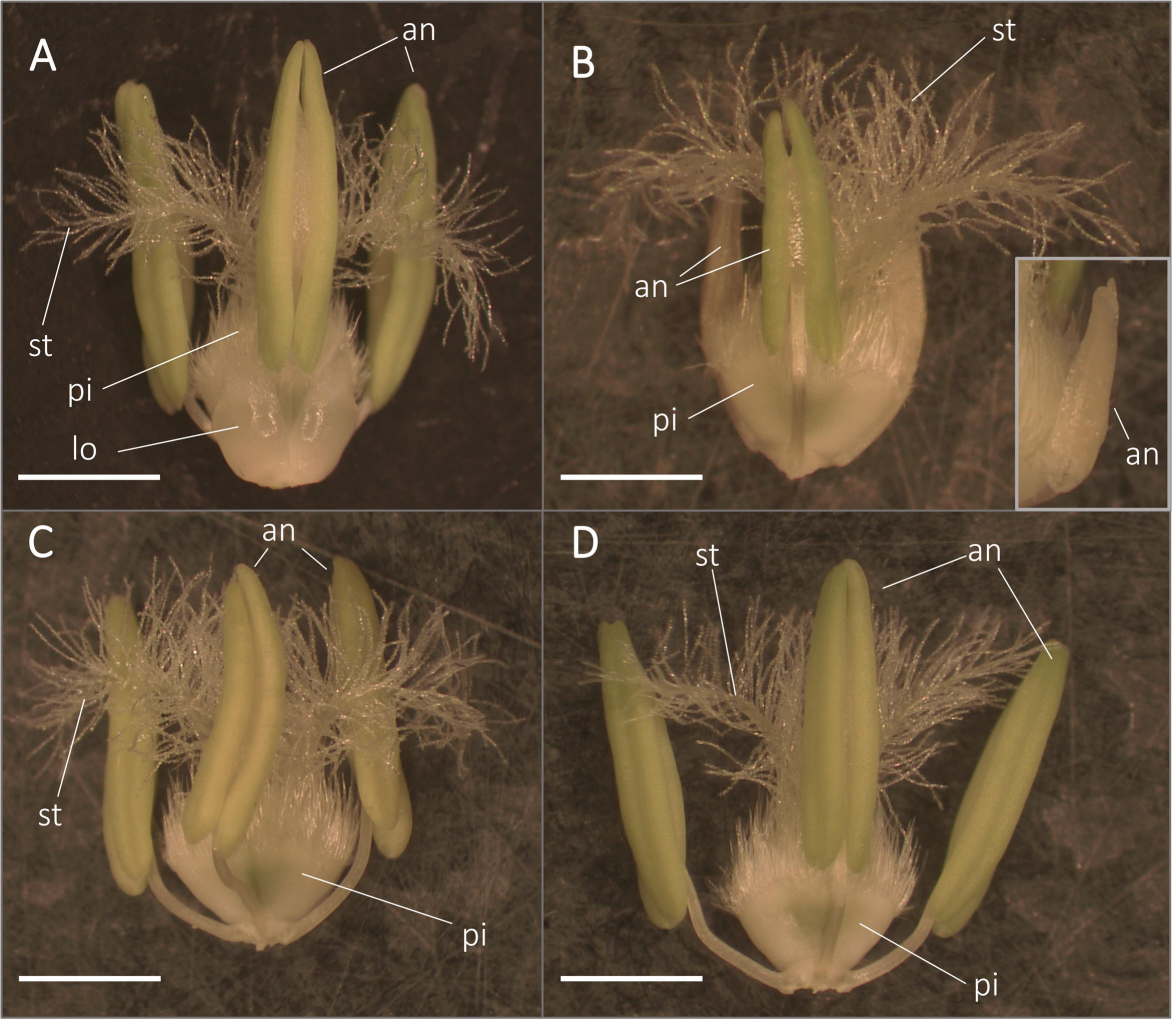
Morphology of anthers and pistils from control **(A, C)** and heat-stressed **(B, D)** ‘Mv 17-09’ **(A, B)** and ‘Ellvis’ **(C, D)** main spikes sampled on the day before anthesis. Note that heat-stressed florets of ‘Mv 17-09’ frequently contained retarded **(B)** and aborted sterile (inset of **B**) anthers. an, anther; lo, lodicule; pi, pistil; st, stigma. Bars represent 2 mm.

**Figure 3:**
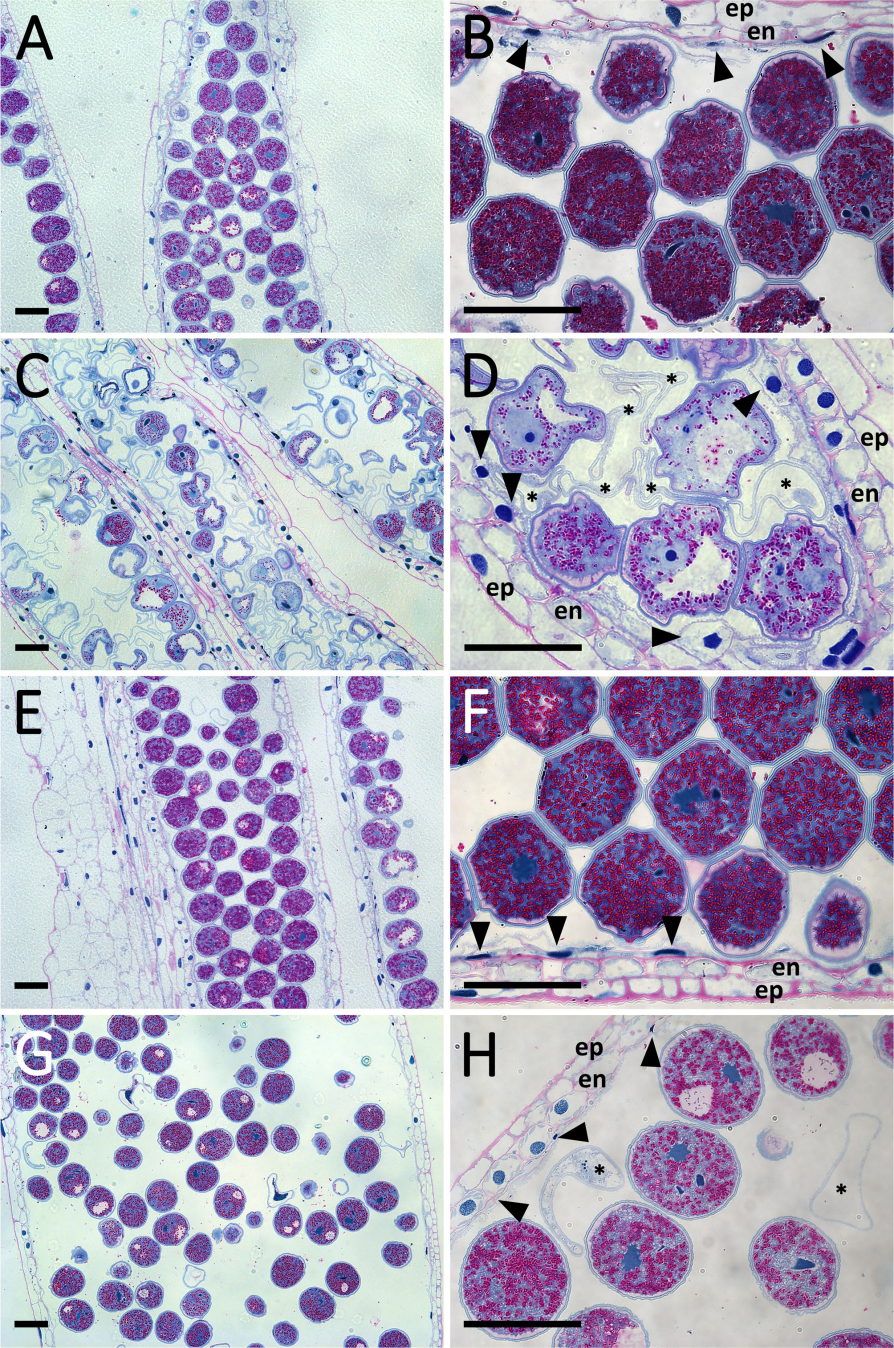
PAS and Amido Black-stained sections of control **(A, B)** and heat-stress treated **(C, D)** ‘Mv 17-09’ as well as control **(E, F)** and heat-stressed **(G, H)** ‘Ellvis’ anthers sampled on the day before anthesis (n= 5 per genotype and treatment). Note the persistent tapetal cells of treated ‘Mv 17-09’ **(D)**. Arrowhead, tapetal cell; asterisk, abortive microspore; en, endothecium; ep, epidermis. Bars represent 50 µm.

### Heat stress severely impaired cytoskeleton integrity and chromosome movement during male meiosis

Both genotypes showed altered cytoskeleton morphology, although the impact was more severe in the sensitive ‘Mv 17-09’ during all studied meiotic phases and in daughter cells. In the case of interphase and prophase I MMCs, majority of the microtubules disappeared in the central region of cytoplasm, while, most cortical filaments near the plasma membrane remained intact (**Figure 4**). Depolymerization of actin filaments was observed after heat stress during these phases. Actin bundles located near the nuclei were the most resistant to this effect. Spindle assembly at metaphase I was seriously affected by the treatment, especially in ‘Mv 17-09’. Indirect immunofluorescence assay of the ‘Mv 17-09’ metaphase meiocytes revealed that the formation of kinetochore fibers was severely impaired, causing a narrower, deficient spindle with fewer and/or fragmented fibers (**Figure 4**). Metaphase plate defects occurred frequently, such as improper chromosome disposition outside the plate and asymmetric location of the whole plate. Spindle-associated actin structure was less pronounced, and actin rings were visible throughout the cytoplasm in heat-treated MMCs (**Figure 4**). Chromosome movement was frequently asynchronous during anaphase I of treated meiocytes, leading to multiple lagging chromosomes and later the exclusion of these chromosomes from the forming daughter nuclei at telophase I. The phragmoplast structure showed irregularities during telophase. Micronuclei formed from lagging chromosomes were frequently observed in UMs (**Figure 4**). Perturbed cytoskeleton organization led to various structural defects in meiocytes and daughter cells, such as the formation of tripolar spindle and the resultant trilateral symmetry of the phragmoplast (**Figures 5A, B**), and diverse forms of nonseparated or unevenly divided daughter cells after meiosis I (**Figures 5C–F**). The ratio of structurally damaged meiocytes and UMs counted after heat stress was significantly higher in the case of ‘Mv 17-09’ plants when compared to ‘Ellvis’ (60.76%, n=130 and 32.74%, n=113, respectively, in three independent experiments, *p*=0.039).

**Figure 4:**
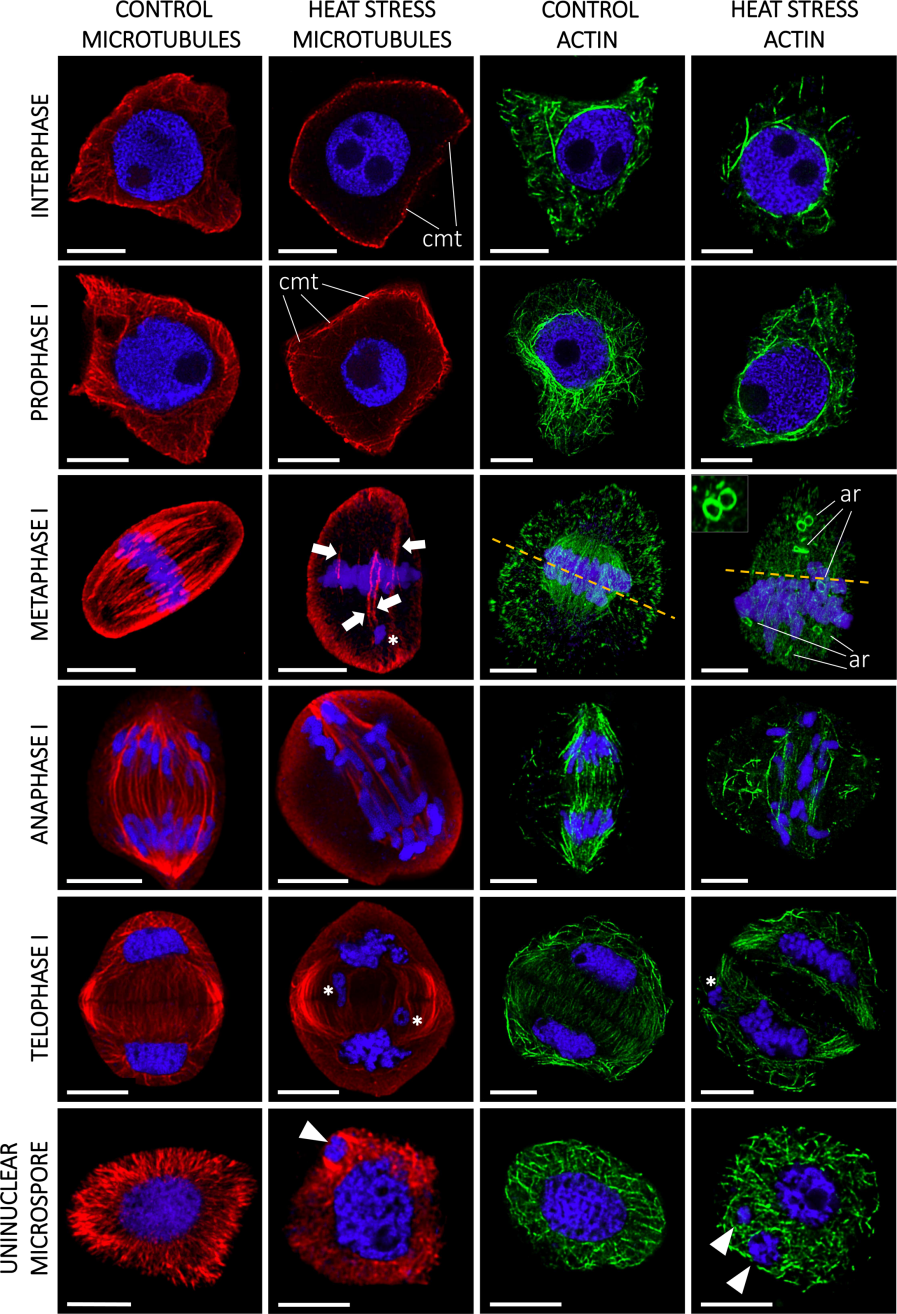
Heat stress significantly altered the microtubule (red) and actin cytoskeleton (green) structure of microspore mother cells (MMCs) during consecutive phases of meiosis and in the uninucleate microspore stage of ‘Mv 17-09’ (n=130). The chromatin is counterstained with DAPI (blue). Note the asynchronous chromosome movement in heat-treated MMCs during anaphase I, which triggered the formation of micronuclei. Arrow, defective spindle filament, arrowhead, micronucleus; asterisk, lagging chromosome; dashed line, symmetry plane; ar, actin ring (see inset, metaphase I); cmt, cortical microtubules. Bars represent 10 µm.

**Figure 5:**
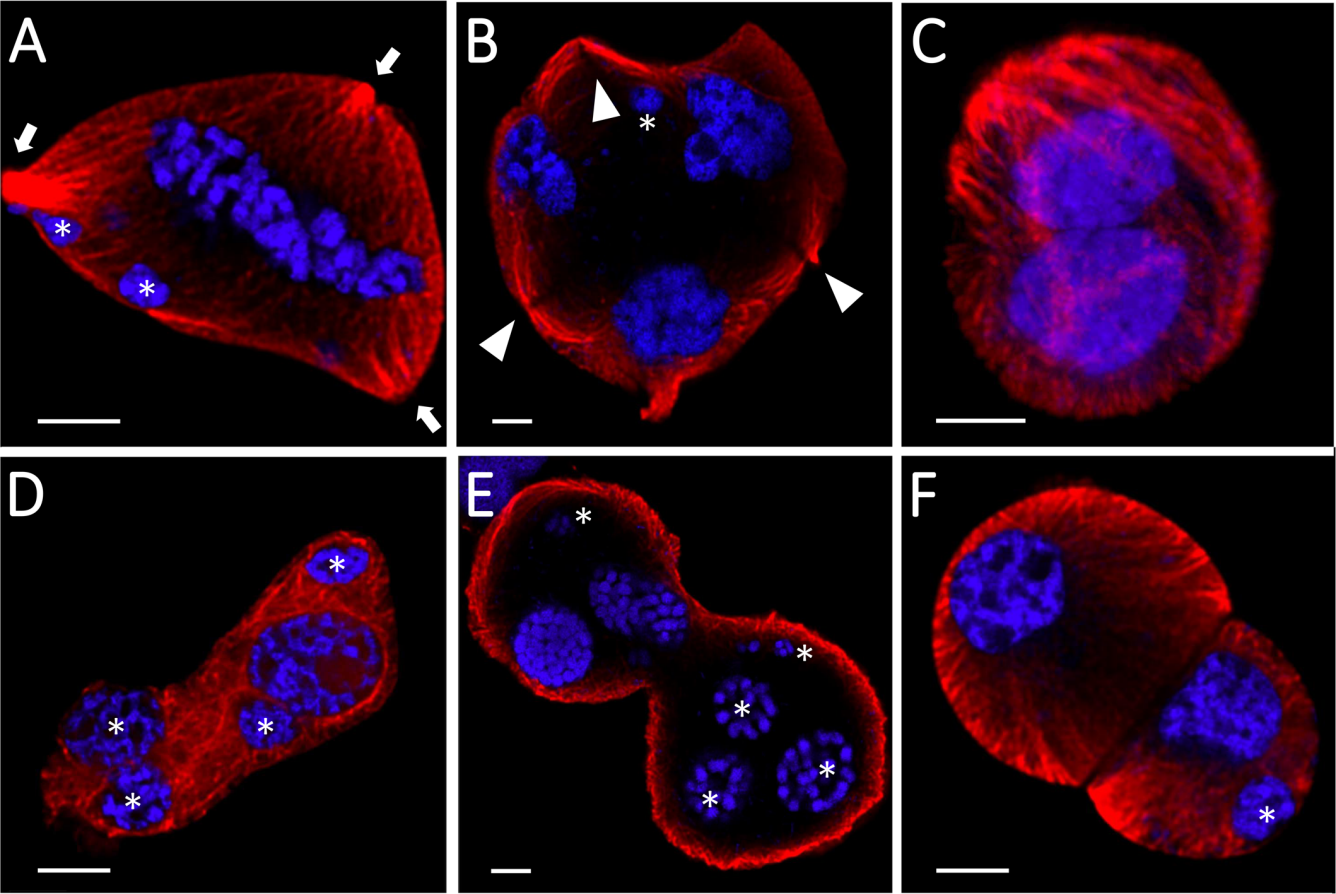
Structural defects of heat-stressed meiocytes and daughter cells of Mv17-09 (n=130). Trilateral symmetry **(A, B)**, nonseparated **(C–E)**, and unevenly divided **(F)** daughter cells. The chromatin is counterstained with DAPI (blue). Arrow, spindle pole; arrowhead, phragmoplast; asterisk, micronucleus. Bars represent 5 µm.

### The microtubule cytoskeleton of ‘Ellvis’ showed higher stability after heat stress

Quantification of microtubules (**Figure 6A**) and actin cytoskeleton (**Figure 6B**) revealed differential stress responses of ‘Mv 17-09’ and ‘Ellvis’. The cumulative length of microtubules was decreased significantly in all studied phases of meiosis and in the UMs of the sensitive ‘Mv 17-09’ (44.82% at interphase, by 41.70% at prophase, by 58.61% at metaphase, by 31.85% at anaphase, by 48.91% at telophase and by 47.15% at the uninuclear microspore stage). In contrast, this parameter differed significantly in ‘Ellvis’ from the control only at interphase and metaphase I (by 68.15% and 35.11%, respectively; **Figure 6A**). Our results of two-way ANOVA showed that the effect of genotype on microtubule amount was significant only at the prometa- and anaphase, while heat treatment affected the parameter significantly at all studied phases. In addition, the interaction of the studied factors (genotype and heat treatment) significantly influenced the amount of microtubules at all phases, which implies the higher stability of microtubules in Ellvis (**Table 2**). The amount of filamentous actin dropped significantly at interphase and during all phases of meiosis I (by 47.42% at interphase, by 22.68% at prophase, by 38.11% at metaphase, by 51.23% at anaphase and by 46.29% at telophase), while remained constant in UMs in the treated cells of ‘Mv 17-09’ (**Figure 6B**). In the case of ‘Ellvis’, the cumulative length of AFs decreased significantly only at interphase and prophase I (by 60.17 and 38.86%, respectively). Two-way ANOVA revealed that effect of genotype was significant only during interphase and prophase on actin filament amount, while heat treatment influenced this parameter at all phases significantly, with the only exception of metaphase (**Table 2**). Interaction between genotype and treatment factors was significant only at metaphase, which indicates that reaction of actin cytoskeleton to high temperature was basically similar in ‘Mv 17-09’ and Ellvis (**Table 2**).

**Figure 6:**
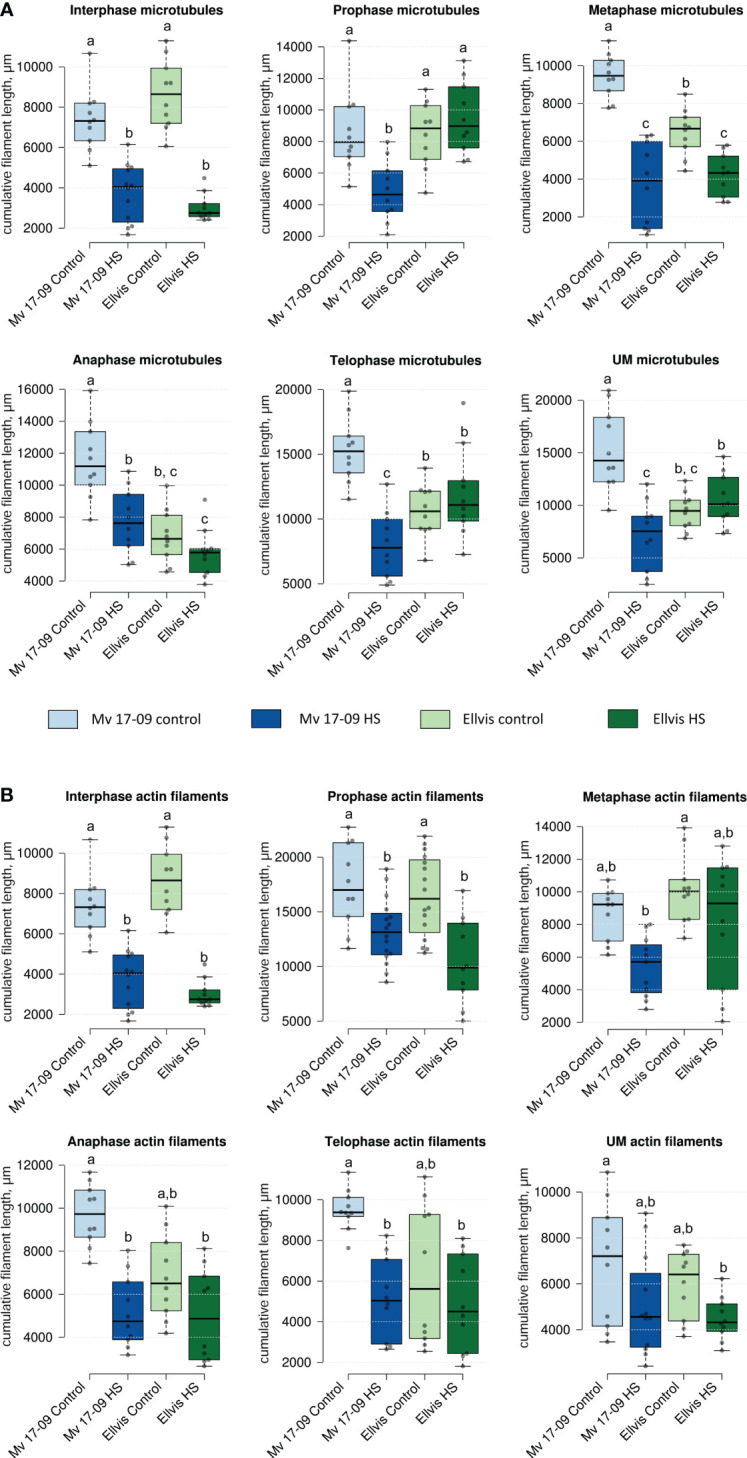
Effect of heat stress on the cumulative length of microtubules **(A)** and actin filaments **(B)** of meiocytes and uninucleate microspores of ‘Mv 17-09’ and ‘Ellvis’ (n=10 to 16 per genotype, treatment and developmental phase). Different letters above boxes indicate significant differences at least at the P ≤ 0.05 level of probability, according to Tukey’s post-hoc test (α=0.05). Stripes within boxes of the plots indicate median values. Grey dots represent data points. ns, not significant; UM, uninucleate microspore.

**Table 2:** Results of the two-way ANOVA analysis carried out on the outcome of microtubule and actin filament cumulative length studies.

	Two-way ANOVA (P-values)		
Studied parameters	Genotype	Heat Stress	Interaction
Interphase MT cumulative length (µm)	0.4514 ns	<0.0001 ***	0.006 **
Prophase MT cumulative length (µm)	0.0003 ***	0.0196 *	0.0001 ***
Metaphase MT cumulative length (µm)	0.0033 **	<0.0001 ***	<0.0001 ***
Anaphase MT cumulative length (µm)	<0.0001 ***	<0.0001 ***	0.0059 **
Telophase MT cumulative length (µm)	0.5198 ns	<0.0001 ***	<0.0001 ***
UM MT cumulative length (µm)	0.0931 ns	<0.0001 ***	<0.0001 ***
Interphase AF cumulative length (µm)	0.0469 *	<0.0001 ***	0.052 ns
Prophase AF cumulative length (µm)	0.0266 *	<0.0001 ***	0.2634 ns
Metaphase AF cumulative length (µm)	0.1862 ns	0.0949 ns	0.0054 **
Anaphase AF cumulative length (µm)	0.5979 ns	0.0005 ***	0.8266 ns
Telophase AF cumulative length (µm)	0.4687 ns	0.017 *	0.7366 ns
UM AF cumulative length (µm)	0.1297 ns	0.0012 **	0.7509 ns

Statistical differences were determined using a two-way ANOVA to examine the effects of genotype, treatment (heat stress) and/or the interaction of these factors. MT, microtubule; AF, actin filament; UM, uninucleate microspore. Asterisks denote statistically significant differences (*p<0.05; **p<0.01; ***p<0.001; ns, not significant).

### Transcriptome analysis and validation

RNA-seq yielded an average of 73 million 150-bp paired-end reads per sample (**Supplementary Table 3**). 

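Heat treatment lasted 24 h at 35 °C and began on the day before the onset of meiosis. Anthers of the heat-sensitive ‘Mv 17-09’ and the tolerant ‘Ellvis’ were taken at its end, beside controls at the same stage. An anther holds meiocytes, the tapetum that feeds them and the outer wall layers, and the RNA of these tissues was sequenced together. Expression is given in CPM, counts scaled to a common library total. Tapetal genes of the sporopollenin pathway were among the most highly expressed genes studied: the mean of 32 of them was 8.60 ± 0.07 log2 CPM (SD, n = 3) in ‘Mv 17-09’ controls and 8.65 ± 0.44 log2 CPM (SD, n = 3) in ‘Ellvis’ controls. Meiotic prophase genes were far lower, at 1.501 ± 0.08 (SD, n = 3) and 1.72 ± 0.27 (SD, n = 3) over 24 genes. The 4 groups had 3 libraries each, which the paper calls biological replicates. What makes the replicates independent is not described further, so the p-values measure the spread between these libraries. The deposited values were whole-number counts per gene model, which the authors made from trimmed reads mapped to IWGSC RefSeq v2.1 in CLC Genomics Workbench. Each library covered 266760 gene models, of which 106708 were of high confidence, 159846 of low confidence and 206 manually curated. The libraries were made with a directional kit. The strand setting of the counting and the treatment of reads that map to several places are not given in the sources used here. The A, B and D copies of a wheat gene can share such reads, so that values of single copies are less certain than those of a whole family. Library totals ran from 9336312 to 20846135 counts in 11 libraries, and the total of ‘Ellvis’ control replicate 1 was 1831675. It gave 2.71 counts per 100 clean reads of the paper's sequencing table, against 15.3 to 22.0 in the other libraries. Genes with at least 10 counts numbered 28549 in this library and 53847 to 65988 in the others. At a common total, however, it detected 121643 genes with a count, against 70877 to 80949 in the others. It was kept in the fit, and the count without it is given wherever it moved a gene group. Normalization was by TMM, with factors of 0.920 to 1.08. Genes that rose or fell are those with an adjusted p under 0.05 from edgeR's quasi-likelihood test and at least a 2-fold change, over 70527 genes in a fit of all 12 libraries. Calls by limma are those of voom with sample weights, which was chosen after seeing the data. A difference between the cultivars was tested as an interaction, the log2 fold change in ‘Mv 17-09’ minus that in ‘Ellvis’. With 3 libraries against 3, groups that do not overlap in either direction come up by chance in 10% of cases, and an exact test cannot go under 0.1. Genes named below for the largest change of a family or list had to have such groups. For them the separation is a condition of the choice and no further evidence. Coordinates are those of the RefSeq gene that the paper's supplementary tables pair with an ID, which lay on the same chromosome for 824 of 895 genes.

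**Figure D1:**
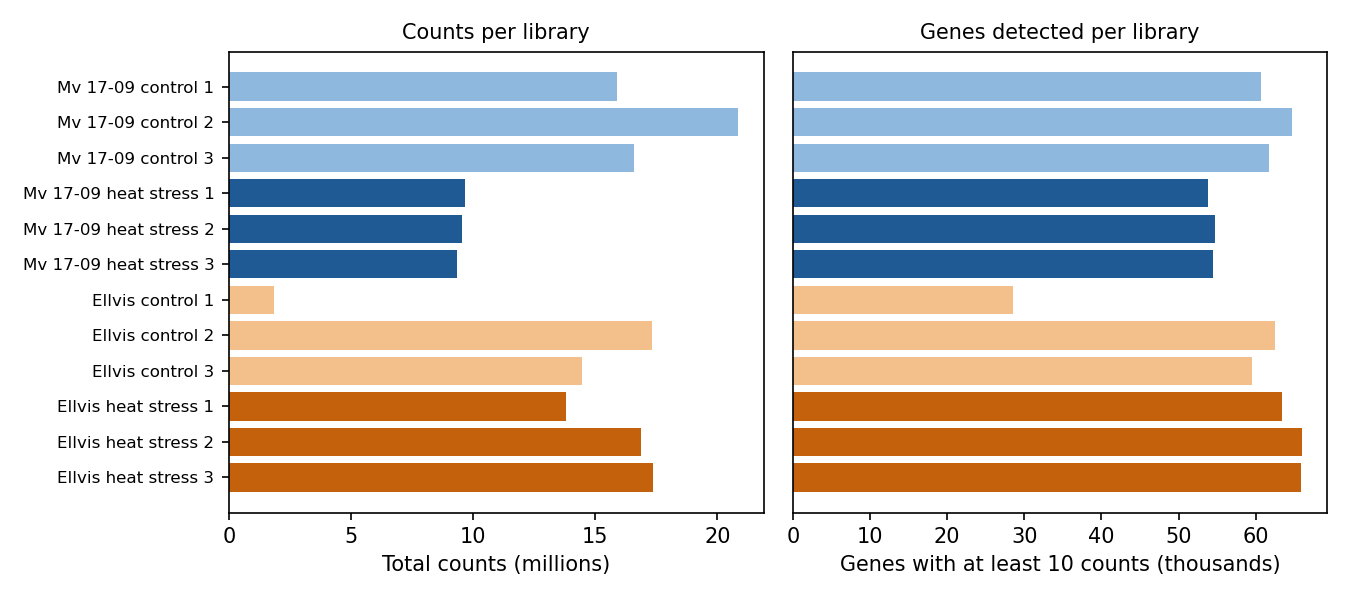
Total counts (left) and genes with at least 10 counts (right), with a bar for each of the 12 libraries. The bar of ‘Ellvis’ control 1 stands at 1831675 counts and 28549 genes, and the other libraries lie between 9336312 and 20846135 counts.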

The GC content of samples ranged from 49% to 52%, and the Phred Q scores in all the samples were higher than 30. Clean reads were aligned to the reference genome assembly at 84.74% to 90.52% efficiency (**Supplementary Table 3**). 

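Heat stress lowered 4887 genes and raised 3297 in ‘Mv 17-09’, so that 59.7% of the genes that changed fell. In ‘Ellvis’, 1157 genes fell and 1393 rose, and 45.4% of the changes were decreases. Among the genes with the smallest p was TraesCS6D03G0679500, which the sources used here do not pair with a name. Its count in ‘Mv 17-09’ went from 0.206 ± 0.0517 CPM in controls to 40.4 ± 5.75 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls, and it rose by 7.57 on the log2 scale (standard error 0.31, adjusted p = 3.54e-09 from edgeR). TraesCS4B03G0057000LC, also without a name, fell by 4.46 on the log2 scale (standard error 0.19, adjusted p = 3.54e-09 from edgeR) in ‘Mv 17-09’. In ‘Ellvis’ its log2 fold change was -0.55 (standard error 0.16, adjusted p = 0.0554 from edgeR), and the difference between the cultivars was -3.91 (standard error 0.24, adjusted p = 4.51e-07 from edgeR). At the paper's criteria, an adjusted p under 1e-06 from both edgeR's likelihood ratio test and DESeq2's Wald test, 714 genes were up and 1574 down in ‘Mv 17-09’, and 201 up and 285 down in ‘Ellvis’. The scaling mattered for the balance. With library totals alone in place of TMM factors, the median log2 fold change of all genes moved by 0.10 in ‘Mv 17-09’ and 0.11 in ‘Ellvis’, and 50.4% of the calls in ‘Mv 17-09’ and 68.3% of those in ‘Ellvis’ were increases. By DESeq2 45.9% of the calls in ‘Ellvis’ were increases, so that the direction of this balance depends on the test. ‘Ellvis’ control replicate 1 moved these counts. Without it 6156 genes fell and 4533 rose in ‘Mv 17-09’, while in ‘Ellvis’ 1600 fell and 3161 rose, or 33.6% decreases. Other ‘Ellvis’ libraries moved the counts of ‘Ellvis’ as well: 810 and 799 genes rose without control replicate 2 or 3, where increases were 43.6% and 48.2% of the calls, and 704 fell without heat-stressed replicate 3.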

A total of 4,434 DEGs (1,390 up- and 3,044 downregulated) were identified in ‘Mv 17-09’ and 2,030 DEGs in ‘Ellvis’ (1,115 up- and 915 downregulated), indicating that the rate of downregulated genes was significantly higher after heat stress in the sensitive genotype (**Figure 7**). To validate our RNA-seq dataset, we performed a qPCR study of 10 DEGs on three independent RNA samples (not the same ones used for the RNA-seq). Overall, the fold changes of a panel of DEGs reported by RNA-seq correlated well (*r* = 0.9099) with the fold changes reported by qPCR (**Figure 8**), indicating that the RNA-seq data are robust.

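Ta70HSP (TraesCS3B03G0975400, chromosome 3B, 630720805 to 630723797), which codes for a heat shock protein that refolds damaged proteins, rose in both cultivars. In ‘Mv 17-09’ it went from 12.4 ± 2.66 CPM in controls to 35.9 ± 3.37 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls, and it rose by 1.54 on the log2 scale (standard error 0.16, adjusted p = 4.56e-06 from edgeR). In ‘Ellvis’ it rose by 1.32 on the log2 scale (standard error 0.16, adjusted p = 1.21e-04 from edgeR). Ta21.9HSP (TraesCS4A03G0602500), a small heat shock protein, rose by 5.74 on the log2 scale (standard error 0.46, adjusted p = 3.76e-06 from edgeR) in ‘Ellvis’ and rose by 1.49 (adjusted p = 0.0495 from edgeR) in ‘Mv 17-09’, a difference between the cultivars of -4.25 (standard error 0.77, adjusted p = 0.00316 from edgeR). The rise in ‘Mv 17-09’ was at the threshold. The call was lost when ‘Ellvis’ control replicate 2 or 3, any ‘Ellvis’ heat-stressed replicate, any ‘Mv 17-09’ control replicate or any ‘Mv 17-09’ heat-stressed replicate was left out (log2 fold changes of 1.32 to 1.62, adjusted p = 0.0531 to 0.181 from edgeR). TaWRKY70 (TraesCS2A03G1143500), which codes for a WRKY transcription factor, fell by 4.59 on the log2 scale (standard error 0.46, adjusted p = 3.52e-06 from edgeR) in ‘Mv 17-09’ and fell by 4.53 on the log2 scale (standard error 0.68, adjusted p = 7.26e-04 from edgeR) in ‘Ellvis’. TaNIP (TraesCS6B03G0952900) rose by 9.10 on the log2 scale (standard error 0.67, adjusted p = 1.98e-07 from edgeR) in ‘Mv 17-09’. In ‘Ellvis’ it rose by 5.01 on the log2 scale (standard error 0.71, adjusted p = 5.07e-04 from edgeR), and without ‘Ellvis’ control replicate 1 its log2 fold change was 7.29. TaUNK1 (TraesCS5A03G0186300) fell by 4.08 on the log2 scale (standard error 0.79, adjusted p = 0.00158 from edgeR) in ‘Mv 17-09’ and by 2.94 (adjusted p = 0.00219 from edgeR) in ‘Ellvis’. TaGRAS (TraesCS3D03G0851800) fell by 4.38 on the log2 scale (standard error 0.95, adjusted p = 0.00371 from edgeR) in ‘Mv 17-09’, where its count was under 1 CPM, and its log2 fold change in ‘Ellvis’ was 0.81 (standard error 0.60, adjusted p = 0.487 from edgeR). Across the 20 values of 10 genes, the log10 fold changes of these counts and the paper's qPCR values had a Pearson's r of 0.927 (permutation p = 1e-05, adjusted p = 3e-05) and a Spearman's rho of 0.940 (permutation p = 1e-05, adjusted p = 3e-05). This is the smallest p that 1e+05 permutations can give. By cultivar, r was 0.969 over 10 genes in ‘Mv 17-09’ (permutation p = 9e-05, adjusted p = 0.00014) and 0.866 over 10 genes in ‘Ellvis’ (permutation p = 0.00157, adjusted p = 0.00157). The corresponding rho was 0.964 (permutation p = 1e-04, adjusted p = 0.00015) and 0.915 (permutation p = 0.00058, adjusted p = 0.00058). The adjustment is over 3 relations, and the tests are two-sided. Left without the 2 values farthest from the median, r was 0.894 over the pooled values, 0.930 in ‘Mv 17-09’ and 0.911 in ‘Ellvis’, and in ‘Ellvis’ it was 0.753 without the 2 values farthest by qPCR. Without ‘Ellvis’ control replicate 1, r was 0.951 over the pooled values. These are correlations across genes, which are not independent replicates, and the qPCR came from other RNA samples. In 18 of the 20 values both methods had the same sign.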

**Figure 7:**
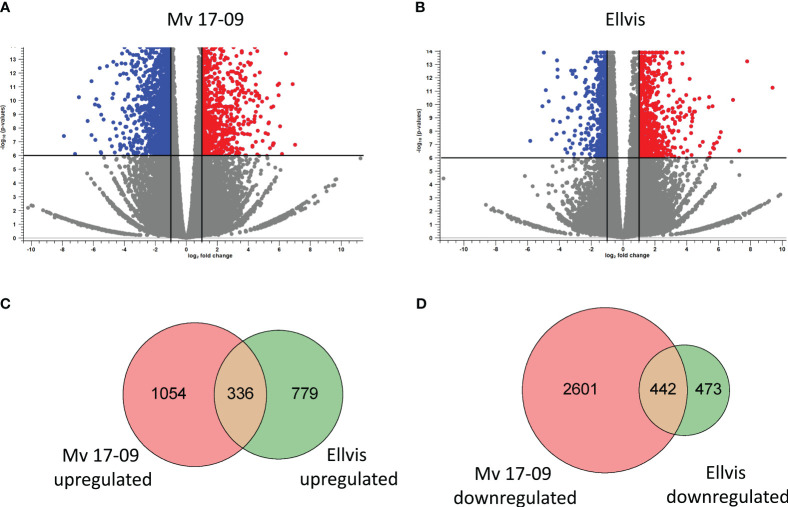
Distribution of significantly (FDR *p*<0.000005, |fold change|≥2) upregulated (red) and downregulated (blue) genes in ‘Mv 17-09’ **(A)** and ‘Ellvis’ **(B)** anthers sampled at the end of treatment. Grey dots represent genes with unchanged expression when compared to the control. Venn diagrams presenting the number of upregulated **(C)** and downregulated **(D)** DEGs in the two wheat genotypes.

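The response shared by both cultivars held 607 genes that rose in each, where 65.1 are expected for independent lists, and 625 that fell in each, where 80.2 are expected. Opposite changes were found for 116 genes. TraesCS1A03G0387300, without a name in the sources used here, rose by 5.92 on the log2 scale (standard error 0.27, adjusted p = 4.52e-09 from edgeR) in ‘Mv 17-09’ and rose by 7.21 on the log2 scale (standard error 0.42, adjusted p = 2.37e-07 from edgeR) in ‘Ellvis’. Likewise without a name, TraesCS3A03G1018500 fell by 3.65 on the log2 scale (standard error 0.33, adjusted p = 1.37e-06 from edgeR) in ‘Mv 17-09’ and fell by 5.19 on the log2 scale (standard error 0.30, adjusted p = 2.37e-07 from edgeR) in ‘Ellvis’. The difference between the cultivars was -1.29 (standard error 0.75, adjusted p = 0.375 from edgeR) for TraesCS1A03G0387300 and 1.54 (standard error 0.58, adjusted p = 0.165 from edgeR) for TraesCS3A03G1018500. At the paper's criteria the cultivars shared 98 genes that were up and 163 that were down. Each cultivar had its own controls, so that no control library enters both lists. Both lists came from 1 fit, however, with a shared estimate of the spread for each gene. With each cultivar fitted alone, 291 shared genes rose and 378 fell. The expected numbers also take all genes as equally easy to call. With ‘Ellvis’ control replicate 1 left out, 1062 shared genes rose and 737 fell, and 330 changed in opposite directions. With ‘Ellvis’ control replicate 2 or 3 left out, 348 or 353 shared genes rose, and 413 fell without ‘Ellvis’ heat-stressed replicate 3.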

**Figure 8:**
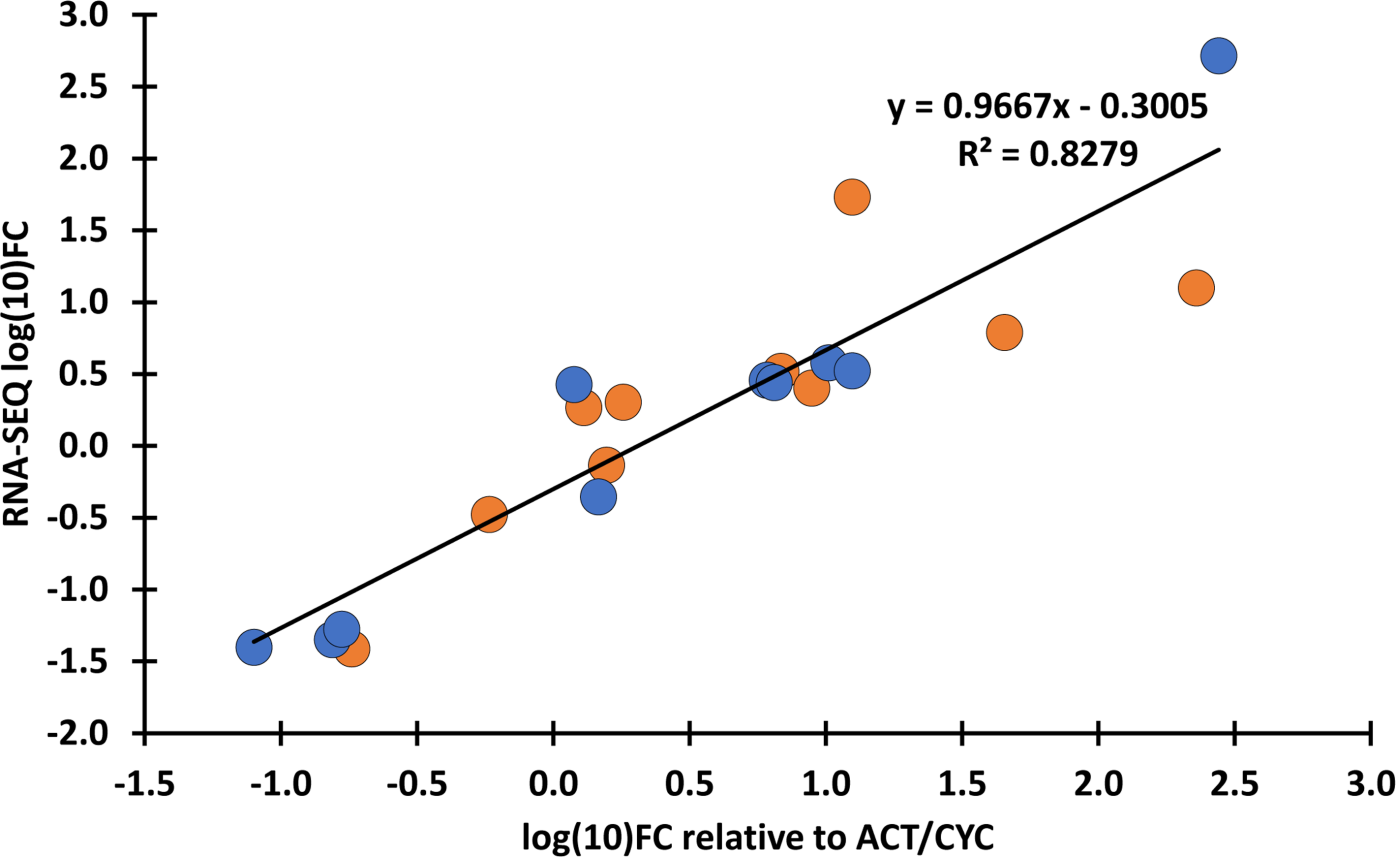
Verification of transcriptome expression data with qPCR. Fold changes (FC) values of the RNA-seq data were compared with the FC calculated as relative expression values of the selected genes to *Ta*ACT3 and *Ta*CYC reference genes as internal controls. Blue: ‘Mv 17-09’; orange: Ellvis. An adjusted coefficient of determination (R^2^) of 0.8279 is observed between the RNA-seq and qPCR data of 10 genes (Pearson’s *r* = 0.9099). qPCR analysis was performed using three independent RNA samples (not the same ones used for RNA-seq). The selected genes, FC values and corresponding primer sequences are listed in **Supplementary Table 2**.

### Gene ontology enrichment analysis

To shed light on the genome-wide picture of the transcriptomic stress response, gene ontology enrichment analysis was performed on DEGs. We provide a summary of all significantly enriched GO terms at **Supplementary Table 4**. The study revealed that the most highly enriched GO terms among upregulated genes were directly related to stress response in both genotypes, such as response to reactive oxygen species (GO:0000302), unfolded protein binding (GO:0051082), protein folding (GO:0006457), response to oxidative stress (GO:0006979) and response to heat (GO:0009408). All these GO terms showed much higher significance in ‘Ellvis’, confirming the more robust heat-stress response of this cultivar (**Figure 9A**). Other metabolism-related GO terms were enriched in both genotypes, with higher significance in ‘Mv 17-09’, like iron ion binding (GO:0005506); lipid biosynthetic process (GO: 0008610); lipid transport (GO: 0006869) and metal ion transmembrane transporter activity (GO: 0046873) (**Figure 9A**). GO terms associated with pollen development were enriched in greater number in ‘Ellvis’ (3) compared to ‘Mv 17-09’ (1) (**Figure 9A**). Enriched GO terms of downregulated DEGs depicted a radically different stress response between the two genotypes (**Figure 9B**). 

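Genes for spindle motors and microtubule-associated proteins (MAPs), for microtubule nucleation and for tapetum function were lower as groups after heat stress in ‘Mv 17-09’ when a preset correlation between genes was used. With all libraries no group passed with an estimated correlation, so that the calls rest on the preset value. GO terms were not analysed here, and the paper's own gene lists and their functional groups were tested in their place. Sporopollenin genes, which build the outer wall of pollen, had the lowest adjusted p of the groups in ‘Mv 17-09’: adjusted p = 7.46e-23 from limma, and adjusted p = 0.0765 with an estimated correlation. Their difference between the cultivars was negative as a set (adjusted p = 3.50e-22 from limma, and adjusted p = 0.0859 with an estimated correlation). The tapetum list as a whole was lower than other genes in ‘Mv 17-09’ by limma's camera test with a preset correlation of 0.01 between genes (adjusted p = 6.53e-07 from limma), and adjusted p = 0.298 with an estimated correlation. Motors and MAPs were also lower (adjusted p = 9.67e-07 from limma), and adjusted p = 0.171 with an estimated correlation. The spindle list gave adjusted p = 0.00484 from limma in ‘Mv 17-09’ and adjusted p = 0.764 with an estimated correlation. In ‘Ellvis’ these values were 0.00564 and 0.800, and with no low-count filter the direction of the spindle list turned there (adjusted p = 0.812 from limma). Nucleation genes, such as those of the γ-tubulin ring complex, were lower in ‘Mv 17-09’ with adjusted p = 0.00484 from limma and adjusted p = 0.346 with an estimated correlation. In ‘Ellvis’ motors and MAPs were lower too (adjusted p = 2.73e-05 from limma), and adjusted p = 0.413 with an estimated correlation. The tapetum list was not lower in ‘Ellvis’, with adjusted p = 0.844 from limma. The actin list was lower in ‘Ellvis’ (adjusted p = 0.00484 from limma and adjusted p = 0.634 with an estimated correlation) and not in ‘Mv 17-09’ (adjusted p = 0.348 from limma). For this list the cultivars did not differ (adjusted p = 0.469 from limma, and adjusted p = 0.965 with an estimated correlation), except without ‘Ellvis’ control replicate 1 (adjusted p = 0.0176 from limma, and adjusted p = 0.0955 with an estimated correlation). It was not lower in ‘Ellvis’ without control replicate 3 there (adjusted p = 0.177 from limma). Meiosis genes did not differ from other genes as a set in ‘Mv 17-09’ (adjusted p = 0.980 from limma). In ‘Ellvis’ 15 sets passed with the preset correlation, 28 without ‘Ellvis’ control replicate 1 and 4 without ‘Ellvis’ control replicate 3. With an estimated correlation 10 sets passed in ‘Ellvis’ without ‘Ellvis’ control replicate 1. In ‘Mv 17-09’ 5 passed without ‘Ellvis’ heat-stressed replicate 3 or ‘Mv 17-09’ heat-stressed replicate 2, and 1 without ‘Mv 17-09’ heat-stressed replicate 1.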

GO terms associated with the cytoskeleton, meiosis/cell cycle, and microspore/anther development were represented by great numbers and at high significance values in the sensitive ‘Mv 17-09’. In the light of our results regarding MMC and anther structure as well as cytoskeletal organization, the following downregulated terms were the most interesting: spindle organization (GO:0007051), spindle assembly (GO:0051225), anaphase-promoting complex (GO:0005680), pollen grain wall assembly (GO:0010208), tapetal layer development (GO:0048658) sporopollenin biosynthetic process (GO:0080110) and pollen exine formation (GO:0010584). While some of these GO terms were also enriched in ‘Ellvis’, their FDR *p*-values were much lower when compared to ‘Mv 17-09’ (**Figure 9B**). Response to unfolded protein (GO:0006986) and protein refolding (GO:0042026) were enriched among up- and downregulated DEGs in both genotypes, which implies the existence of different gene sets in wheat to cope with protein denaturation under normal and stress conditions. However, ‘Ellvis’ exhibited higher FDR *p*-values regarding these GOs in the case of up- and downregulated DEGs as well (**Figure 9B**).

**Figure 9:**
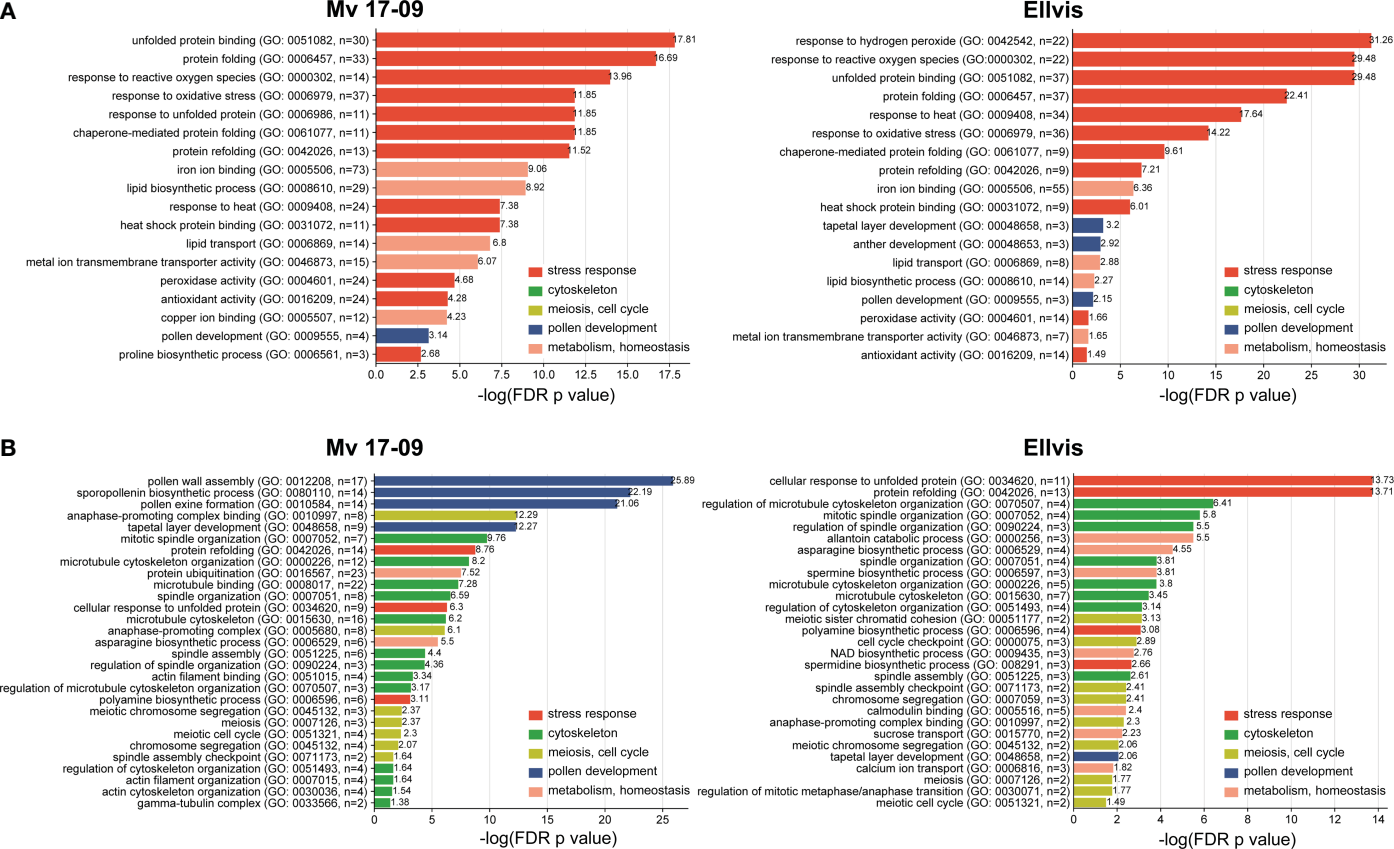
Gene ontology (GO) terms enriched significantly (*p*<0.05) following heat stress among the upregulated **(A)** and downregulated **(B)** DEGs. GO terms are classified based on their functionality.

### Analysis of genes taking part in male meiosis, spindle assembly, and tapetal functions

The results of the morphological and GO analyses prompted us to study changes in the expression of meiosis-, spindle assembly-, cytoskeleton-, and tapetum-specific gene sets at single-gene resolution. Our search for the wheat orthologs of 67 *Arabidopsis thaliana* genes with known meiosis-related functions (Chen et al., 2010) yielded 209 genes (**Supplementary Table 5**), from which eight were downregulated in ‘Mv 17-09’, while two were up- and also two were downregulated in ‘Ellvis’, respectively (**Figure 10**). 

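ASY1, a protein of the chromosome axis in meiosis, had a copy on chromosome 5B that was among the few meiosis genes that fell. Of the 209 listed genes, 158 had enough counts to be tested. In ‘Mv 17-09’ 4 rose and 5 fell, and in ‘Ellvis’ 2 rose and 1 fell. By DESeq2 1 rose in each cultivar and 0 fell in ‘Ellvis’, where 4 fell by limma and 4 at an unadjusted p under 0.05 with a 2-fold change. The ASY1 ortholog TraesCS5B03G0739200 (chromosome 5B, 474265272 to 474277784) fell in both cultivars. In ‘Mv 17-09’ it fell by 1.26 on the log2 scale (standard error 0.23, adjusted p = 9.25e-04 from edgeR), and in ‘Ellvis’ it fell by 1.06 on the log2 scale (standard error 0.22, adjusted p = 0.00732 from edgeR). When ‘Ellvis’ control replicate 2 or 3 or ‘Ellvis’ heat-stressed replicate 2 or 3 was left out, it no longer passed (log2 fold changes of -1.01 to -0.80, adjusted p = 0.0543 to 0.0897 from edgeR). The other tested ASY1 orthologs did not change 2-fold: TraesCS5D03G0668600 had a log2 fold change of -0.79 (standard error 0.22, adjusted p = 0.0190 from edgeR) in ‘Mv 17-09’. AHP2 (TraesCS4D03G0079200), whose product aids strand invasion in recombination, rose by 1.71 on the log2 scale (standard error 0.58, adjusted p = 0.0472 from edgeR) in ‘Mv 17-09’ from a mean of 0.330 CPM in controls. Leaving out ‘Ellvis’ control replicate 2 or 3, ‘Ellvis’ heat-stressed replicate 3, any ‘Mv 17-09’ control replicate or ‘Mv 17-09’ heat-stressed replicate 1 or 2 ended the call (log2 fold changes of 1.25 to 1.86, adjusted p = 0.0554 to 0.249 from edgeR). With counts scaled by library totals alone, no ASY1 gene was called in ‘Ellvis’. Adjusted over the list alone, the same numbers rose and fell in each cultivar. Between the cultivars, the difference was positive for 1 gene and negative for 6 over all genes tested, and positive for 0 and negative for 5 when adjusted over the list alone. For comparison, it was negative for 2644 and positive for 1031 of all 70527 genes tested, and the median difference of the meiosis list was 0.16. The median log2 fold change of the list in ‘Mv 17-09’ was 0.02 and its mean was -0.0011, which differ in sign. The list came from published Arabidopsis genes. When ‘Ellvis’ control replicate 1 was left out, 7 genes rose and 6 fell in ‘Mv 17-09’, and 5 rose and 4 fell in ‘Ellvis’. Counts this small moved with other libraries too: without ‘Mv 17-09’ control replicate 3 or heat-stressed replicate 3, 9 and 8 genes fell in ‘Mv 17-09’, and 1 or 2 rose without most single ‘Mv 17-09’ libraries.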

The expression of two synapsis-related genes, *Arabidopsis-mei2-like* (*AML*) and *ZIP* decreased only in ‘Mv 17-09’. 

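AML genes code for RNA-binding proteins of the Mei2 type that act in meiosis, and ZIP4 for a protein of crossover formation and synapsis. Copies of AML1 on chromosomes 1A and 1D fell in ‘Mv 17-09’ and not in ‘Ellvis’, and this difference passed the test. Other AML1 copies went up: of 6 tested, 3 had a negative and 3 a positive change at an unadjusted p under 0.05 by edgeR in ‘Mv 17-09’, the positive ones under 2-fold, and the median log2 fold change was -0.11. For ZIP4 the difference between the cultivars did not pass. TraesCS1A03G0016300 (AML1, chromosome 1A, 4379076 to 4386587) went from 241 ± 11.2 CPM in controls to 112 ± 1.196 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.10 on the log2 scale (standard error 0.22, adjusted p = 0.00176 from edgeR). The response in ‘Ellvis’ was a log2 fold change of 0.40 (standard error 0.21, adjusted p = 0.316 from edgeR). The interaction of heat stress and cultivar was -1.502 (standard error 0.30, adjusted p = 0.00714 from edgeR). TraesCS1D03G0008200 (AML1, chromosome 1D, 2648945 to 2656396) fell by 1.18 on the log2 scale (standard error 0.16, adjusted p = 8.81e-05 from edgeR) in ‘Mv 17-09’, with a log2 fold change of 0.199 (standard error 0.16, adjusted p = 0.535 from edgeR) in ‘Ellvis’ and a difference of -1.37 (standard error 0.23, adjusted p = 0.00169 from edgeR). AML2 (TraesCS7D03G0007200) had a log2 fold change of -0.97 (standard error 0.18, adjusted p = 9.39e-04 from edgeR) in ‘Mv 17-09’, just short of a 2-fold change, and a difference between the cultivars of -1.07 (standard error 0.25, adjusted p = 0.0182 from edgeR). It did pass without ‘Mv 17-09’ control replicate 3 or ‘Mv 17-09’ heat-stressed replicate 3 (log2 fold changes of -1.07 to -1.046, adjusted p = 0.00375 to 0.00412 from edgeR). Of 9 AML genes tested, 2 fell in ‘Mv 17-09’. None fell in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change. The difference was negative for 4 AML genes, and for 3 without ‘Ellvis’ control replicate 1. The ZIP4 ortholog TraesCS3B03G1072500 (chromosome 3B, 687752963 to 687756530) fell by 1.32 on the log2 scale (standard error 0.30, adjusted p = 0.00522 from edgeR) in ‘Mv 17-09’. ‘Ellvis’ showed a log2 fold change of -0.58 (standard error 0.27, adjusted p = 0.237 from edgeR) and the difference between the cultivars was -0.74 (standard error 0.41, adjusted p = 0.342 from edgeR). The ZIP4 copy on chromosome 5B, TraesCS5B03G0662600 (chromosome 5B, 440925174 to 440928762), had a log2 fold change of 0.08 (standard error 0.13, adjusted p = 0.732 from edgeR) in ‘Mv 17-09’ and 0.42 (standard error 0.13, adjusted p = 0.0700 from edgeR) in ‘Ellvis’. It was the only other ZIP4 gene named by rule, and among 4 tested only the copy on 3B was called. The median log2 fold change of the ZIP4 genes was -0.93 in ‘Mv 17-09’ and -0.25 in ‘Ellvis’. At an unadjusted p under 0.05 by edgeR with a change of any size, 3 were lower in ‘Mv 17-09’, while in ‘Ellvis’ 1 was lower and 1 higher. Scaled by library totals alone, 1 AML gene fell in ‘Mv 17-09’.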

Two serpin-coding genes showed elevated expression exclusively in ‘Ellvis’ (**Figure 10**).

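Serpins are protease inhibitors, and 2 serpin genes on chromosome 5D rose in ‘Ellvis’. Their counts were low in every group, under 4 CPM, and 11 of the 45 listed serpin genes had enough counts to be tested. TraesCS5D03G1024700 (chromosome 5D, 509459827 to 509461476) went from 0.920 ± 0.187 CPM in controls to 3.21 ± 0.629 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Ellvis’, and it rose by 1.93 on the log2 scale (standard error 0.35, adjusted p = 0.00304 from edgeR). In ‘Mv 17-09’ its log2 fold change was -0.84 (standard error 0.37, adjusted p = 0.131 from edgeR), and the difference between the cultivars was -2.77 (standard error 0.51, adjusted p = 0.00365 from edgeR). TraesCS5D03G0707700 (chromosome 5D, 411162865 to 411164471) rose by 1.52 on the log2 scale (standard error 0.42, adjusted p = 0.0372 from edgeR) in ‘Ellvis’, with a log2 fold change of -0.34 (standard error 0.44, adjusted p = 0.641 from edgeR) in ‘Mv 17-09’. The call was lost when ‘Ellvis’ control replicate 2 or 3, any ‘Ellvis’ heat-stressed replicate or any ‘Mv 17-09’ control replicate was left out (log2 fold changes of 1.33 to 1.81, adjusted p = 0.0521 to 0.195 from edgeR). Its difference between the cultivars was -1.86 (standard error 0.60, adjusted p = 0.0834 from edgeR) and did not pass, so that a response in ‘Ellvis’ alone was shown for TraesCS5D03G1024700 and not for this gene. The paper's Fig. 10 shows TraesCS5D03G1024700 and, in place of TraesCS5D03G0707700, the serpin gene TraesCS4B03G0214400 (chromosome 4B, 99615974 to 99617624). For TraesCS4B03G0214400 the log2 fold change in ‘Ellvis’ was 1.35 (standard error 0.55, adjusted p = 0.167 from edgeR) with all libraries. In a fit without ‘Ellvis’ control replicate 1 it was 1.88 and passed the test. In ‘Mv 17-09’ 1 other serpin gene rose. After ‘Ellvis’ control replicate 1 was removed, 15 serpin genes were tested, 4 rose in ‘Ellvis’, 2 rose in ‘Mv 17-09’, and the difference between the cultivars was negative for 4.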

**Figure 10:**
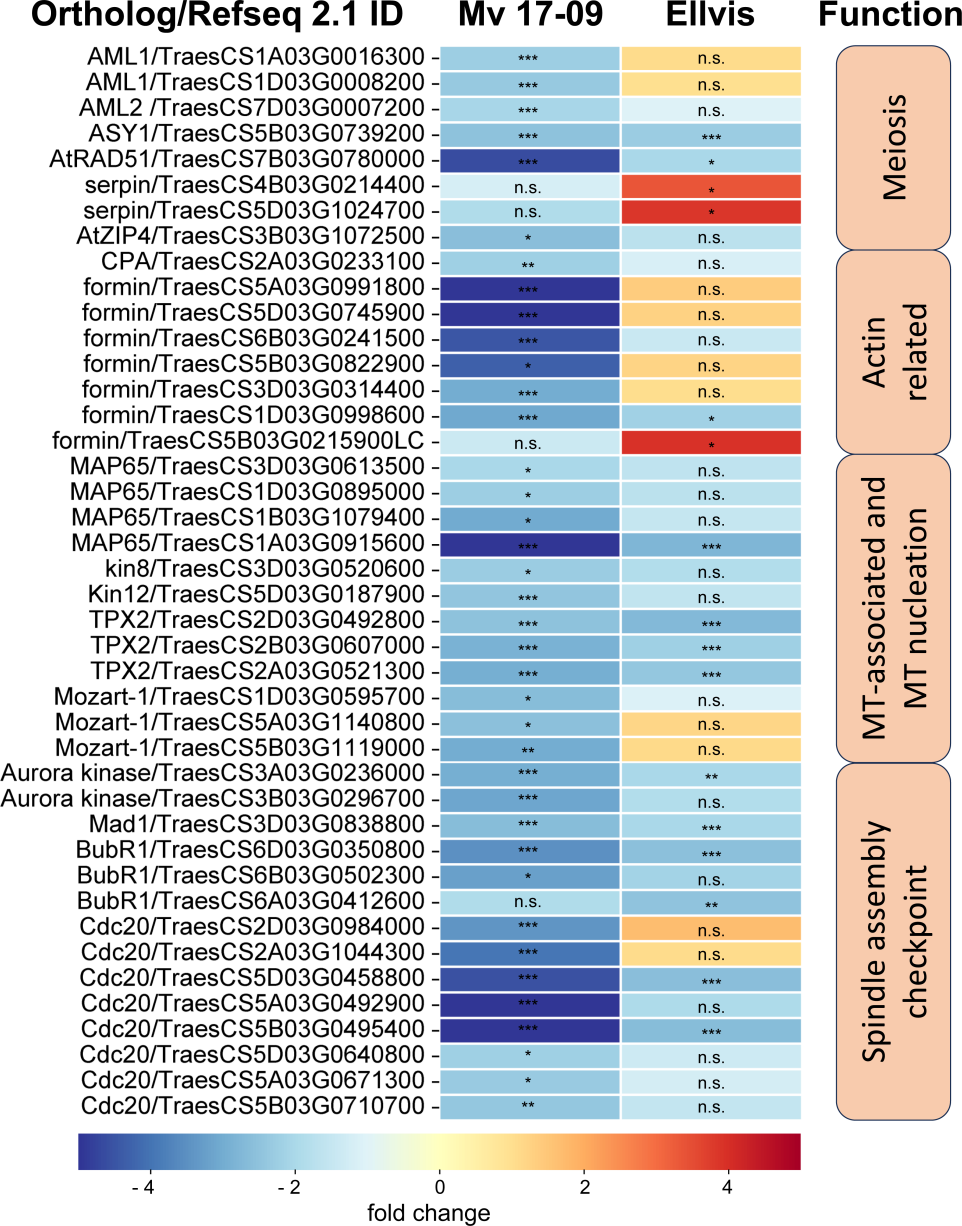
Expression of significant(FDR *p*<1.0E-6, |fold change|≥2) DEGs involved in meiosis, actin nucleation/reorganization and spindle assembly in ‘Mv 17-09’ and ‘Ellvis’anthers sampled at the end of treatment. Asterisks denote statistically significant differences (*p<1.0E-7; **p<1.0E-10; ***p<1.0E-13) between the control and heat stress treated plants of the genotypes. ns, not significant.

Yamada and Goshima (2017) provided a list of 92 *Arabidopsis* genes crucial for forming a functional microtubule spindle. We found 240 wheat orthologs of these genes and also added 43 tubulin monomer genes and 26 microtubule severase (*catanin p60* and *p80*, *spastin* and *fidgetin*) genes identified using our BLAST functional annotation (**Supplementary Table 6**). 

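Genes for motors and MAPs and for the spindle assembly checkpoint made up most of the spindle genes that fell. Of 383 distinct gene IDs on the spindle list, which differ in number from the genes stated in the paper's text (240, 43 and 26), 341 were tested. In ‘Mv 17-09’ 32 fell and 2 rose, and in ‘Ellvis’ 12 fell, of which 9 also fell in ‘Mv 17-09’. No spindle gene rose in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change. Motors and MAPs numbered 33 tested genes, of which 10 fell in ‘Mv 17-09’ and 4 in ‘Ellvis’. Of 65 checkpoint genes 11 fell in ‘Mv 17-09’ and 5 in ‘Ellvis’. Of 27 nucleation genes, 4 fell in ‘Mv 17-09’ and 0 in ‘Ellvis’, where DESeq2 and limma called none and none passed an unadjusted p under 0.05 with a 2-fold change. A gene for Kinesin-8, whose motor shortens microtubules at the spindle, fell as well: TraesCS3B03G0644200 (chromosome 3B, 403452892 to 403456872) fell by 1.21 on the log2 scale (standard error 0.27, adjusted p = 0.00470 from edgeR) in ‘Mv 17-09’, with a log2 fold change of -0.66 (standard error 0.23, adjusted p = 0.106 from edgeR) in ‘Ellvis’. Another Kinesin-8 gene, TraesCS5D03G0920300, had a log2 fold change of 0.202 (standard error 0.13, adjusted p = 0.310 from edgeR) in ‘Mv 17-09’. A topoisomerase II gene on chromosome 5B (TraesCS5B03G0156800, chromosome 5B, 71729746 to 71733689), which untangles DNA, was among the few that rose: it rose by 3.93 on the log2 scale (standard error 0.702, adjusted p = 8.54e-04 from edgeR) in ‘Mv 17-09’ from a control mean of 0.104 CPM. The median log2 fold change of the list was -0.20 in ‘Mv 17-09’ and -0.19 in ‘Ellvis’. The difference between the cultivars was negative for 9 genes and positive for 1, and negative for 8 when adjusted over the list alone. Of all 70527 genes tested it was negative for 2644 and positive for 1031. The 9 of 341 spindle genes are therefore no larger a share than among all genes, and the median difference of the list was -0.007. In ‘Mv 17-09’ 32 fell and 3 rose when adjusted over the list alone, and in ‘Ellvis’ 12 fell. Without ‘Ellvis’ control replicate 1, 33 fell and 5 rose in ‘Mv 17-09’, and 17 fell and 1 rose in ‘Ellvis’.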

The number of downregulated genes was more than two-fold in ‘Mv 17-09’ (26) when compared to ‘Ellvis’ (only 11), belonging to three categories of functions, namely microtubule-associated proteins, microtubule nucleation and spindle assembly checkpoint proteins (**Figure 10**) No significantly upregulated genes were identified in this gene set. 

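Formins start and lengthen actin filaments, and they were the actin-related family with the most genes that fell. Of 14 formin genes tested, 10 fell in ‘Mv 17-09’ and the median log2 fold change was -1.32. In ‘Ellvis’ 1 rose. In ‘Ellvis’ none fell by edgeR or DESeq2, while 1 fell by limma and 1 at an unadjusted p under 0.05 with a 2-fold change. The formin gene TraesCS5D03G0745900 (chromosome 5D, 425643243 to 425644961) went from 8.86 ± 2.30 CPM in controls to 1.58 ± 0.941 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 2.49 on the log2 scale (standard error 0.45, adjusted p = 0.00100 from edgeR). In ‘Ellvis’ its counts were 25.9 ± 15.2 CPM in controls and 22.1 ± 5.69 CPM after heat stress (SD, n = 3), and the difference between the cultivars was -2.49 (standard error 0.57, adjusted p = 0.0149 from edgeR). TraesCS2A03G0453100 (chromosome 2A, 201808672 to 201810391), the formin gene of the list that rose in ‘Ellvis’, rose by 2.88 on the log2 scale (standard error 0.35, adjusted p = 1.43e-04 from edgeR) there. Its log2 fold change in ‘Mv 17-09’ was 0.86 (standard error 0.29, adjusted p = 0.0469 from edgeR), short of a 2-fold change. It did pass without ‘Mv 17-09’ heat-stressed replicate 3 (log2 fold change of 1.07, adjusted p = 0.0275 from edgeR). Between the cultivars, the difference was -2.02 (standard error 0.45, adjusted p = 0.0136 from edgeR). A formin outside the list that Fig. 10 of the paper marks, TraesCS5B03G0215900LC, also rose in ‘Ellvis’, by 1.85 on the log2 scale (standard error 0.43, adjusted p = 0.0158 from edgeR), and is named here after its values were seen. It was not called without ‘Ellvis’ control replicate 2 or 3 or heat-stressed replicate 2 or 3 (log2 fold changes of 1.62 to 1.92, adjusted p = 0.0518 to 0.104 from edgeR). The interaction of heat stress and cultivar was negative for 7 formin genes. Adjusted over the list alone, 12 formin genes fell in ‘Mv 17-09’ and the difference was negative for 9. Formin genes were lower than other genes in ‘Mv 17-09’ by camera (adjusted p = 7.96e-06 from limma), and adjusted p = 0.0765 with an estimated correlation. Of the 108 genes on the actin list 80 were tested. In ‘Mv 17-09’ 11 fell and 4 rose, in ‘Ellvis’ 2 fell and 1 rose, and the difference was negative for 7 and positive for 1 (8 and 1 when adjusted over the list alone). An actin gene on chromosome 3B, TraesCS3B03G1017700 (chromosome 3B, 662060304 to 662063022), fell by 1.16 on the log2 scale (standard error 0.26, adjusted p = 0.0140 from edgeR) in ‘Ellvis’, with a log2 fold change of 0.94 (standard error 0.25, adjusted p = 0.0145 from edgeR) in ‘Mv 17-09’ and a difference of 2.0997 (standard error 0.37, adjusted p = 0.00241 from edgeR). Leaving out ‘Ellvis’ control replicate 2 or ‘Ellvis’ heat-stressed replicate 1 or 2 ended the call (log2 fold changes of -1.04 to -0.98, adjusted p = 0.0705 to 0.116 from edgeR). Formins were singled out by the study on these samples, so that their count is not independent evidence. With ‘Ellvis’ control replicate 1 left out, 12 formin genes fell in ‘Mv 17-09’, 1 rose and 1 fell in ‘Ellvis’, and the difference was negative for 10. Over the actin list, the difference was negative for 3 or 4 genes without ‘Ellvis’ control replicate 2 or 3, ‘Ellvis’ heat-stressed replicate 1 or 2, any ‘Mv 17-09’ control or ‘Mv 17-09’ heat-stressed replicate 1, and 1 or 2 rose in ‘Mv 17-09’ without most single ‘Mv 17-09’ libraries.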

We also studied the expression of 108 actin- and actin-associated proteins (**Supplementary Table 7**) and found that formin genes were the most affected by heat stress, suggesting that actin nucleation was decreased in ‘Mv 17-09’, in contrast to ‘Ellvis’ (**Figure 10**).

The fourth studied gene set was a group of tapetum-specific genes orchestrating the PCD of the tapetum layer and microspore development. We found 202 wheat orthologs of the 36 genes listed by Yao et al. (2022) (**Supplementary Table 8**). The expression of these orthologs was fundamentally different in the genotypes tested here, as these genes were predominantly downregulated in ‘Mv 17-09’ (with 17 up- and 57 downregulated DEGs), while we found only a handful of genes with decreased expression in ‘Ellvis’ (13 up-, and three downregulated orthologs; **Figure 11**). 

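Tapetum genes of the cascade from AMS/DYT1 to MS1 and most of those for sporopollenin fell in ‘Mv 17-09’, while some genes for the pollen coat rose in both cultivars. Of 202 listed genes 119 were tested. In ‘Mv 17-09’ 56 fell and 19 rose, and in ‘Ellvis’ 3 fell and 13 rose. MS2 genes code for an enzyme that reduces fatty acids for sporopollenin, and were among the most highly counted. TraesCS4A03G0036600 (MS2, chromosome 4A, 13944164 to 13947386) went from 1307 ± 157 CPM in controls to 519.7 ± 55.7 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.33 on the log2 scale (standard error 0.16, adjusted p = 2.84e-05 from edgeR). In ‘Ellvis’ its log2 fold change was 0.45 (standard error 0.16, adjusted p = 0.113 from edgeR). UPEX1 codes for an enzyme that builds arabinogalactans for the pollen wall, and 4 of 5 UPEX1 genes fell in ‘Mv 17-09’. TraesCS3B03G1034800 (chromosome 3B, 671217237 to 671227018) fell by 2.37 on the log2 scale (standard error 0.33, adjusted p = 1.10e-04 from edgeR) in ‘Mv 17-09’, and its log2 fold change in ‘Ellvis’ was -0.83 (standard error 0.31, adjusted p = 0.129 from edgeR). TraesCS1A03G0679400 fell by 1.02 on the log2 scale (standard error 0.22, adjusted p = 0.00426 from edgeR) in ‘Mv 17-09’. The call did not hold without ‘Mv 17-09’ control replicate 3 or ‘Mv 17-09’ heat-stressed replicate 3 (log2 fold changes of -0.98 to -0.89, adjusted p = 0.0185 to 0.0269 from edgeR). The difference between the cultivars passed for no UPEX1 gene (and 2 UPEX1 genes fell in ‘Mv 17-09’ when scaled by library totals alone), and for 2 without ‘Ellvis’ control replicate 1. Of the 119 genes, the difference between the cultivars was negative for 41 and positive for 4. The median log2 fold change was -0.73 in ‘Mv 17-09’ and -0.04 in ‘Ellvis’, the latter 0.05 when counts were scaled by library totals alone. Both cultivars shared 10 genes that rose and 3 that fell. Adjusted over the list alone, 56 fell and 19 rose in ‘Mv 17-09’, 3 fell and 15 rose in ‘Ellvis’, and the difference was negative for 48 and positive for 7. The list was built by the authors from published tapetum genes. ‘Ellvis’ control replicate 1 moved it: without this library 57 fell and 19 rose in ‘Mv 17-09’, 4 fell and 18 rose in ‘Ellvis’, and the difference was negative for 54 and positive for 7. In ‘Ellvis’ 7 rose without control replicate 2 or 3.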

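QRT3 codes for a polygalacturonase that dissolves pectin so that the microspores of a tetrad come apart. All 3 QRT3 genes tested fell in ‘Mv 17-09’. None changed in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change, and the difference between the cultivars passed for 1 of them, and for 3 without ‘Ellvis’ control replicate 1. TraesCS2A03G1012900 (QRT3, chromosome 2A, 681976004 to 681979047) went from 56.2 ± 2.07 CPM in controls to 14.4 ± 2.72 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.97 on the log2 scale (standard error 0.33, adjusted p = 5.16e-04 from edgeR). For ‘Ellvis’ the log2 fold change was 0.16 (standard error 0.31, adjusted p = 0.832 from edgeR) and the difference was -2.13 (standard error 0.45, adjusted p = 0.00992 from edgeR). TraesCS2B03G1128800 (QRT3, chromosome 2B, 644322116 to 644325448) fell by 1.88 on the log2 scale (standard error 0.38, adjusted p = 0.00219 from edgeR) in ‘Mv 17-09’, and its difference between the cultivars was -1.67 (standard error 0.52, adjusted p = 0.0725 from edgeR). TDF1 is a MYB transcription factor that drives tapetum development. All 3 TDF1 genes fell in ‘Mv 17-09’. TraesCS4B03G0536300 (chromosome 4B, 412625225 to 412626934) fell by 3.31 on the log2 scale (standard error 0.1999, adjusted p = 3.42e-08 from edgeR), with all 3 stressed libraries below all 3 controls. The response in ‘Ellvis’ was a log2 fold change of -0.29 (standard error 0.17, adjusted p = 0.370 from edgeR), and the difference between the cultivars was -3.02 (standard error 0.26, adjusted p = 8.97e-06 from edgeR). The genes the paper's table names MYB33, and describes as the MYB transcription factor MYB30, rose in ‘Mv 17-09’ instead. TraesCS6A03G0619000 (chromosome 6A, 423928272 to 423929323) rose by 1.93 on the log2 scale (standard error 0.36, adjusted p = 0.00108 from edgeR) and TraesCS6B03G0753700 (chromosome 6B, 469586274 to 469587400) rose by 2.62 on the log2 scale (standard error 0.61, adjusted p = 0.00604 from edgeR) in ‘Mv 17-09’. Their log2 fold changes in ‘Ellvis’ were -0.19 (standard error 0.36, adjusted p = 0.826 from edgeR) and -0.80 (standard error 0.702, adjusted p = 0.572 from edgeR), and the differences between the cultivars were 2.12 (adjusted p = 0.0200 from edgeR) and 3.42 (adjusted p = 0.0402 from edgeR). These genes were low, at 0.910 and 0.402 CPM in ‘Mv 17-09’ controls. No gene of the bHLH010, bHLH089 and bHLH091 group changed in ‘Mv 17-09’ or ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change, and the difference between the cultivars was negative for 1 of 3.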

Transcription factors positively regulating the PCD of tapetal cells and genes required for pectin dissolution and sporopollenin synthesis declined in the heat-sensitive genotype while remaining constant in the tolerant ‘Ellvis’. On the contrary, the expression of genes taking part in callose dissolution and pollen coat synthesis was found to be upregulated in both genotypes (**Figure 11**).

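OsOSC12 codes for an oxidosqualene cyclase that makes triterpenes of the pollen coat, and CER1 for an enzyme of wax alkane synthesis. Genes of both families rose in both cultivars from low levels. All 3 OsOSC12 genes tested rose in ‘Mv 17-09’ and 2 rose in ‘Ellvis’. TraesCS4A03G1244000 (chromosome 4A, 751653365 to 751659029) went from 0.355 ± 0.105 CPM in controls to 5.64 ± 1.955 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Mv 17-09’, and it rose by 3.93 on the log2 scale (standard error 0.44, adjusted p = 1.20e-05 from edgeR). In ‘Ellvis’ it rose by 4.31 on the log2 scale (standard error 0.77, adjusted p = 0.00283 from edgeR), from 0.212 CPM in controls. TraesCS7A03G0007700 (OsOSC12, chromosome 7A, 1984799 to 1990344) rose by 4.26 on the log2 scale (standard error 0.55, adjusted p = 4.82e-05 from edgeR) in ‘Mv 17-09’ and rose by 5.37 on the log2 scale (standard error 1.02, adjusted p = 0.00434 from edgeR) in ‘Ellvis’. Neither gene differed between the cultivars, with differences of -0.39 (standard error 0.88, adjusted p = 0.875 from edgeR) and -1.11 (standard error 1.43, adjusted p = 0.739 from edgeR). The CER1 gene TraesCS2A03G0932400 (chromosome 2A, 635259141 to 635262879) rose by 3.88 on the log2 scale (standard error 0.32, adjusted p = 5.92e-07 from edgeR) in ‘Mv 17-09’ and rose by 4.20 on the log2 scale (standard error 0.59, adjusted p = 4.31e-04 from edgeR) in ‘Ellvis’. TraesCS1A03G0405200, the most highly counted CER1 gene named here, had a log2 fold change of 0.46 (standard error 0.15, adjusted p = 0.0334 from edgeR) in ‘Mv 17-09’, short of a 2-fold change, and -0.08 (standard error 0.15, adjusted p = 0.821 from edgeR) in ‘Ellvis’. Of 9 CER1 genes tested 4 rose in ‘Mv 17-09’ and 1 rose in ‘Ellvis’, and the difference between the cultivars was positive for 2. When ‘Ellvis’ control replicate 1 was left out, all 3 OsOSC12 genes rose in ‘Ellvis’, and the difference was positive for 3 CER1 genes.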

**Figure 11:**
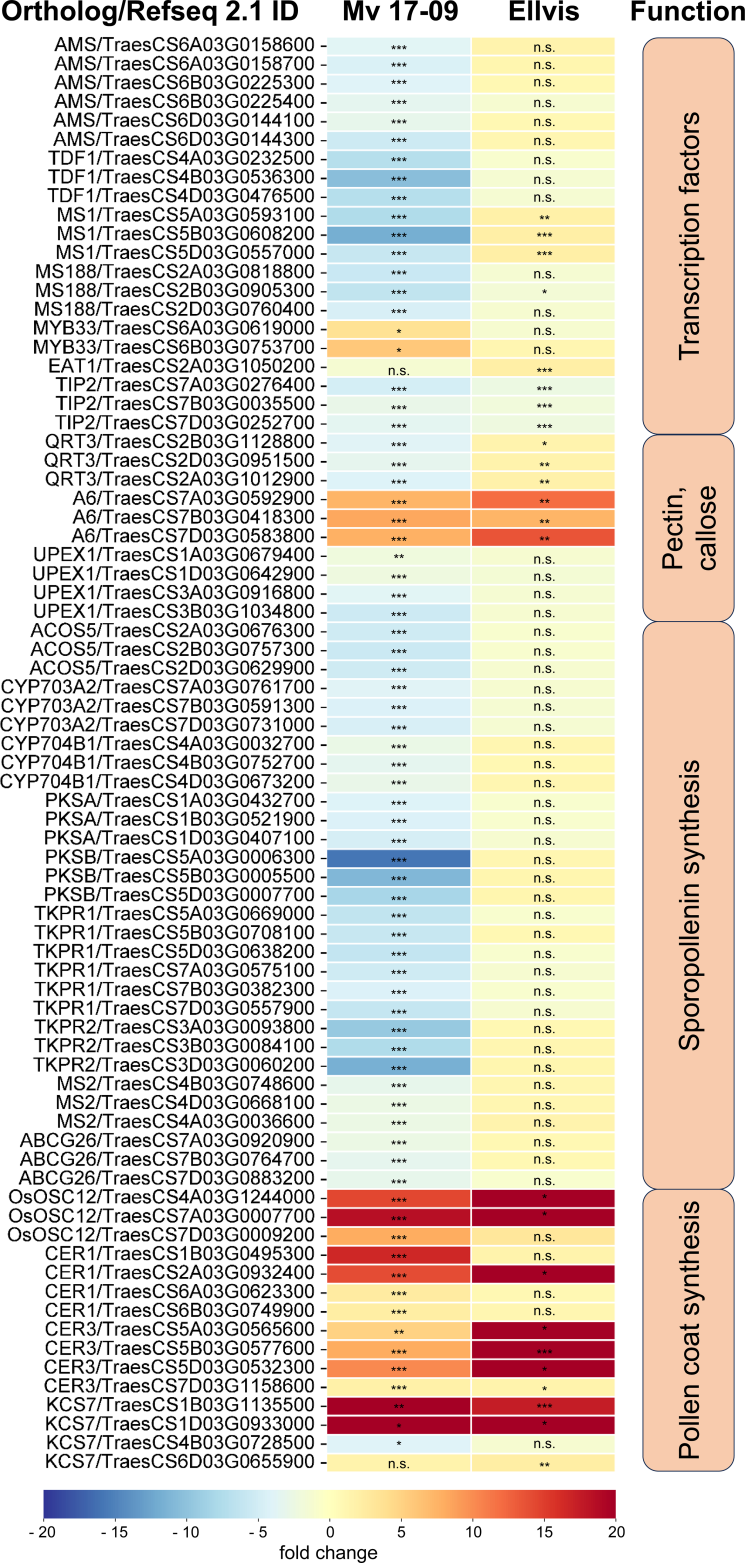
Expression of significant (FDR *p*<1.0E-6, |fold change|≥2) tapetum specific DEGs in ‘Mv 17-09’ and ‘Ellvis’anthers sampled at the end of treatment. Asterisks denote statistically significant differences (*p<1.0E-7; **p<1.0E-10; ***p<1.0E-13) between the control and heat stress treated plants of the genotypes. MT, microtubule. ns, not significant.

## Discussion

### Global transcriptome analysis implicates the key role of cytoskeleton, spindle assembly, and tapetal functions in heat sensitivity

Spikelet fertility and yield data from our experiments confirmed the superior stress-alleviating potential of ‘Ellvis’ over ‘Mv 17-09’. The results of GO enrichment analysis implied various stress reactions behind the differential heat response of the two genotypes. A higher enrichment of upregulated heat- and oxidative stress-related genes, as well as genes related to protein folding and refolding, supported the general stress tolerance of ‘Ellvis’. In addition, we found that the number of downregulated genes was significantly higher after heat stress in the anthers of sensitive ‘Mv 17-09’. This led us to hypothesize that these downregulated gene functions may act behind this differential heat-stress sensitivity. 

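TKPR1 reduces polyketides and MS2 reduces fatty acids for sporopollenin, and genes of both were lower after heat stress in ‘Mv 17-09’ and not in ‘Ellvis’. Between the cultivars, the difference was -1.98 (standard error 0.23, adjusted p = 8.60e-05 from edgeR) for the TKPR1 gene TraesCS7B03G0382300 (chromosome 7B, 192800910 to 192802798) and -1.62 (standard error 0.22, adjusted p = 3.72e-04 from edgeR) for the MS2 gene TraesCS4B03G0748600 (chromosome 4B, 565716290 to 565719563). Over all genes tested, the difference was negative for 2644 and positive for 1031, so that 71.9% of the differing genes had the more negative response in ‘Mv 17-09’. Of 4262 genes that fell in ‘Mv 17-09’ and were not called in ‘Ellvis’, 1871 passed the test of the difference. Of 2690 genes that rose in ‘Mv 17-09’ and were not called in ‘Ellvis’, 563 passed it. Conversely, 532 genes fell in ‘Ellvis’ and were not called in ‘Mv 17-09’, of which 115 passed, and 786 rose, of which 363 passed. With all libraries, the response of most genes called in a single cultivar was therefore not shown to differ. Without ‘Ellvis’ control replicate 1, 3333 of 5419 genes that fell and 918 of 3471 that rose in ‘Mv 17-09’ alone passed. For ‘Ellvis’ alone these were 252 of 863 that fell and 1059 of 2099 that rose. In a fit without ‘Ellvis’ control replicate 1, the difference was negative for 5259 genes and positive for 1831. It was positive for 658 to 683 genes without ‘Ellvis’ heat-stressed replicate 1 or 2, ‘Mv 17-09’ control replicate 2 or ‘Mv 17-09’ heat-stressed replicate 2. From the larger number of genes that fell in ‘Mv 17-09’, the paper proposes that the functions of these genes may act behind its greater sensitivity to heat stress.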

Our GO enrichment analysis revealed that cytoskeleton organization, spindle assembly and tapetum development were the most important downregulated functions which were enriched exclusively, or significantly higher in the sensitive genotype. To draw a detailed picture of the heat-driven impairment during male meiosis and gametogenesis, we investigated the structural deviations, in parallel to expression changes at single-gene resolution.

First, we studied wheat orthologs identified based on meiosis-specific *Arabidopsis* genes (Chen et al., 2010). Although a few synapsis-related genes, such as *Arabidopsis-mei2-like* (*AML*) and *ZIP* (Kaur et al., 2006; De Muyt et al., 2018), were exclusively downregulated in ‘Mv 17-09’, we did not observe structural problems related to this phenomenon. However, serpin genes showed selective upregulation in ‘Ellvis’ anthers. The serpin protease inhibitors are thought to regulate different cell-cycle checkpoints in response to DNA damage (Ahn et al., 2009). Consequently, the upregulation of these genes may improve the stability of the cell cycle at stress. Increased expression of serpins was also observed in heat-stressed durum wheat grains (Laino et al., 2010). *Disruption of meiotic control 1* (*Dmc1*), a meiosis-specific recombinase (Kagawa and Kurumizaka, 2010), was suspected earlier as a meiotic temperature-tolerance gene in wheat, as deletion of its 5D chromosome-specific ortholog was linked to the temperature sensitivity of male meiosis (Draeger et al., 2020). 

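DMC1 is the recombinase of meiosis that pairs broken DNA with the homologous chromosome. Its copy on chromosome 5D, TraesCS5D03G0353500, did not change in either cultivar. In ‘Mv 17-09’ this copy had 4.81 ± 0.188 CPM in controls and 7.07 ± 1.19 CPM after heat stress (SD, n = 3). The log2 fold change was 0.55 (standard error 0.17, adjusted p = 0.0340 from edgeR), under a 2-fold change. In ‘Ellvis’ it was 0.35 (standard error 0.17, adjusted p = 0.259 from edgeR), and the difference between the cultivars was 0.21 (standard error 0.24, adjusted p = 0.708 from edgeR). The copy on chromosome 5A, TraesCS5A03G0375300 (chromosome 5A, 300128871 to 300133061), went from 0.694 ± 0.0786 CPM in controls to 2.60 ± 0.961 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Mv 17-09’, and it rose by 1.90 on the log2 scale (standard error 0.34, adjusted p = 9.27e-04 from edgeR). Its log2 fold change in ‘Ellvis’ was 0.25 (standard error 0.32, adjusted p = 0.722 from edgeR), and the difference between the cultivars was 1.65 (standard error 0.47, adjusted p = 0.0491 from edgeR). This difference was at the threshold, and it was the only positive one called in the meiosis list. No positive difference in that list was called by DESeq2, with library totals alone, without ‘Ellvis’ control replicate 3 or when adjusted over the list alone. Of 3 DMC1 genes tested, the copy on 5A was the only one that changed in ‘Mv 17-09’. No DMC1 gene changed in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change.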

In our experiments, this gene (TraesCS5D02G141200/TraesCS5D03G0353500) did not show significant expression change in either genotype, confirming that meiotic heat sensitivity is a phenomenon with multiple, independent factors involved.

The frequent formation of impaired spindles and the asynchronous movement of chromosomes prompted us to investigate the regulation of cytoskeleton organization and the process of spindle assembly. It was shown previously that the cell division-specific cytoskeletal microtubule structures, such as the spindle and the phragmoplast, exhibit elevated sensitivity to heat stress when compared to cortical microtubules (Smertenko et al., 1997). Our question was whether these structural problems are triggered at least partly by gene expression changes or are induced solely by heat-driven protein denaturation and oxidative stress. Quantitation of MT and AF pools in meiocytes revealed that the cumulative length of both arrays decreased in all phases of meiosis I in ‘Mv 17-09’. However, the mRNA amount of tubulin and actin genes remained the same as in the controls. 

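The most highly counted tubulin and actin genes, which code for the building blocks of microtubules and actin filaments, were not called as changed. The test shares an estimate of each gene's spread between the cultivars, the wide spread of ‘Ellvis’ controls included. A gene that was not called is therefore not shown to be unchanged. A pair of weakly counted copies rose in ‘Mv 17-09’. The α-tubulin gene TraesCS1D03G0830200 had 623 ± 4.37 CPM in ‘Mv 17-09’ controls and 755 ± 11.9 CPM after heat stress (SD, n = 3), a log2 fold change of 0.28 (standard error 0.21, adjusted p = 0.401 from edgeR). In ‘Ellvis’ it was 0.05 (standard error 0.21, adjusted p = 0.942 from edgeR). The β-tubulin gene TraesCS7D03G1078700 (chromosome 7D, 575695455 to 575698619) had a log2 fold change of -0.30 (standard error 0.21, adjusted p = 0.356 from edgeR) in ‘Mv 17-09’ and 0.06 (standard error 0.21, adjusted p = 0.928 from edgeR) in ‘Ellvis’. Another β-tubulin gene, TraesCS4A03G0750600 (chromosome 4A, 595431083 to 595435045), went from 0.373 ± 0.133 CPM in controls to 1.61 ± 1.15 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Mv 17-09’, and it rose by 2.104 on the log2 scale (standard error 0.58, adjusted p = 0.0166 from edgeR). The call was lost when ‘Mv 17-09’ control replicate 1 or 2 or ‘Mv 17-09’ heat-stressed replicate 2 was left out (log2 fold changes of 1.34 to 2.04, adjusted p = 0.0592 to 0.187 from edgeR). The actin gene TraesCS1D03G0038800 (chromosome 1D, 9121356 to 9124407) had 119.6 ± 4.37 CPM in ‘Mv 17-09’ controls and 107 ± 10.2 CPM after heat stress (SD, n = 3), a log2 fold change of -0.16 (standard error 0.27, adjusted p = 0.726 from edgeR). In ‘Ellvis’ it was -0.12 (standard error 0.27, adjusted p = 0.851 from edgeR). TraesCS3A03G0891600 (chromosome 3A, 627538668 to 627541402), an actin gene with 0.552 CPM in ‘Mv 17-09’ controls, rose by 1.63 on the log2 scale (standard error 0.41, adjusted p = 0.00979 from edgeR) in ‘Mv 17-09’. When ‘Mv 17-09’ heat-stressed replicate 1 was left out, it no longer passed (log2 fold change of 1.43, adjusted p = 0.0542 from edgeR). Of 16 α-tubulin genes tested none changed 2-fold, of 23 β-tubulin genes 1 rose in ‘Mv 17-09’, and of 18 actin genes 1 rose in ‘Mv 17-09’ and 1 fell in ‘Ellvis’. Smaller changes were more common, at an unadjusted p under 0.05 by edgeR with any fold. In ‘Mv 17-09’ 5 α-tubulin genes were higher and 3 lower, 5 and 5 β-tubulin genes, and 3 and 4 actin genes. In ‘Ellvis’ these numbers were 3 and 3, 3 and 5, and 0 and 9. At an unadjusted p under 0.05 with a 2-fold change, 0 α-tubulin genes rose and 0 fell in ‘Mv 17-09’, and DESeq2 and limma called none. After ‘Ellvis’ control replicate 1 was removed, 2 β-tubulin genes rose in ‘Mv 17-09’ and 1 fell in ‘Ellvis’, and 1 actin gene fell in ‘Mv 17-09’.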

The dynamics of both networks are orchestrated by a plethora of specific regulatory proteins (Krtková et al., 2016; Paez-Garcia et al., 2018). Decline of cumulative filament length can be caused by depolymerization or decreased nucleation. We found that the expression of neither the MT-severing proteins (severases, like katanin, spastin, and fidgetin, reviewed by Kuo and Howard, 2021) nor the AF-depolymerizing proteins (like actin capping proteins, actin depolymerizing factors (ADFs) or villins (reviewed by de Ruijter and Emons, 1999) showed elevation. In contrast, genes taking part in MT nucleation, such as *mitotic-spindle organizing protein 1* (*Mozart-1*) and several orthologs of the AF-nucleating and -elongation promoting formin genes (Nakamura et al., 2012; Lee and Liu, 2019), were downregulated exclusively in the sensitive genotype. 

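Katanin, spastin and fidgetin cut microtubules. The paper groups capping proteins, actin-depolymerizing factors (ADFs) and villins as proteins that depolymerize actin filaments. None of the 26 severase genes rose in either cultivar by edgeR or DESeq2. In ‘Mv 17-09’ 1 rose by limma and 1 at an unadjusted p under 0.05 with a 2-fold change, and 1 rose when adjusted over the list alone. The katanin p60 gene TraesCS3A03G0732900 (chromosome 3A, 539802481 to 539809446) had a log2 fold change of -0.63 (standard error 0.18, adjusted p = 0.0195 from edgeR) in ‘Mv 17-09’ and -0.40 (standard error 0.18, adjusted p = 0.203 from edgeR) in ‘Ellvis’. The spastin gene TraesCS5D03G0449800 (chromosome 5D, 294333615 to 294334984) fell by 3.64 on the log2 scale (standard error 0.72, adjusted p = 0.00192 from edgeR) in ‘Mv 17-09’ and fell by 2.23 on the log2 scale (standard error 0.53, adjusted p = 0.0176 from edgeR) in ‘Ellvis’, from 1.85 and 3.41 CPM in controls. Leaving out ‘Ellvis’ heat-stressed replicate 2 or 3 ended the call (log2 fold changes of -2.14 to -1.80, adjusted p = 0.0702 to 0.0858 from edgeR). In each cultivar 2 severase genes fell. The capping protein gene TraesCS2A03G0233100 (chromosome 2A, 68568301 to 68575495) went from 14.5 ± 1.49 CPM in controls to 6.83 ± 1.51 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.09 on the log2 scale (standard error 0.17, adjusted p = 2.32e-04 from edgeR). The call did not hold without ‘Mv 17-09’ heat-stressed replicate 1 (log2 fold change of -0.98, adjusted p = 0.00263 from edgeR). The log2 fold change in ‘Ellvis’ was -0.28 (standard error 0.16, adjusted p = 0.343 from edgeR). No other gene of the 6 for capping proteins changed, and none was called when counts were scaled by library totals alone. Among ADF genes, TraesCS5B03G1193100 (chromosome 5B, 660510588 to 660511495) rose by 1.66 on the log2 scale (standard error 0.52, adjusted p = 0.0333 from edgeR) in ‘Mv 17-09’ from 0.850 CPM in controls, and TraesCS5D03G1079100 (chromosome 5D, 528746204 to 528747198) fell by 1.27 on the log2 scale (standard error 0.32, adjusted p = 0.0237 from edgeR) in ‘Ellvis’. For TraesCS5B03G1193100 the call did not hold without any ‘Mv 17-09’ control replicate or any ‘Mv 17-09’ heat-stressed replicate, and for TraesCS5D03G1079100 without ‘Ellvis’ heat-stressed replicate 2 or 3. The more highly counted TraesCS5D03G1080100 had a log2 fold change of -0.16 (standard error 0.18, adjusted p = 0.593 from edgeR) in ‘Mv 17-09’. Of 12 ADF genes tested, 1 rose in ‘Mv 17-09’ and 1 fell in ‘Ellvis’, and 0 and 2 did so when adjusted over the list alone and likewise by DESeq2, while limma called 1 and 1 and an unadjusted p under 0.05 with a 2-fold change gave 1 and 3. Without ‘Ellvis’ control replicate 1 none fell in ‘Ellvis’. The villin gene TraesCS7A03G1198200 (chromosome 7A, 687491487 to 687501925) rose by 1.62 on the log2 scale (standard error 0.55, adjusted p = 0.0484 from edgeR) in ‘Mv 17-09’ from 0.328 CPM. The call was lost when ‘Ellvis’ control replicate 2 or 3, any ‘Ellvis’ heat-stressed replicate, ‘Mv 17-09’ control replicate 2 or 3 or any ‘Mv 17-09’ heat-stressed replicate was left out (log2 fold changes of 1.16 to 1.86, adjusted p = 0.0507 to 0.159 from edgeR). In contrast, TraesCS3D03G1089600 had a log2 fold change of -0.02 (standard error 0.18, adjusted p = 0.970 from edgeR) in ‘Mv 17-09’. Of 17 villin genes 1 rose in ‘Mv 17-09’, and none when adjusted over the list alone or by DESeq2, while 1 rose by limma and 1 at an unadjusted p under 0.05 with a 2-fold change. With ‘Ellvis’ control replicate 1 left out, 1 severase gene rose and 2 fell in ‘Mv 17-09’.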

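Mozart1 is a small protein that recruits the γ-tubulin complex where microtubules start, and all 3 genes tested that the paper's table lists as Mozart1 fell in ‘Mv 17-09’. None fell in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change, and the difference between the cultivars passed the test for all 3. TraesCS1D03G0595700 (Mozart1, chromosome 1D) went from 7.19 ± 0.662 CPM in controls to 2.84 ± 1.08 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.34 on the log2 scale (standard error 0.22, adjusted p = 4.60e-04 from edgeR). ‘Ellvis’ showed a log2 fold change of -0.11 (standard error 0.1999, adjusted p = 0.815 from edgeR), and the difference between the cultivars was -1.23 (standard error 0.30, adjusted p = 0.0226 from edgeR). TraesCS5B03G1212900 (Mozart1, chromosome 5B, 666988756 to 666991484) fell by 2.46 on the log2 scale (standard error 0.56, adjusted p = 0.00486 from edgeR) in ‘Mv 17-09’, with a log2 fold change of 0.25 (standard error 0.39, adjusted p = 0.779 from edgeR) in ‘Ellvis’ and a difference of -2.72 (standard error 0.69, adjusted p = 0.0280 from edgeR). This gene was low, at 1.60 ± 0.264 CPM in ‘Mv 17-09’ controls (SD, n = 3). Of 15 genes for γ-tubulin and the proteins of its complex, 1 fell in ‘Mv 17-09’ and 0 in ‘Ellvis’, where DESeq2 and limma called 0 and 0 passed an unadjusted p under 0.05 with a 2-fold change. By edgeR none fell in ‘Mv 17-09’ without ‘Mv 17-09’ control replicate 3 or heat-stressed replicate 1 or 2. The formin gene with the strongest decrease among those named, TraesCS5A03G0991800 (chromosome 5A, 607955383 to 607956414), went from 14.4 ± 2.24 CPM in controls to 0.213 ± 0.214 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 6.03 on the log2 scale (standard error 1.46, adjusted p = 0.00769 from edgeR). In ‘Ellvis’ its log2 fold change was -1.91 (standard error 0.76, adjusted p = 0.158 from edgeR). It did pass without ‘Ellvis’ control replicate 2 (log2 fold change of -2.47, adjusted p = 0.0463 from edgeR). The interaction of heat stress and cultivar, -4.13 (standard error 1.89, adjusted p = 0.239 from edgeR), did not pass. When ‘Ellvis’ control replicate 1 was left out, the log2 fold change in ‘Ellvis’ was 0.50 and the difference, -6.55, passed. TraesCS1D03G0595700 and the formin gene were chosen for display by the study on these samples, so their counts are not independent evidence.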

Taken together, silencing of MT and AF nucleation probably contributed to the defective cytoskeletal organization in ‘Mv 17-09’, in contrast to the higher chaperone activity in ‘Ellvis’.

### Downregulation of spindle assembly checkpoint genes may lead to genetically unbalanced pollen grains

Precise execution of male meiosis is ensured through a series of checkpoints. However, these checkpoints are less stringent in plants when compared to other eukaryotes, allowing the generation of genetically unbalanced gametes (Wijnker and Schnittger, 2013). Our structural studies indicated that impairment of the spindle assembly checkpoint (SAC) might be a key event triggering the more frequent formation of micronuclei-containing, functionally damaged microspores in the sensitive genotype. SAC prevents aneuploidy of daughter cells by blocking the onset of anaphase and sister chromatid segregation until all kinetochores are attached properly to the spindle fibers (McAinsh and Kops, 2023). In addition, SAC ensures the correct formation of the metaphase plate, supporting the implementation of equal cell division (Tan et al., 2015). Erroneous operation of SAC leads to asynchronous chromosome movement and lagging chromosomes during anaphase and eventually to the formation of micronuclei. Several genes are known to play a role in this intricate mechanism in model plants (Yamada and Goshima, 2017). 

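Aurora kinases correct faulty links between chromosomes and the spindle, TPX2 activates them, and Mad1 signals unattached kinetochores. TPX2 and Mad1 genes fell in both cultivars, while for the Aurora kinases a 2-fold decrease was found in ‘Mv 17-09’. The Aurora kinase gene TraesCS3B03G0296700 (chromosome 3B, 114767454 to 114770923) fell by 1.57 on the log2 scale (standard error 0.17, adjusted p = 9.88e-06 from edgeR) in ‘Mv 17-09’. For ‘Ellvis’ the log2 fold change was -0.86 (standard error 0.17, adjusted p = 0.00533 from edgeR), a decrease under 2-fold. TraesCS3D03G0226100 (chromosome 3D, 63536758 to 63540160) had log2 fold changes of -0.88 (standard error 0.15, adjusted p = 6.44e-04 from edgeR) in ‘Mv 17-09’ and -0.71 (standard error 0.15, adjusted p = 0.00915 from edgeR) in ‘Ellvis’. Neither gene differed between the cultivars, at -0.71 (standard error 0.24, adjusted p = 0.101 from edgeR) and -0.17 (standard error 0.21, adjusted p = 0.738 from edgeR). Of 8 Aurora kinase genes tested, 2 fell in ‘Mv 17-09’. In ‘Ellvis’ none fell 2-fold by edgeR or DESeq2, 1 did by limma, and 0 did at an unadjusted p under 0.05. In a fit without ‘Ellvis’ control replicate 1, 1 fell in ‘Ellvis’. Adjusted p values under 0.05 with a decrease of any size were found for 3 Aurora kinase genes in ‘Ellvis’ and 4 in ‘Mv 17-09’. TPX2 fell in both cultivars in all 3 copies. TraesCS2A03G0521300 (chromosome 2A, 282904184 to 282909301) went from 19.0 ± 1.08 CPM in controls to 6.72 ± 1.41 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.496 on the log2 scale (standard error 0.16, adjusted p = 7.42e-06 from edgeR). In ‘Ellvis’ it fell by 1.18 on the log2 scale (standard error 0.15, adjusted p = 1.91e-04 from edgeR). TraesCS2B03G0607000 (chromosome 2B, 271849376 to 271854492) fell by 1.46 on the log2 scale (standard error 0.18, adjusted p = 3.29e-05 from edgeR) in ‘Mv 17-09’ and fell by 1.02 on the log2 scale (standard error 0.17, adjusted p = 0.00188 from edgeR) in ‘Ellvis’. Leaving out ‘Ellvis’ control replicate 2 or 3, ‘Ellvis’ heat-stressed replicate 1 or 3 or ‘Mv 17-09’ heat-stressed replicate 1 ended the call (log2 fold changes of -0.996 to -0.87, adjusted p = 0.00258 to 0.0347 from edgeR). Nor did it pass when counts were scaled by library totals alone. No TPX2 gene differed between the cultivars. The Mad1 gene TraesCS3D03G0838800 (chromosome 3D, 497458279 to 497470108) fell by 1.33 on the log2 scale (standard error 0.197, adjusted p = 1.67e-04 from edgeR) in ‘Mv 17-09’ and fell by 1.21 on the log2 scale (standard error 0.19, adjusted p = 0.00101 from edgeR) in ‘Ellvis’. Of 4 Mad1 genes it was the only one that fell. After ‘Ellvis’ control replicate 1 was removed its log2 fold change in ‘Ellvis’ was -0.99, short of 2-fold.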

Our gene expression study confirmed that numerous orthologs of these genes, such as *Aurora* kinases, *targeting protein for XKLP2* (*TPX2*), *mitotic arrest deficient 1* (*Mad1*), and *Bub1-Related* (*BubR1*), were downregulated in both genotypes after heat stress. *Aurora* kinases are conserved regulators of SAC functions, with three genes in *Arabidopsis*: *Aurora1* and *2* (subgroup A), and *Aurora3* (subgroup B) (Demidov et al., 2005). Though their localizations differ, all of them are suspected to manage the function of other SAC proteins by phosphorylating the H3 histone protein. Reduced expression of these kinases resulted in meiotic defects, aneuploidy, and unreduced pollen grain formation in *Arabidopsis* (Kawabe et al., 2005; Demidov et al., 2014). TPX2 is an important conserved microtubule-associated regulator, acting through the activation of Aurora kinases (Vos et al., 2008; Dvořák Tomaštíková et al., 2020). There are two main protein complexes involved in the SAC mechanism: the anaphase-promoting complex/cyclosome (APC/C) and the mitotic checkpoint complex (MCC) (Hein and Nilsson, 2014). APC/C, a multi-subunit E3 ubiquitin ligase complex, is the effector of SAC, degrading securin and cyclin B, thus promoting the transition to anaphase (Schrock et al., 2020). MCC is another complex of mitotic arrest deficient 2 (Mad2), cell division cycle 20 (Cdc20), BubR1, and *budding uninhibited* by *benzimidazole* (*Bub3*) proteins, which inhibits the activity of the APC/C complex until all chromosomes are properly attached to spindle fibers (Lara-Gonzalez et al., 2021). Although the expression of APC/C subunits did not change after the treatment, several genes of MCC proteins were downregulated. 

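The anaphase-promoting complex (APC/C) marks securin and cyclin B for destruction, which lets the chromosomes separate. None of its 25 subunit genes tested rose or fell in either cultivar by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change. Smaller changes were found at an unadjusted p under 0.05 by edgeR with any fold. By that measure 7 subunit genes were higher and 0 lower in ‘Mv 17-09’, and 3 higher and 1 lower in ‘Ellvis’. The subunit gene TraesCS1A03G0587900 (chromosome 1A, 396857484 to 396882105) had 10.2 ± 1.25 CPM in ‘Mv 17-09’ controls and 13.6 ± 1.43 CPM after heat stress (SD, n = 3). Its log2 fold change was 0.41 (standard error 0.15, adjusted p = 0.0680 from edgeR) in ‘Mv 17-09’ and -0.37 (standard error 0.15, adjusted p = 0.164 from edgeR) in ‘Ellvis’. The difference between the cultivars was 0.78 (standard error 0.21, adjusted p = 0.0404 from edgeR), under 2-fold. Log2 fold changes of the subunits ran from -0.49 to 0.98 in ‘Mv 17-09’ and from -0.66 to 1.23 in ‘Ellvis’. The list holds 37 subunit genes, and the others had too few counts to be tested.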

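BubR1 is a part of the mitotic checkpoint complex, which holds back the APC/C until all chromosomes are attached. Of 7 BubR1 genes tested, 2 fell in ‘Mv 17-09’ and 2 in ‘Ellvis’. TraesCS6D03G0350800 (BubR1, chromosome 6D, 154704395 to 154707249) went from 12.1 ± 0.643 CPM in controls to 3.59 ± 0.608 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.75 on the log2 scale (standard error 0.17, adjusted p = 2.65e-06 from edgeR). In ‘Ellvis’ it went from 11.0 ± 0.6998 CPM in controls to 4.30 ± 0.673 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls, and it fell by 1.36 on the log2 scale (standard error 0.16, adjusted p = 1.10e-04 from edgeR). The response did not differ between the cultivars (-0.39 (standard error 0.24, adjusted p = 0.400 from edgeR)). Without ‘Ellvis’ control replicate 1, 3 BubR1 genes fell in ‘Ellvis’, and 1 did without ‘Ellvis’ control replicate 3. Cdc20, which both activates the APC/C and is bound in the checkpoint complex, was lower as a family than other genes in ‘Mv 17-09’ by camera (adjusted p = 5.57e-07 from limma), and adjusted p = 0.265 with an estimated correlation. In ‘Ellvis’ the values were adjusted p = 0.0336 from limma and adjusted p = 0.754 with an estimated correlation. Between the cultivars, the difference was negative for the family, with adjusted p = 3.82e-04 from limma and adjusted p = 0.569 with an estimated correlation.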

While expression of *BubR1* transcripts decreased in both genotypes, we found that the orthologs of *Cdc20* genes downregulated primarily in the sensitive ‘Mv 17-09’. The role of Cdc20 protein is intriguing in SAC regulation, as it has dual functions in *Arabidopsis* (Lara-Gonzalez et al., 2021). One molecule is needed as an activator of APC/C, taking part in substrate recognition of the complex (Peters, 2006), while another serves as part of the inhibitory MCC complex (Izawa and Pines, 2015). Not surprisingly, a decreased amount of Cdc20 proteins results in abnormal spindle formation, as Niu et al. (2015) found in *Arabidopsis*. According to the Ensembl Plants database, the five existing *Arabidopsis* Cdc20 genes (Cdc 20.1-20.5, Kevei et al., 2011) have 13 orthologues in bread wheat. Expression of these orthologs showed significantly higher stability in the case of ‘Ellvis’, with only two downregulated genes as opposed to eight in ‘Mv 17-09’. 

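The Cdc20 genes on chromosomes 2A and 5B both fell in ‘Mv 17-09’, and the copy on 5B also fell in ‘Ellvis’ while the copy on 2A was not called there. Of 12 Cdc20 genes tested 8 fell in ‘Mv 17-09’ and 2 in ‘Ellvis’, and the difference between the cultivars passed the test for 4. TraesCS2A03G1044300 (chromosome 2A, 694488665 to 694491247) went from 53.5 ± 3.26 CPM in controls to 14.1 ± 3.14 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 1.92 on the log2 scale (standard error 0.24, adjusted p = 2.91e-05 from edgeR). In ‘Ellvis’ it had 58.2 ± 21.6 CPM in controls and 60.0 ± 7.35 CPM after heat stress (SD, n = 3), a log2 fold change of -0.01 (standard error 0.22, adjusted p = 0.994 from edgeR). The interaction of heat stress and cultivar was -1.91 (standard error 0.32, adjusted p = 0.00191 from edgeR). TraesCS5B03G0495400 (chromosome 5B, 340540445 to 340544522) went from 7.85 ± 1.17 CPM in controls to 0.808 ± 0.218 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 3.27 on the log2 scale (standard error 0.25, adjusted p = 2.77e-07 from edgeR). In ‘Ellvis’ it fell by 1.31 on the log2 scale (standard error 0.19, adjusted p = 6.07e-04 from edgeR), so that it fell in both cultivars, and with a difference between the cultivars of -1.956 (standard error 0.33, adjusted p = 0.00205 from edgeR). At the paper's criteria 5 Cdc20 genes were down in ‘Mv 17-09’ and none was down in ‘Ellvis’. These numbers were 7 and 2 without ‘Ellvis’ control replicate 1, and also by the likelihood ratio test alone. Cdc20 was singled out by the study on these samples, so that the counts are not independent evidence.

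**Figure D2:**
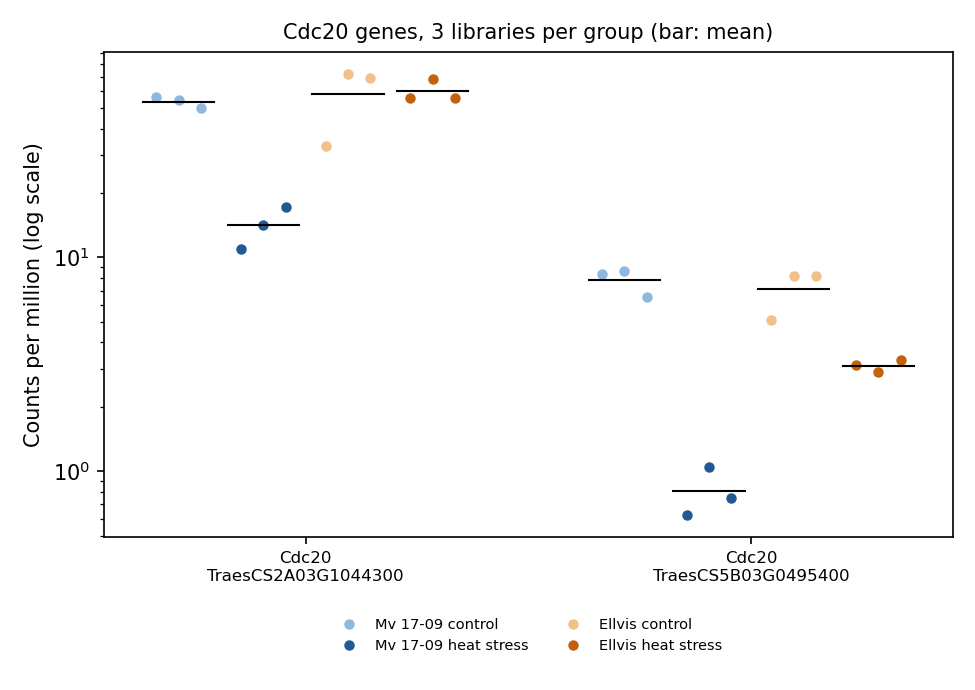
Counts in CPM, on a log scale, of Cdc20 genes TraesCS2A03G1044300 and TraesCS5B03G0495400 in each of 3 libraries per group, with the mean as a bar. The means of TraesCS2A03G1044300 are 53.5 and 14.1 CPM in control and heat-stressed ‘Mv 17-09’, and 58.2 and 60.0 CPM in ‘Ellvis’.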

Till today, there aren’t any public data on *Cdc20* expression values following heat stress in plant generative cells from any species. However, in *Festuca* leaves, *Cdc20* expression was elevated after 12 h and 36 h of heat stress (Hu et al., 2014), suggesting that the regulation of SAC genes is different between vegetative and generative cells.

### Phragmoplast formation is affected by heat stress

We observed frequent unequal divisions and the failure of cytokinesis in daughter cells. These symptoms implied the perturbance of phragmoplast formation. The phragmoplast is a bipolar array of MTs and AFs responsible for constructing the cell plate in *Arabidopsis* and tobacco (Smertenko et al., 2018) and, subsequently, the new cell wall. 

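MAP65 proteins bundle the microtubules where the cell plate forms between daughter cells, and the kinesin-12 motor POK2 guides that plate to the cell cortex. Of 6 MAP65 genes tested, 3 fell in ‘Mv 17-09’ and 1 in ‘Ellvis’. Of 3 kinesin-12 genes, 1 fell in ‘Mv 17-09’. In ‘Ellvis’ none fell by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change. The 2-fold minimum is what separates the cultivars here. At an unadjusted p under 0.05 by edgeR with a decrease of any size, 3 kinesin-12 genes were lower in each cultivar. Their median log2 fold changes were -0.62 in ‘Mv 17-09’ and -0.69 in ‘Ellvis’. TraesCS1A03G0915600 (MAP65, chromosome 1A, 553201195 to 553205360) went from 20.77 ± 2.62 CPM in controls to 3.26 ± 0.334 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 2.67 on the log2 scale (standard error 0.17, adjusted p = 4.37e-08 from edgeR). In ‘Ellvis’ it went from 22.4 ± 2.79 CPM in controls to 8.57 ± 0.735 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls, and it fell by 1.43 on the log2 scale (standard error 0.14, adjusted p = 2.65e-05 from edgeR). The decrease was larger in ‘Mv 17-09’, with a difference of -1.24 (standard error 0.22, adjusted p = 0.00304 from edgeR). The kinesin-12 gene TraesCS5D03G0187900 (POK2, chromosome 5D, 78438340 to 78452433) fell by 1.22 on the log2 scale (standard error 0.201, adjusted p = 4.31e-04 from edgeR) in ‘Mv 17-09’. In ‘Ellvis’, the log2 fold change was -0.78 (standard error 0.19, adjusted p = 0.0225 from edgeR), short of 2-fold, and the difference between the cultivars, -0.44 (standard error 0.28, adjusted p = 0.425 from edgeR), did not pass. MAP65 genes were lower than other genes by camera in ‘Mv 17-09’ (adjusted p = 1.36e-05 from limma, and adjusted p = 0.0621 with an estimated correlation) and in ‘Ellvis’ (adjusted p = 9.81e-05 from limma, and adjusted p = 0.0582 with an estimated correlation). The paper's table names the MAP65 family and not its member MAP65-3 for this ID.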

We found that two phragmoplast-related proteins, *phragmoplast orienting kinesin 2*, (*POK2*, *kinesin12*) and *microtubule-associated* protein 65-3 (*MAP65-3*), were downregulated because of high temperature, predominantly in the sensitive ‘Mv 17-09’. *POK2* (AT3G19050 in *Arabidopsis*) is a member of the kinesin 12 family and serves as a signal for the correct phragmoplast orientation at the cell cortex (Müller et al., 2006; Lipka et al., 2014). MAP65-3, a 65-kDa MT-associated protein, promotes the recruitment of POK2 to the phragmoplast (Herrmann et al., 2018), thus the appropriate formation of new cell walls. Mutation of *MAP65-3* and the closely related *MAP65-4* genes triggered lethal alterations in gametophytic cell lines of *Arabidopsis* (Li et al., 2017). In a previous study, cold stress was also reported to alter significantly the organization of phragmoplast and cell plate formation in a thermosensitive genic male sterile wheat line (Tang et al., 2011). However, chromosome segregation and tapetal development were unaffected by cold stress.

Although we frequently observed serious structural deviations in the sensitive genotype at the end of heat treatment, pollen grain samples at the time of anthesis contained either dead pollen grains with empty pollen walls or living cells with minor structural alterations. While we did not study occurrence of PCD in developing microspores, it is likely that the microspores containing serious structural defects will undergo PCD and degenerate. It was shown previously that micronuclei degenerate and are eliminated in wheat (Gernand et al., 2005), causing the loss of genetic material. Thus, a fraction of apparently normal mature pollen grains can be functionally defective and contribute to sterility.

### Failure of tapetum degeneration and sporopollenin synthesis contributes to decreased spikelet fertility

It is generally accepted that tapetal dysfunction and/or early tapetal degeneration is a major factor responsible for the low pollen grain viability of heat-treated anthers (Saini et al., 1984; Oshino et al., 2007). As much of the ROS is generated in the mitochondrial respiratory chain, the tapetum, a mitochondria-rich tissue, is highly vulnerable to oxidative stress (Navrot et al., 2007; De Storme and Geelen, 2014). Besides direct damage caused by ROS, such as peroxidation of proteins, nucleic acids, and lipids, these substances may promote premature PCD of the tapetum, triggering the starvation and death of the developing pollen grains in rice (Li et al., 2012; Luo et al., 2013). Other studies, however, point out that failure of tapetum PCD also leads to microspore death and drastically decreased spikelet fertility in *Arabidopsis* and crop plants (reviewed by Lei and Liu, 2020). Li et al. (2011) found that *persistent tapetal cell 1* (*PTC1*), the rice ortholog of the *Arabidopsis male sterility 1* (*MS1*) gene, promotes tapetal PCD and is required for normal microspore development. *MS1* is the final member of a tapetum-specific regulation cascade (consisting of *dysfunctional tapetum* 1 (*DYT1*), *defective in tapetal development and function 1* (*TDF1*), *aborted microspores* (*AMS*), *male sterile 188* (*MS188*), and *MS1* genes), each promoting the expression of the subsequent element. Mutants of these genes showed delayed PCD of tapetum, seriously affecting male spikelet fertility in *Arabidopsis* and rice (Yao et al., 2022). In our study, the expression of these regulators was repressed after heat stress in the sensitive ‘Mv 17-09’, but did not change in ‘Ellvis’. These findings agree with the delayed tapetum degeneration of ‘Mv 17-09’, also revealed by light microscopy (**Figures 3C, D**). 

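DYT1, TDF1, AMS, MS188 and MS1 are transcription factors that act one after another in the tapetum. All 15 genes of this cascade tested fell in ‘Mv 17-09’. None fell in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change. None rose in ‘Ellvis’ by edgeR or DESeq2, while 2 rose by limma, both of them MS1 genes. TraesCS6A03G0158700 (AMS/DYT1 in the paper's table, which describes it as TDR-like, chromosome 6A, 41943657 to 41946590) went from 97.8 ± 3.53 CPM in controls to 23.31 ± 3.36 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 2.07 on the log2 scale (standard error 0.26, adjusted p = 4.02e-05 from edgeR). The response in ‘Ellvis’ was a log2 fold change of -0.07 (standard error 0.25, adjusted p = 0.914 from edgeR), and the difference between the cultivars was -1.99 (standard error 0.36, adjusted p = 0.00318 from edgeR). TraesCS6D03G0144300 (AMS/DYT1, chromosome 6D, 44727193 to 44730098) fell by 2.37 on the log2 scale (standard error 0.26, adjusted p = 9.33e-06 from edgeR) in ‘Mv 17-09’, with a difference of -2.17 (standard error 0.35, adjusted p = 0.00138 from edgeR). The TDF1 gene TraesCS4D03G0476500 (chromosome 4D, 335464327 to 335466159) fell by 2.77 on the log2 scale (standard error 0.23, adjusted p = 4.95e-07 from edgeR) in ‘Mv 17-09’, with a log2 fold change of -0.27 (standard error 0.203, adjusted p = 0.499 from edgeR) in ‘Ellvis’ and a difference of -2.51 (standard error 0.30, adjusted p = 1.39e-04 from edgeR). MS188 (TraesCS2B03G0905300, chromosome 2B, 506427533 to 506429185) fell by 2.61 on the log2 scale (standard error 0.26, adjusted p = 3.33e-06 from edgeR) in ‘Mv 17-09’. ‘Ellvis’ showed a log2 fold change of -0.86 (standard error 0.24, adjusted p = 0.0389 from edgeR), a decrease under 2-fold, and the difference was -1.75 (standard error 0.34, adjusted p = 0.00569 from edgeR). The MS1 gene TraesCS5D03G0557000 (chromosome 5D, 351738044 to 351740544) fell by 2.49 on the log2 scale (standard error 0.48, adjusted p = 0.00156 from edgeR) in ‘Mv 17-09’. In ‘Ellvis’ its log2 fold change was -0.04 (standard error 0.45, adjusted p = 0.982 from edgeR). ‘Ellvis’ control replicate 1 held 193 CPM of this gene and the other ‘Ellvis’ controls 35.6 and 37.1 CPM, and without that library the gene rose in ‘Ellvis’ with a log2 fold change of 1.12. The MS1 gene TraesCS5B03G0608200 likewise had 0.08 with all libraries and 1.09 without that library. The difference between the cultivars was negative for 14 cascade genes, 15 when adjusted over the list alone and 15 without ‘Ellvis’ control replicate 1, when 2 MS1 genes rose in ‘Ellvis’. By camera the cascade was lower in ‘Mv 17-09’ (adjusted p = 1.94e-17 from limma, and adjusted p = 0.0765 with an estimated correlation).

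**Figure D3:**
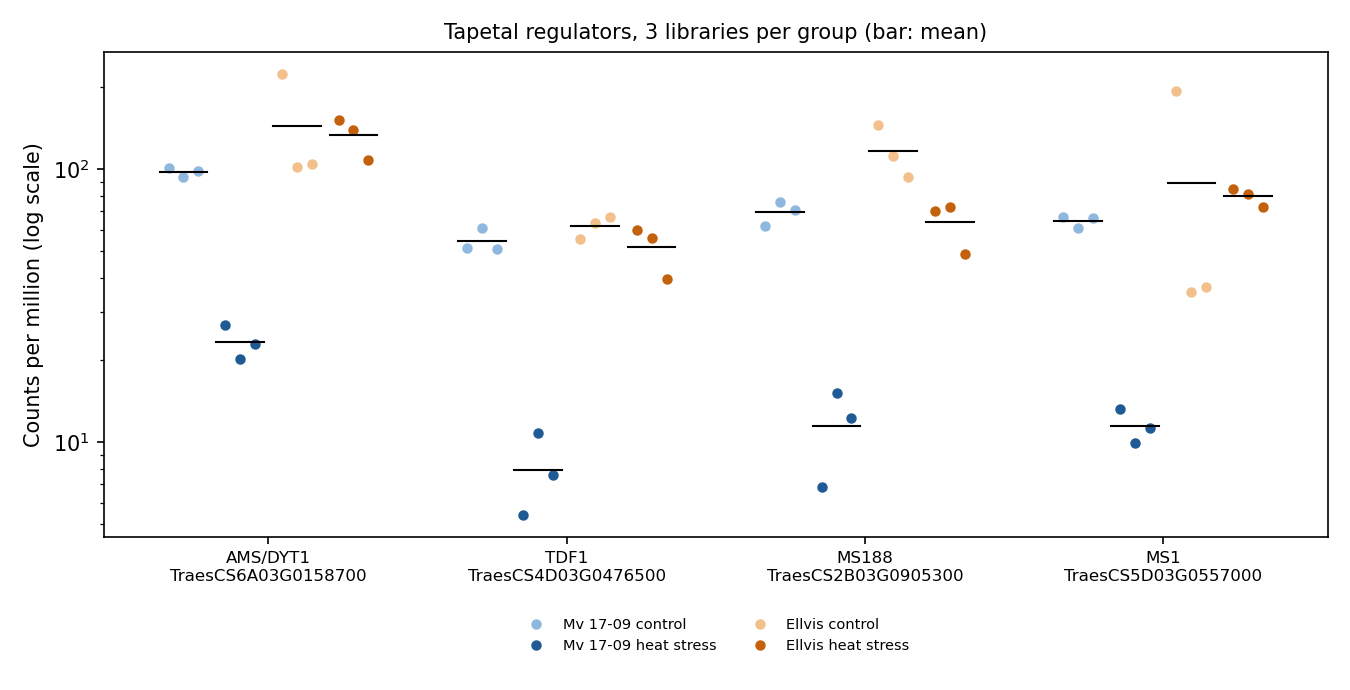
Counts in CPM, on a log scale, of AMS/DYT1, TDF1, MS188 and MS1 genes in each of 3 libraries per group, with the mean as a bar. In ‘Mv 17-09’ the means go from 97.8 to 23.31, 54.4 to 7.94, 69.6 to 11.4 and 64.6 to 11.5 CPM. In ‘Ellvis’ they go from 143 to 133, 61.8 to 51.8, 117 to 63.8 and 88.7 to 79.5 CPM.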

The *eternal tapetum1* (*EAT1*) and *TDR interacting protein2* (*TIP2*) transcription factors promote tapetum PCD in rice (Fu et al., 2014; Ko et al., 2014) by upregulating the expression of two aspartic protease genes (Ji et al., 2013; Niu et al., 2013). 

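EAT1 switches on aspartic proteases that carry out cell death in the tapetum, and TIP2 acts upstream of it. Of 3 EAT1 genes tested 2 rose in ‘Ellvis’. None changed in ‘Mv 17-09’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change, and the difference between the cultivars was negative for all 3. TraesCS2A03G1050200 (EAT1, chromosome 2A, 696257713 to 696260190) went from 8.45 ± 1.38 CPM in controls to 18.6 ± 2.04 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Ellvis’, and it rose by 1.15 on the log2 scale (standard error 0.16, adjusted p = 4.05e-04 from edgeR). The call did not hold without ‘Ellvis’ control replicate 2 (log2 fold change of 0.98, adjusted p = 0.00839 from edgeR). In ‘Mv 17-09’ its log2 fold change was -0.29 (standard error 0.15, adjusted p = 0.207 from edgeR), and the difference between the cultivars was -1.44 (standard error 0.22, adjusted p = 9.49e-04 from edgeR). TraesCS2B03G1175100 (EAT1, chromosome 2B, 665651614 to 665654181) rose by 1.06 on the log2 scale (standard error 0.16, adjusted p = 6.67e-04 from edgeR) in ‘Ellvis’. Its log2 fold change in ‘Mv 17-09’ was -0.60 (standard error 0.15, adjusted p = 0.00999 from edgeR), a decrease under 2-fold, and the difference was -1.66 (standard error 0.22, adjusted p = 2.57e-04 from edgeR). With ‘Ellvis’ control replicate 1 left out its log2 fold change in ‘Ellvis’ was 0.99, and 1 EAT1 gene rose. All 3 TIP2 genes fell in ‘Mv 17-09’ and 2 fell in ‘Ellvis’. TraesCS7A03G0276400 (TIP2, chromosome 7A, 78291002 to 78292678) went from 20.9 ± 2.97 CPM in controls to 4.46 ± 0.306 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 2.22 on the log2 scale (standard error 0.24, adjusted p = 7.69e-06 from edgeR). In ‘Ellvis’ it fell by 1.43 on the log2 scale (standard error 0.21, adjusted p = 6.58e-04 from edgeR). TraesCS7B03G0035500 (TIP2, chromosome 7B, 12402223 to 12403943) fell by 1.47 on the log2 scale (standard error 0.201, adjusted p = 8.08e-05 from edgeR) in ‘Mv 17-09’ and had a log2 fold change of -0.83 (standard error 0.19, adjusted p = 0.0162 from edgeR) in ‘Ellvis’. No TIP2 gene differed between the cultivars, with -0.80 (adjusted p = 0.170 from edgeR) for the copy on 7A. With ‘Ellvis’ heat-stressed replicate 3 left out, 1 TIP2 gene fell in ‘Ellvis’.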

One *EAT1* ortholog was upregulated in ‘Ellvis’, while *TIP2* orthologs were downregulated in both genotypes. In contrast to our study, it was previously reported that heat stress treatments timed at or right after meiosis resulted in premature tapetal degeneration instead of its persistence in wheat (Saini et al., 1984; Browne et al., 2021). While the applied temperatures were different in these studies (30°C and 35°C, respectively), both groups used a longer, three-day stress treatment. We assume that the longer stress may have triggered the production of higher ROS levels in these experiments, accelerating the degeneration of tapetal cells. In contrast to our results, Browne et al. (2021) did not observe the downregulation of PCD-promoting *AMS* and *myb domain protein8* (*MYB8*) transcription factors in wheat, though they found similar changes to our findings in the case of EAT1 and TIP2 gene expression levels in sensitive genotypes. While our results confirm the previous findings regarding the crucial role of the tapetum in heat-induced sterility, we also clearly showed that failure of tapetal functions can be induced in different ways even by the same kind of stress.

Besides the nourishing function of the tapetum, production of glucanases for callose degradation and tetrade separation is another important task. An important contributor to tetrad separation is the *A6* glucanase gene in *Arabidopsis* (Xu et al., 2016). Wheat orthologs of this gene were found to be upregulated in both genotypes after heat stress. 

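A6 codes for a β-1,3-glucanase of the tapetum that is thought to dissolve the callose around tetrads. Of 7 listed A6 genes 4 had enough counts to be tested. In ‘Mv 17-09’ 3 rose, in ‘Ellvis’ 2 rose, and none differed between the cultivars. The copy on chromosome 7B, TraesCS7B03G0418300, went from 1.92 ± 0.986 CPM in controls to 16.9 ± 5.99 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Mv 17-09’, and it rose by 3.10 on the log2 scale (standard error 0.44, adjusted p = 1.20e-04 from edgeR). For ‘Ellvis’ the log2 fold change was 2.01 (standard error 0.66, adjusted p = 0.0820 from edgeR) and did not pass, and 2.79 without ‘Ellvis’ control replicate 1, where it did. TraesCS7A03G0592900 on 7A rose by 2.98 on the log2 scale (standard error 0.52, adjusted p = 7.03e-04 from edgeR) in ‘Mv 17-09’ and rose by 2.80 on the log2 scale (standard error 0.68, adjusted p = 0.0208 from edgeR) in ‘Ellvis’. TraesCS7D03G0583800 on 7D rose by 3.03 on the log2 scale (standard error 0.46, adjusted p = 2.07e-04 from edgeR) in ‘Mv 17-09’ and rose by 3.25 on the log2 scale (standard error 0.68, adjusted p = 0.00871 from edgeR) in ‘Ellvis’. Adjusted over the list alone, and also without ‘Ellvis’ control replicate 1, 3 A6 genes rose in ‘Ellvis’. No A6 gene rose in ‘Ellvis’ without control replicate 2 or 3, and 1 did without heat-stressed replicate 1 or 3. The genes were low, at 1.92, 0.795 and 1.047 CPM in ‘Mv 17-09’ controls for the copies on 7B, 7A and 7D.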

While we did not study the deposition or the correct degradation of callose in tetrad walls by direct methods (such as aniline blue staining), we found that tetrad separation occurred normally after heat treatment. Thus, it can be assumed that elevated expression of *A6* genes did not affect spikelet fertility.

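ACOS5, CYP703A2, CYP704B1, MS2, PKSA, PKSB, TKPR1 and TKPR2 are enzymes that turn fatty acids into sporopollenin, and ABCG26 exports its precursors. Of 32 genes of this group tested 29 fell in ‘Mv 17-09’. In ‘Ellvis’ none fell by edgeR, DESeq2 or limma, while 4 fell at an unadjusted p under 0.05 with a 2-fold change. Between the cultivars, the difference was negative for 21, so that a more negative response in ‘Mv 17-09’ was shown for 21 of the 29. ACOS5 (TraesCS2B03G0757300, chromosome 2B) went from 2268 ± 216 CPM in controls to 428 ± 34.9 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 2.41 on the log2 scale (standard error 0.30, adjusted p = 3.58e-05 from edgeR). The response in ‘Ellvis’ was a log2 fold change of -0.71 (standard error 0.29, adjusted p = 0.166 from edgeR), and the difference between the cultivars was -1.70 (standard error 0.41, adjusted p = 0.0205 from edgeR). PKSA (TraesCS1D03G0407100, chromosome 1D, 224678511 to 224680844) went from 1351 ± 49.0 CPM in controls to 299 ± 46.3 CPM after heat stress (SD, n = 3), with all 3 stressed libraries below all 3 controls in ‘Mv 17-09’, and it fell by 2.18 on the log2 scale (standard error 0.17, adjusted p = 2.98e-07 from edgeR). Its log2 fold change in ‘Ellvis’ was -0.23 (standard error 0.16, adjusted p = 0.459 from edgeR) and the difference was -1.94 (standard error 0.23, adjusted p = 1.21e-04 from edgeR). PKSB (TraesCS5A03G0006300, chromosome 5A, 3306978 to 3308595) fell by 3.92 on the log2 scale (standard error 0.61, adjusted p = 2.49e-04 from edgeR) in ‘Mv 17-09’. ‘Ellvis’ showed a log2 fold change of -1.38 (standard error 0.54, adjusted p = 0.146 from edgeR), and the difference, -2.54 (standard error 0.77, adjusted p = 0.0657 from edgeR), did not pass. TKPR1 (TraesCS5A03G0669000, chromosome 5A, 482351154 to 482353114) fell by 2.60 on the log2 scale (standard error 0.195, adjusted p = 2.40e-07 from edgeR) in ‘Mv 17-09’, with a difference of -2.60 (standard error 0.26, adjusted p = 3.34e-05 from edgeR). TKPR2 (TraesCS3D03G0060200, chromosome 3D, 12307482 to 12308863) fell by 3.48 on the log2 scale (standard error 0.52, adjusted p = 1.70e-04 from edgeR) in ‘Mv 17-09’, with a difference of -2.60 (standard error 0.67, adjusted p = 0.0299 from edgeR). By family, 3 of 3 ACOS5 genes, 3 of 3 CYP703A2 genes, 3 of 3 CYP704B1 genes, 3 of 3 MS2 genes, 3 of 3 PKSA genes, 3 of 3 PKSB genes, 5 of 5 TKPR1 genes, 3 of 3 TKPR2 genes and 3 of 3 ABCG26 genes fell in ‘Mv 17-09’. The transporter ABCG15 did not change in either cultivar. Adjusted over the list alone, 29 fell in ‘Mv 17-09’, none in ‘Ellvis’, and the difference was negative for 26. When ‘Ellvis’ control replicate 1 was left out, 29 fell in ‘Mv 17-09’, none in ‘Ellvis’, and the difference was negative for 29.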

Tapetum-specific sporopollenin synthesis genes were downregulated exclusively in ‘Mv 17-09’, which can be another factor contributing to elevated sterility. It was reported previously that a heat-driven block of sporopollenin synthesis can lead to lethal defects in a temperature-sensitive male sterile wheat line (Yang et al., 2020). In contrast to sporopollenin, pollen coat synthesis genes were upregulated in both genotypes in our experiments. These data suggest that the regulation of tapetal PCD, sporopollenin synthesis, and pollen coat formation are controlled separately, in a genotype-dependent manner.

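KCS7 lengthens the very-long-chain fatty acids of waxes, and CER3 works with CER1 to turn them into alkanes. Of 35 pollen coat genes tested, 14 rose and 1 fell in ‘Mv 17-09’ and 9 rose in ‘Ellvis’, of which 8 rose in both. None fell in ‘Ellvis’ by edgeR, DESeq2 or limma, or at an unadjusted p under 0.05 with a 2-fold change. The KCS7 gene TraesCS1B03G1135500 (chromosome 1B, 652485165 to 652493469) went from 0.0790 ± 0.0224 CPM in controls to 3.55 ± 1.37 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls in ‘Mv 17-09’, and it rose by 5.30 on the log2 scale (standard error 0.50, adjusted p = 2.14e-06 from edgeR). In ‘Ellvis’ it went from 0.426 ± 0.120 CPM in controls to 6.37 ± 1.81 CPM after heat stress (SD, n = 3), with all 3 stressed libraries above all 3 controls, and it rose by 4.07 on the log2 scale (standard error 0.41, adjusted p = 2.41e-05 from edgeR). TraesCS1D03G0933000 (KCS7, chromosome 1D, 470048481 to 470050364) rose by 5.50 on the log2 scale (standard error 1.04, adjusted p = 0.00141 from edgeR) in ‘Mv 17-09’ and rose by 3.81 on the log2 scale (standard error 1.003, adjusted p = 0.0313 from edgeR) in ‘Ellvis’. The call was lost when ‘Ellvis’ control replicate 2 or 3, ‘Ellvis’ heat-stressed replicate 1 or 3 or ‘Mv 17-09’ heat-stressed replicate 2 or 3 was left out (log2 fold changes of 2.70 to 3.80, adjusted p = 0.0502 to 0.192 from edgeR). The more highly counted TraesCS7A03G0481300 had log2 fold changes of 0.62 (standard error 0.18, adjusted p = 0.0220 from edgeR) in ‘Mv 17-09’ and 0.69 (standard error 0.19, adjusted p = 0.0369 from edgeR) in ‘Ellvis’, under 2-fold. The CER3 gene TraesCS5B03G0577600 (chromosome 5B, 396684327 to 396688365) rose by 3.08 on the log2 scale (standard error 0.45, adjusted p = 1.56e-04 from edgeR) in ‘Mv 17-09’ and rose by 3.87 on the log2 scale (standard error 0.66, adjusted p = 0.00197 from edgeR) in ‘Ellvis’, and TraesCS6D03G0313300 had 0.23 (standard error 0.15, adjusted p = 0.296 from edgeR) in ‘Mv 17-09’ and 0.61 (standard error 0.15, adjusted p = 0.0204 from edgeR) in ‘Ellvis’. Of 14 KCS7 genes 3 rose and 1 fell in ‘Mv 17-09’ and 3 rose in ‘Ellvis’, and of 9 CER3 genes 4 rose in ‘Mv 17-09’ and 3 in ‘Ellvis’. DESeq2 called 5 pollen coat genes as rising in ‘Ellvis’, 0 of them CER3 genes, while limma called 12 with 3 CER3 genes, and 3 CER3 genes rose at an unadjusted p under 0.05 with a 2-fold change. None of the named genes differed between the cultivars, and over the group the difference was positive for 2 and negative for 1. Pollen coat genes were higher than other genes by camera in ‘Mv 17-09’ (adjusted p = 2.63e-08 from limma, and adjusted p = 0.1997 with an estimated correlation) and in ‘Ellvis’ (adjusted p = 2.90e-04 from limma, and adjusted p = 0.634 with an estimated correlation). The list holds 111 pollen coat genes, most of them with too few counts to be tested. Adjusted over the list alone, 11 rose in ‘Ellvis’. In a fit without ‘Ellvis’ control replicate 1, 12 rose and 1 fell in ‘Ellvis’ and 14 rose and 2 fell in ‘Mv 17-09’ of 37 tested. Only 5 pollen coat genes rose in ‘Ellvis’ without control replicate 3.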

In our study, heat stress triggered various structural and developmental changes, impairing male fertility. These alterations and their supposed transcriptional background were summarized in **Figure 12**.

**Figure 12:**
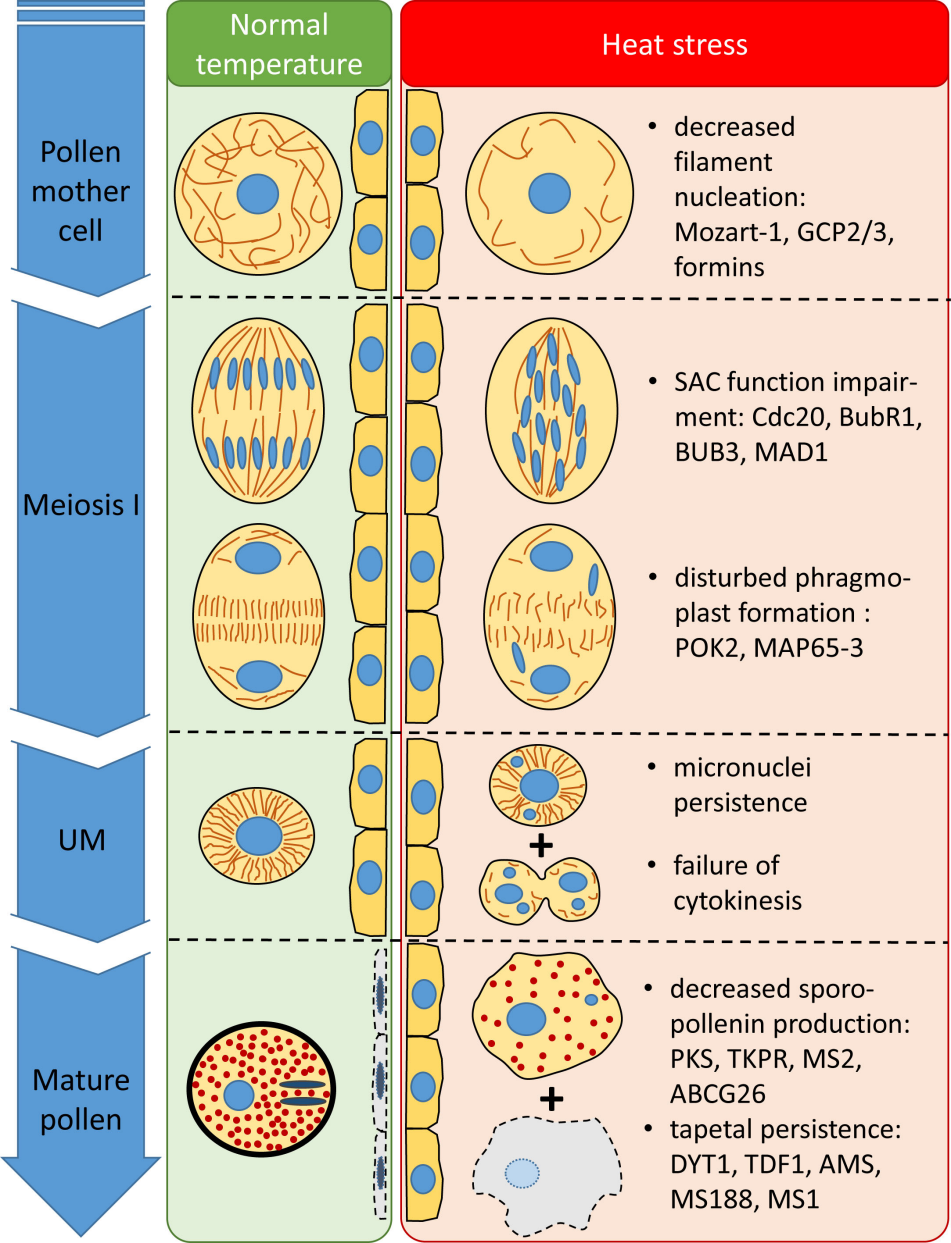
Structural and temporal alterations of wheat male meiocytes and tapetal cells and their supposed transcriptional background triggered by meiosis-timed heat stress.

## Conclusion

We investigated the factors involved in meiotic heat sensitivity during male gametogenesis of wheat. We demonstrated that even a short exposition to high ambient temperature at the time of meiosis triggers multiple defects in the structure and function of meiocytes. Our results implicate that the failure of the spindle assembly checkpoint and subsequent erroneous chromosome segregation might be the major contributors to spikelet fertility loss via the generation of genetically unbalanced male gametes. In addition, we revealed that heat stress can induce the repression of tapetal degeneration, which is another important factor in pollen grain abortion. Our comparative RNA-seq analysis between heat-sensitive and -tolerant genotypes revealed the transcriptomic basis of these injuries, possibly providing an inventory and baseline of tolerance mechanisms for future breeding efforts. However, further research should be done to reveal the regulatory mechanisms of heat-sensitive gene expression patterns during male gametogenesis.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE244819.

## Author contributions

AF: Conceptualization, Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Visualization, Writing – original draft, Writing – review & editing. BP: Investigation, Methodology, Writing – review & editing. VS: Methodology, Validation, Visualization, Writing – review & editing. LS: Formal analysis, Funding acquisition, Visualization, Writing – review & editing, Writing – original draft.

# Supplementary material for: Heat stress during male meiosis impairs cytoskeletal organization, spindle assembly and tapetum degeneration in wheat
**Source:** Front Plant Sci. 2024 Jan 8;14:1314021. doi: 10.3389/fpls.2023.1314021
**Supplement:** Supplementary file 1

CONTROL

HEAT STRESS

Mv 17-09

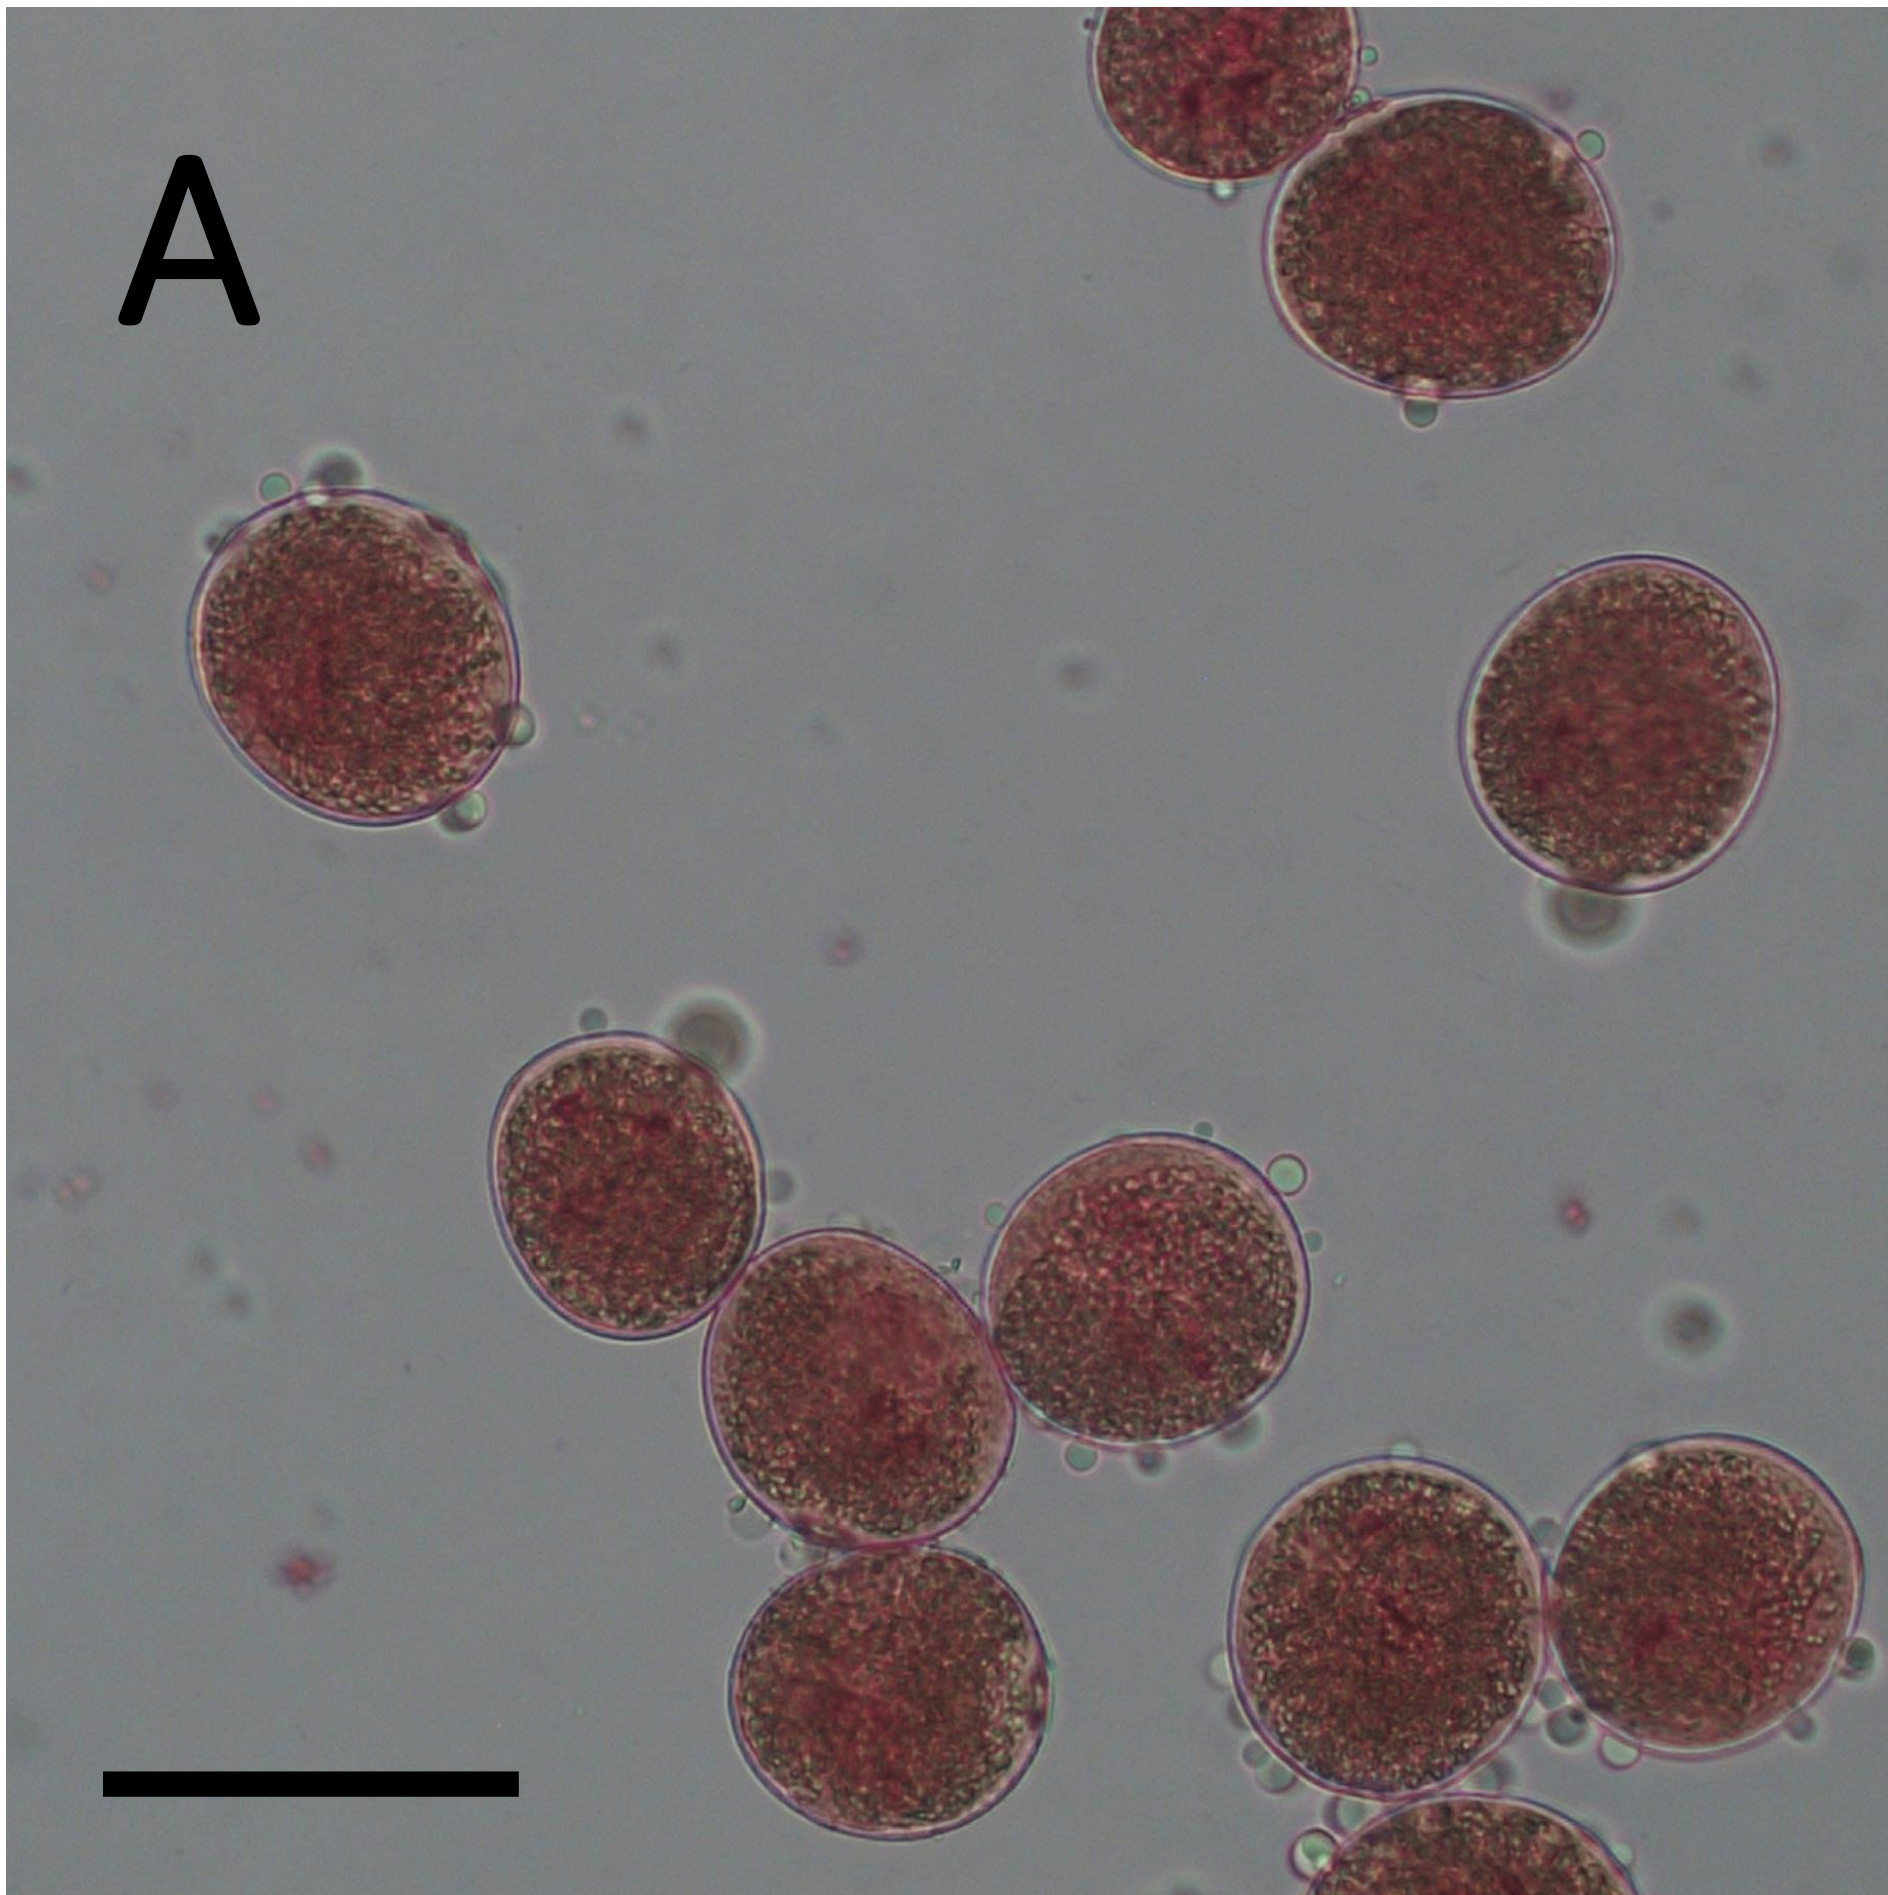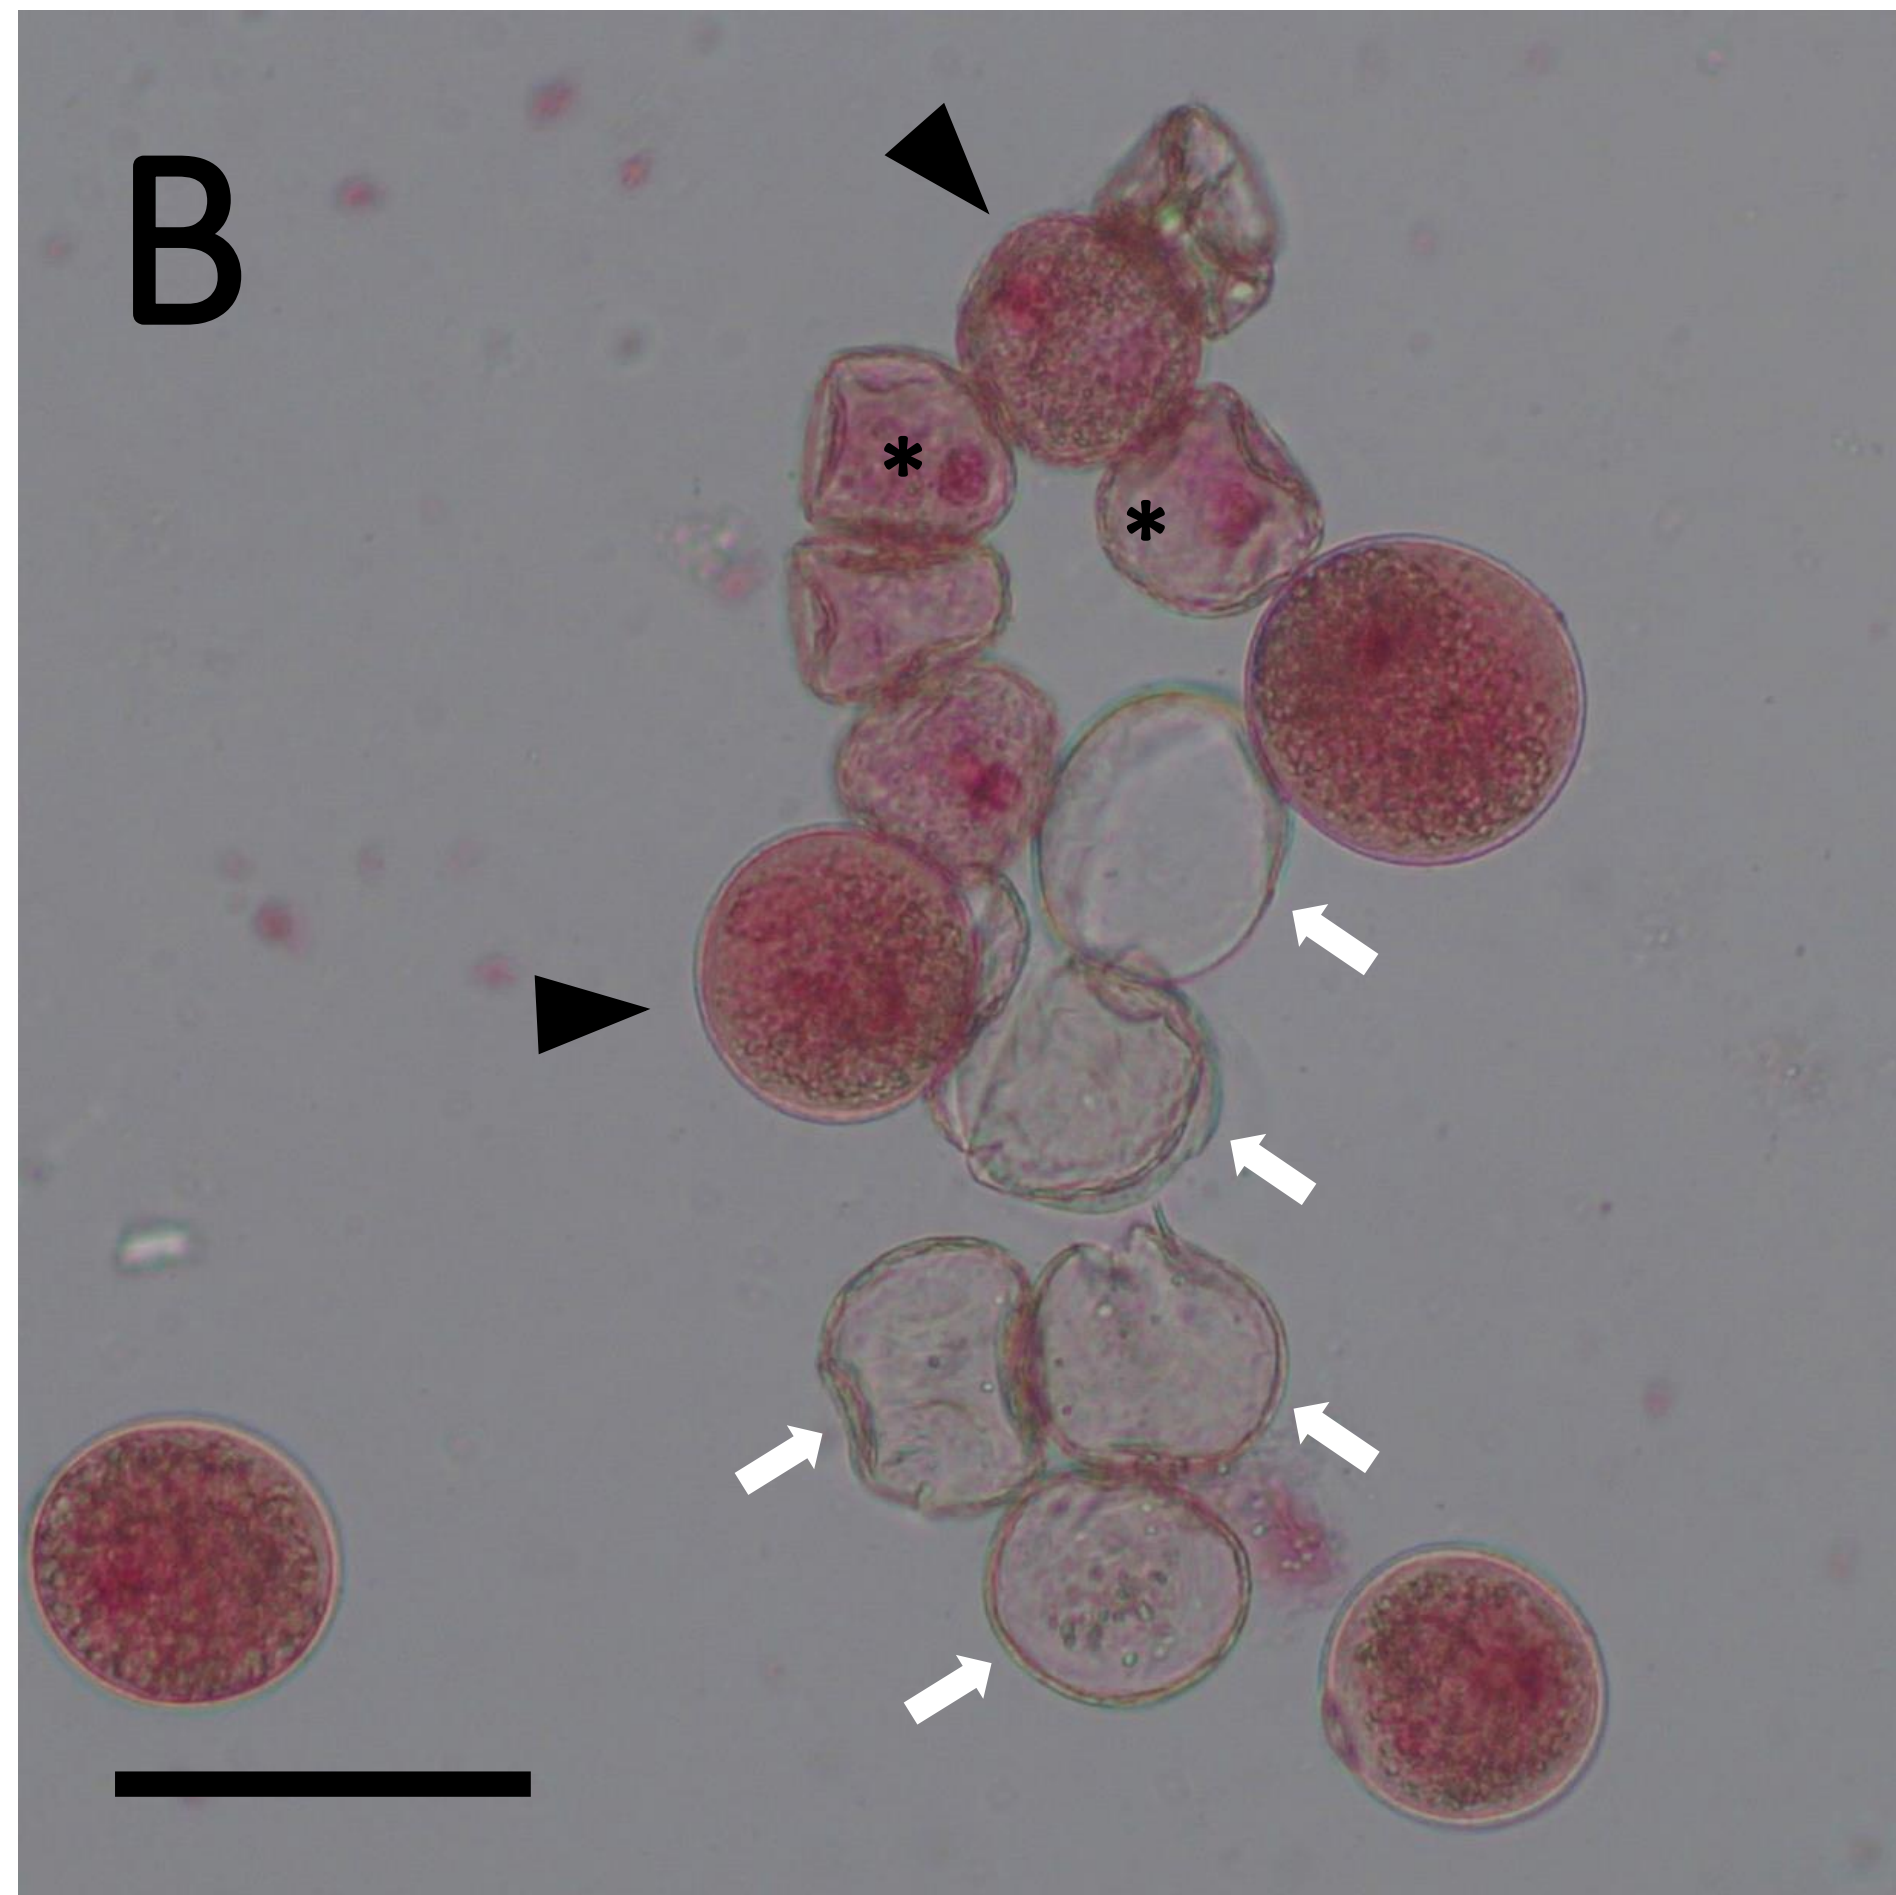

Ellvis

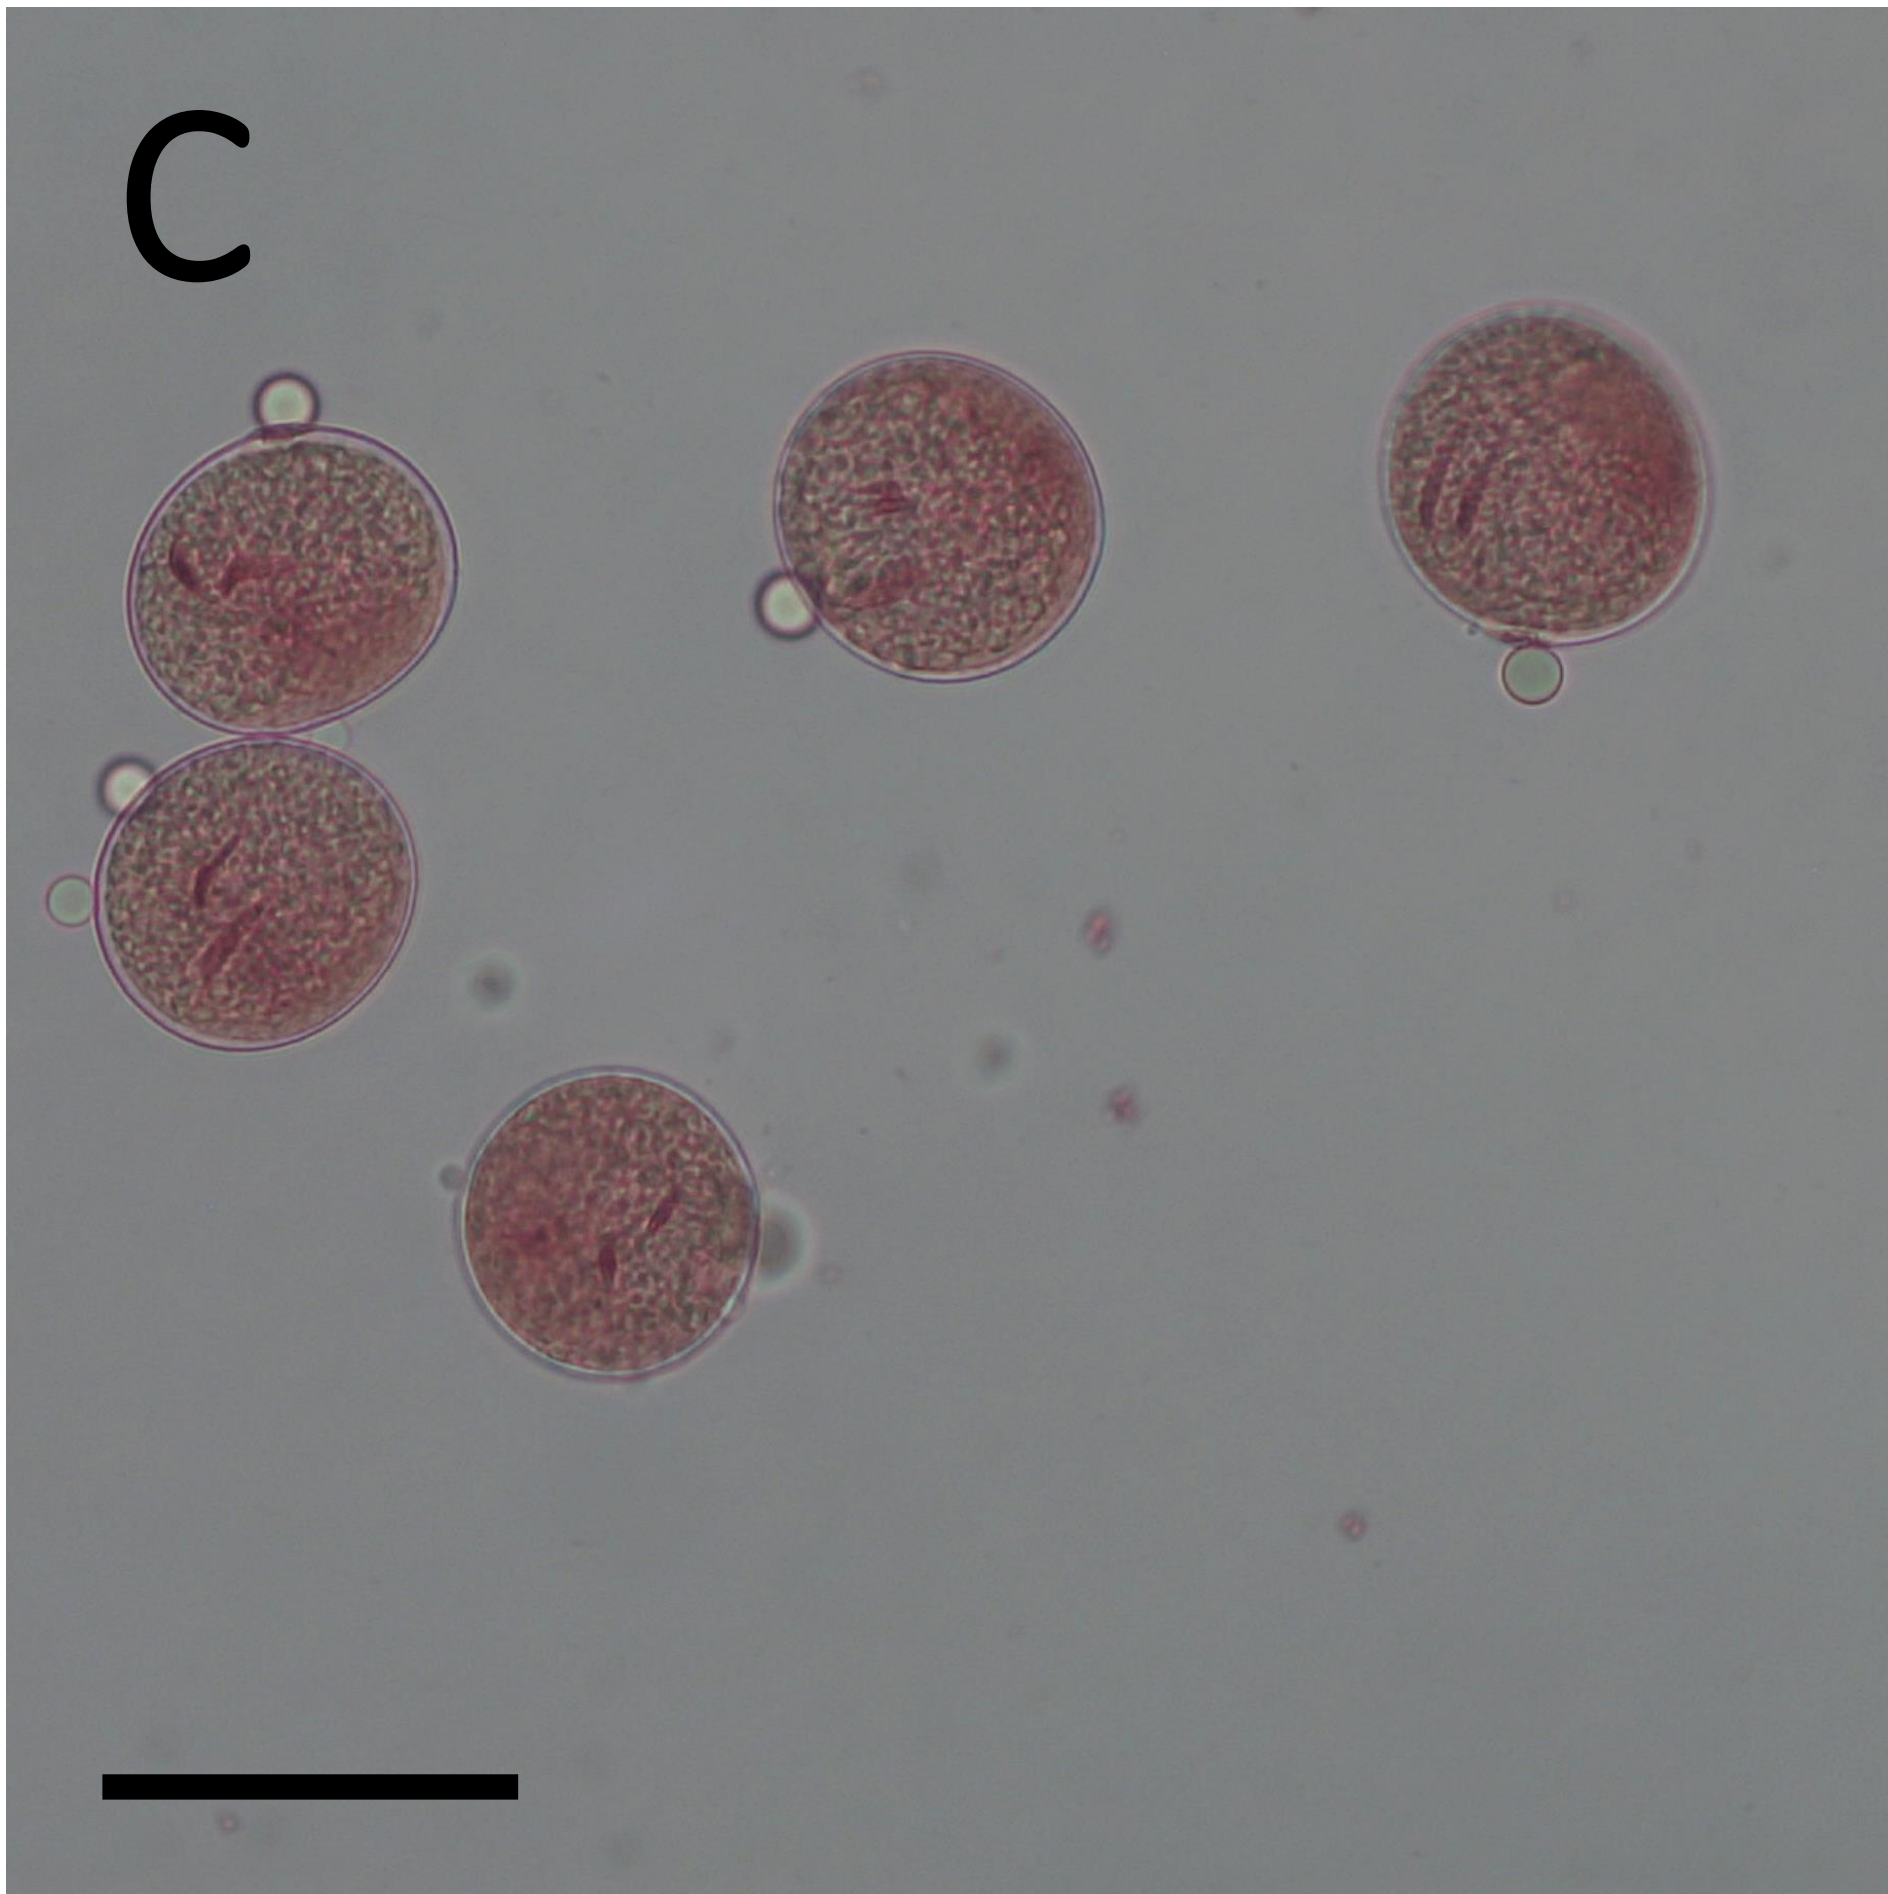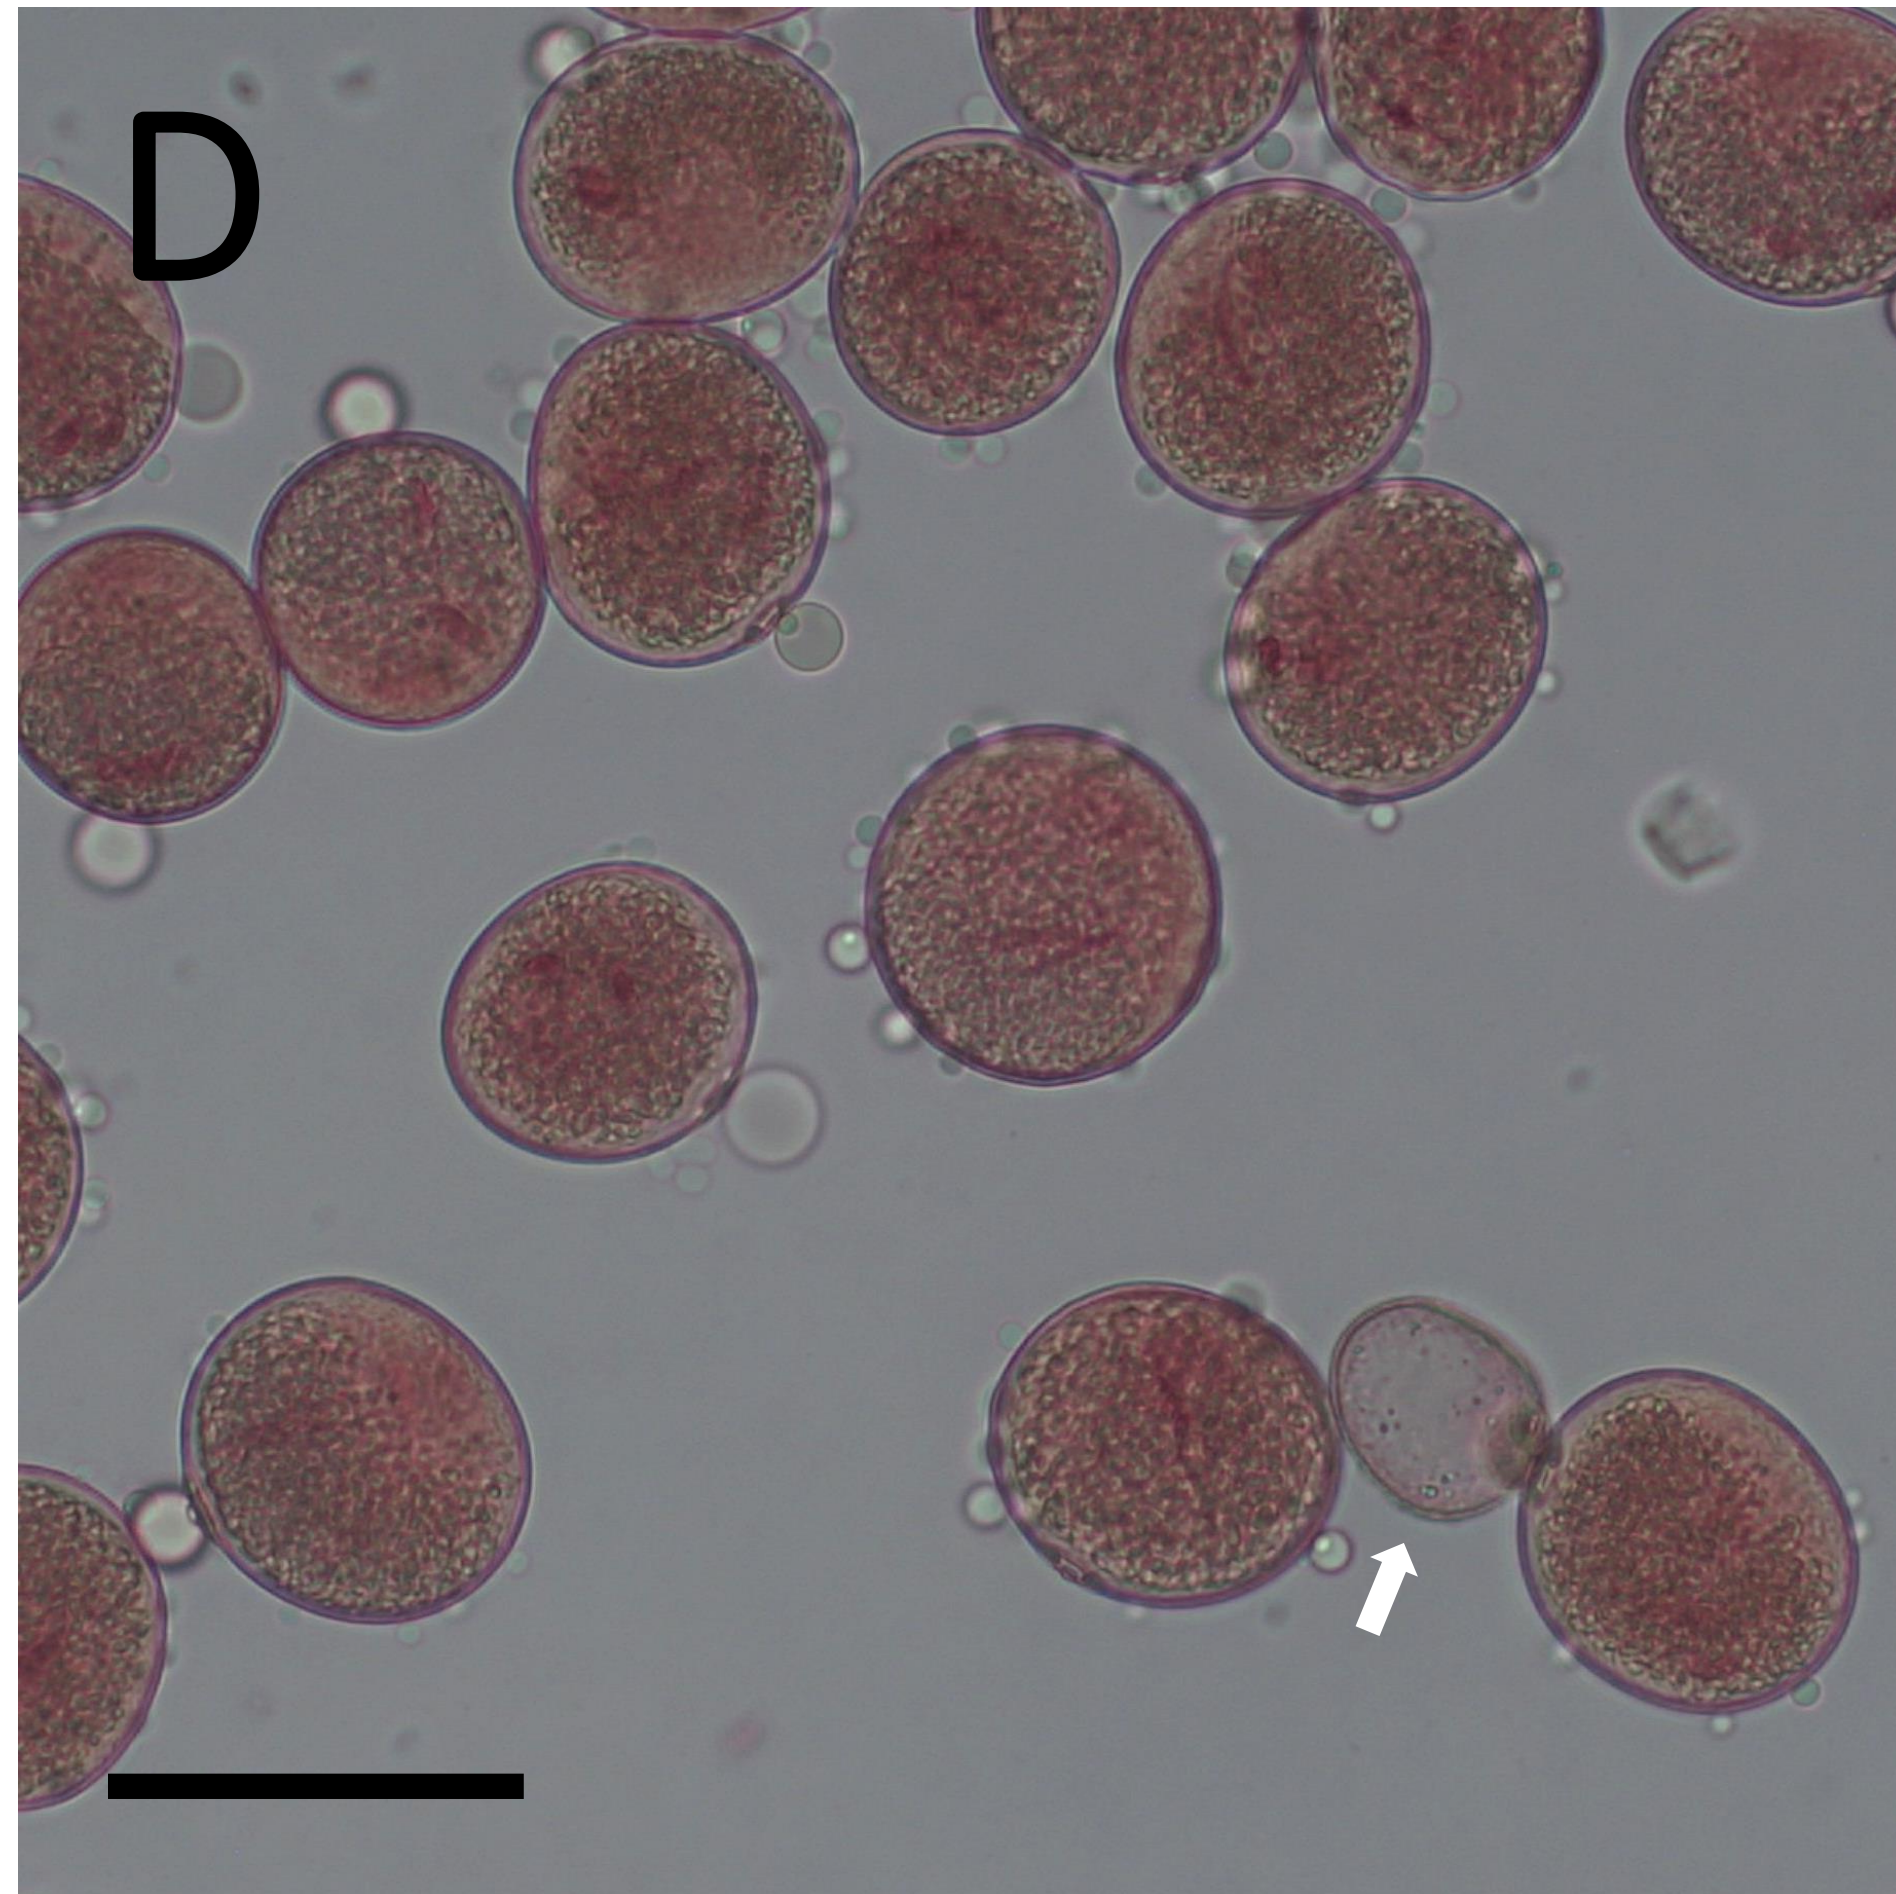

Supplementary figure 1. Morphology of pollen grains after pollen shed from control (**A, C**) and heat-stressed (**B, D**) Mv 17-09 (**A, B**) and Ellvis (**C, D**) main spikes. Arrowhead, retarded pollen grains with low starch content; asterisk, cells containing a single nucleus; arrow, abortive pollen grains. Bars represent 50 μm .

# Supplementary material for: Heat stress during male meiosis impairs cytoskeletal organization, spindle assembly and tapetum degeneration in wheat
**Source:** Front Plant Sci. 2024 Jan 8;14:1314021. doi: 10.3389/fpls.2023.1314021
**Supplement:** Supplementary file 2

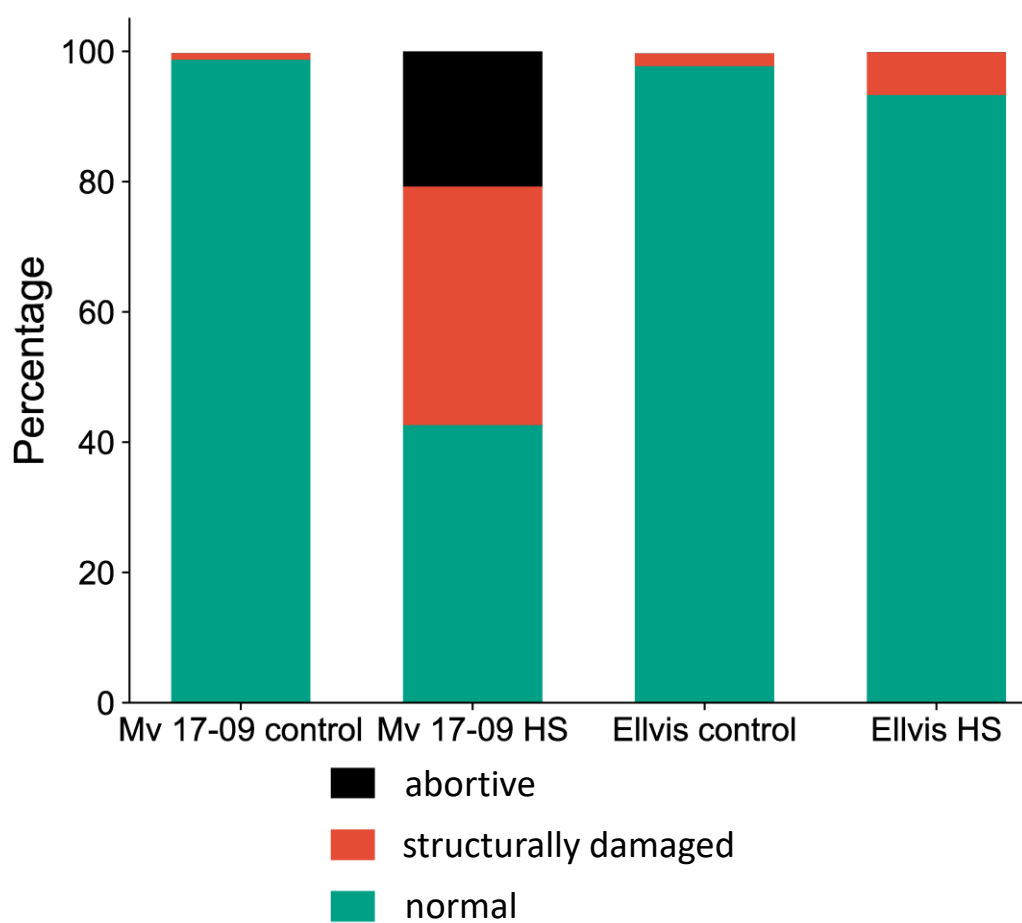

Supplementary Figure 2 Frequency of normal and abnormal pollen grains (n=1200-1800 per genotype and treatment) sampled after pollen shed. HS, heat stress.

How the deposited data were processed for this re-analysis (not part of the article)

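Anthers of the wheat cultivars ‘Mv 17-09’ and ‘Ellvis’ were sampled after 24 h at 35 °C and from controls, with 3 libraries in each of the 4 groups. The deposited values are counts, raw totals for each of 266760 gene models, of which 106708 are high-confidence, 159846 low-confidence and 206 manually curated. The authors checked the reads with FastQC 0.11.8, then trimmed them and mapped them to the IWGSC RefSeq v2.1 assembly with CLC Genomics Workbench (v23.3) to make the count files. The strand setting, the handling of reads that map to several homoeologous copies, and whether reads or fragments were counted are not given in the sources used here. Whole numbers and totals that differ between libraries were checked in the files, and no file repeats another.

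Library totals were 1831675, 17323438 and 14439086 counts for ‘Ellvis’ controls, and 13789268, 16872466 and 17360285 for heat-stressed ‘Ellvis’. For ‘Mv 17-09’ controls they were 15867579, 20846135 and 16575562, and for heat-stressed ‘Mv 17-09’ 9670186, 9551585 and 9336312. The paper lists 67679602 clean reads and 86.66% mapping for ‘Ellvis’ control replicate 1, which gives 2.71 counts per 100 clean reads, where the other 11 libraries have 15.29 to 22.02. The biological coefficient of variation was 0.409 in ‘Ellvis’ controls, 0.107 in heat-stressed ‘Ellvis’, 0.0852 in ‘Mv 17-09’ controls and 0.126 in heat-stressed ‘Mv 17-09’. The tests of both cultivars share 1 estimate of the spread for each gene, so the wide spread of ‘Ellvis’ controls enters both.

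Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, which left 70527. All 12 libraries were scaled by TMM (factors 0.920 to 1.08) and fitted together in 4 groups by the quasi-likelihood method. Heat was compared with control in each cultivar, and the difference between the 2 heat effects was tested by itself. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a change of at least 2-fold. The quasi-likelihood test gives no standard error. Those printed with edgeR values are the size of the log2 fold change over the square root of the test's F, and are approximate. For the paper's criteria, edgeR's likelihood ratio test and the Wald test of DESeq2 1.42.0, both with TMM factors, had to give an adjusted p under 1e-06 and a change of at least 2-fold. These are the nearest tools used here, since CLC Genomics Workbench was not run. Log CPM used a prior count of 2. Overlap of calls was set beside the number expected of independent lists.

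The meiosis, spindle, actin and tapetum lists are those of Supplementary Tables 5 to 8, with families by their gene name and function columns. Genes in a list were counted per direction. Lists and families of at least 5 genes were tested as sets by camera, with a preset correlation of 0.01 and with an estimated correlation, and by fry, all from limma 3.58.1. Lists of stage and tissue markers were compared per library. Correlation with the qPCR values of Supplementary Table 2 was tested with 1e+05 permutations of the genes. RefSeq coordinates were joined by the NCBI gene symbol that the supplementary tables give, and kept where it lies on the chromosome of the gene ID, for 824 of 895 listed genes.

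Named genes were chosen by a rule that gave 101 genes: the gene the paper names by ID, the 10 qPCR genes and the 2 serpins of Figure 10; in each family the paper names, the member with the highest mean and the called member with the largest change whose stressed libraries all lie on one side of the controls; in each list and cultivar, the 2 largest such changes up and the 2 down; and at most 2 unnamed genes up and 2 down per cultivar with the smallest p. Fold changes of Supplementary Table 2 and the colours of Figures 10 and 11 had been seen when the rule was written. Genes outside the rule are named where a count is small or a figure marks them, and these were chosen after their values were seen.

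The steps were tested on simulated data, with known changes set into heat-stressed libraries. All groups were given the same spread for a gene, and genes were drawn independently. The simulation therefore lacks the wider spread of ‘Ellvis’ controls, and it does not check the preset correlation of camera. Of genes changed 2-, 4- and 8-fold, 28.0%, 76.0% and 78.0% were called in ‘Mv 17-09’ and 16.0%, 75.0% and 80.0% in ‘Ellvis’. With a mean of at least 5 CPM the 4-fold changes were called for 100% and 97.9%, so most misses of that size had few counts. The 2-fold changes were called for 38.5% and 24.0% at that level, and for 23.1% and 20.0% in the test of the difference. For the difference between the cultivars, changes set into ‘Mv 17-09’ were called for 12.0%, 58.0% and 62.0%, and changes set into ‘Ellvis’ for 10.0%, 61.0% and 60.0%. By the paper's criteria the shares were 12.0%, 58.0% and 62.0% in ‘Mv 17-09’ and 8.00%, 55.0% and 54.0% in ‘Ellvis’. Of 70287 unchanged genes, 2 to 13 were called. A changed set passed camera (adjusted p = 9.82e-43 with the preset correlation, adjusted p = 3.82e-06 with an estimated correlation), and 0 of the unchanged sets did.

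Alternatives chosen before the data were examined were: the replicate number as a block, DESeq2, RLE factors, library totals only, no low-count filter, a mean of at least 1 CPM, the likelihood ratio test, an adjusted p under 1e-06, no minimum fold change, high-confidence genes only, thinning to the smallest library, each library left out, and each cultivar alone. For the paper's criteria the Wald or likelihood ratio test alone, the quasi-likelihood test, an adjusted p under 5e-06 and median-of-ratios size factors were also tried, and for qPCR the 2 farthest values were left out. Chosen after seeing the data were leaving out the 2 ‘Ellvis’ libraries with the most diffuse counts (control replicate 1 and heat-stressed replicate 1), thinning 11 libraries to 9336312 counts, and limma's voom with sample weights, which is what calls by limma refer to. Replicate numbers were not taken to pair the libraries. Of 18 pairs with the same number in different groups, 1 had a correlation over 0.1. In 7 of 18 comparisons a library was closest to the library of its own number. Within ‘Ellvis’, however, each control was closest to the heat-stressed library of its own number (correlations of 0.0797 to 0.179). Pairing is therefore not excluded in ‘Ellvis’, and the replicate block was run as an alternative only. Labels were exchanged in all 10 splits of each cultivar and in 100 drawn splits for the difference.

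GO terms and gene lists by description were not analysed here, since no table used here pairs all the gene IDs with GO terms or descriptions. The supplementary tables describe the listed genes alone. A gene family of the meiosis list, tested with the others, is not reported here. Reads were not mapped again. No library was left out of the reported values, ‘Ellvis’ control replicate 1 included.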

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

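Chosen only after the result was seen were the tests of genes of ‘Mv 17-09’ and of genes of ‘Ellvis’ in ‘Ellvis’ control replicate 1, of the tapetum genes without that library, of the stage of meiosis, and of fewer counts in ‘Mv 17-09’ as the source of the 1B pattern. The test by genes of ‘Ellvis’ was taken up once the test by genes of ‘Mv 17-09’ had left the question open, with its value already seen. The other tests in this part were set before their result was seen.

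The cultivars differed in their response to heat, which is why the following results are listed here. The heat effect was more negative in ‘Mv 17-09’ than in ‘Ellvis’ for 2644 genes and more positive for 1031, by edgeR's test of the difference itself at an adjusted p under 0.05 and a 2-fold difference. Leaving out ‘Ellvis’ control replicate 1 gave 5259 and 1831. The second count was 682 without heat-stressed ‘Ellvis’ replicate 1, 681 without replicate 2, 658 without ‘Mv 17-09’ control replicate 2 and 683 without heat-stressed ‘Mv 17-09’ replicate 2. Among the genes with a more negative effect in ‘Mv 17-09’ were 41 of the tapetum list, with 21 sporopollenin genes and 14 genes of the tapetal cascade, and 7 formins. The tapetum count ran from 33 to 54 when a library was left out, that of sporopollenin genes from 16 to 29 and that of the cascade from 11 to 15. The formin count fell to 3 without ‘Ellvis’ control replicate 2 or 3 or heat-stressed replicate 2. It was 4 without heat-stressed ‘Ellvis’ replicate 1, any control of ‘Mv 17-09’ or its heat-stressed replicate 1, and 10 without ‘Ellvis’ control replicate 1.

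Other splits of the 12 libraries do not tell whether chance can be excluded for these differences. Of 100 drawn splits with the real grouping among them, 6 gave as many differing genes as the real 3675, with 11485 as the highest other. The numbers were 6 for the spindle list (real 10, highest other 76), 5 for the actin list (8, highest 19), 8 for the tapetum list (45, highest 78) and 4 for the meiosis list (7, highest 20). In the splits with as many calls the ‘Mv 17-09’ groups were the real ones and the ‘Ellvis’ labels were exchanged. Splits that break up the ‘Mv 17-09’ groups gave at most 1 call. In simulated data 13 and 6 of 70287 unchanged genes were called for the difference. The simulation gave all groups the same spread for a gene, so it lacks the wider spread of ‘Ellvis’ controls. The shares of splits therefore measure a structure of the samples and not chance, and none is used here for or against it. The highest total arose where the large heat response of ‘Mv 17-09’ is added to that of ‘Ellvis’ with its sign turned, in place of being set against it.

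Within each cultivar 3 libraries against 3 allow 10 splits, too few for a share under 0.05. In each case only 1 split, the real one, gave a result as large, and the highest of the other splits was 0. The real values for ‘Mv 17-09’ were 8184 genes, 2288 at the paper's criteria, and 9 genes of the meiosis, 34 of the spindle, 15 of the actin and 75 of the tapetum list. For ‘Ellvis’ they were 2550, 486, 3, 12, 3 and 16.

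The tapetal fall in ‘Mv 17-09’ was weighed first, as the strongest difference between the cultivars. The tapetum genes with a more negative effect in ‘Mv 17-09’ numbered 54 once ‘Ellvis’ control replicate 1 was left out, and with the other 11 libraries also thinned to the same total they numbered 53, so neither that library nor the lower totals of the heat-stressed ‘Mv 17-09’ libraries produced the pattern. Anthers at another stage of meiosis after heat cannot be told apart from a direct effect on the tapetum: the median log2 fold change of 24 prophase genes in ‘Mv 17-09’ was 0.16, but they went both ways (-1.56 to 1.90), the 9 genes of later meiosis had medians of -0.50 there (-0.83 to 0.03) and -0.34 in ‘Ellvis’, where the median of the tapetum list was -0.04, and no series of stages is among the libraries. A mixture of cell types was not tested, nor was the effect of other traits of the heat-stressed ‘Mv 17-09’ libraries: 84.74% to 85.99% of reads mapped in the paper's table, 11.8% to 12.1% of counts in the 10 most counted genes and 72.6% to 73.2% in high-confidence genes, each outside the range of the other libraries. The difference between a heat-sensitive and a tolerant cultivar, which the design names, stays open and may act through any of these.

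‘Ellvis’ control replicate 1 is listed because of 112471 genes without a count in 9 libraries, which the paper does not discuss, 21206 had counts in it, while 13678 had counts in heat-stressed ‘Ellvis’ replicate 1 and 6085 in replicate 2. Fewer counts alone do not account for this, since at a common total it had 1.503 times the genes of the highest other library. Genes with at most 3 counts over the ‘Mv 17-09’ libraries together kept 87.5% of their level in the other ‘Ellvis’ libraries, which argues against a library of the other cultivar. Genes with at most 3 counts over the other ‘Ellvis’ libraries together, at 12.8% of their ‘Mv 17-09’ level, left that question open on their own. The counts of ‘Ellvis’ control replicate 1 in the genes without a count in 9 libraries were spread thinly, as counts from genomic DNA might be. The 100 most counted of these genes held 3.31%, the highest count was 74, and between 17.5% and 21.2% of these genes were counted on each chromosome. Anthers at another stage or with another mix of tissue are left open, since its markers stood apart too (mean log2 CPM of 6.997 for later tapetal regulators against 5.45 and 5.35 in the other controls, 9.16 for sporopollenin genes against 8.35 and 8.44, and 2.13 for later meiosis against 3.38 and 3.26), and library or sequencing batches are not given in the sources used here.

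Chromosome 1B is listed for 107 genes that were expressed in ‘Ellvis’ and silent in ‘Mv 17-09’, which the paper does not report. Expressed means here a mean of at least 1 CPM, and silent means at most 3 counts over the 6 ‘Mv 17-09’ libraries together. They were 31.7% of all 338 such genes, 7.18 times the 4.41% of expressed genes that 1B holds, so fewer counts in ‘Mv 17-09’ do not account for them. Of these, 97 had gene ID numbers under 400000, where the genes still counted in ‘Mv 17-09’ had a median log2 ratio to ‘Ellvis’ controls of -1.86, against -0.10 on the rest of 1B. A candidate explanation is that the short arm of 1B is absent from ‘Mv 17-09’ or replaced by other chromatin. Sequence differences from the reference that keep reads from mapping, and reads shared with 1A and 1D, were not tested apart from it.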

How the results depend on the processing

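The fall of the tapetal cascade and of the sporopollenin genes in ‘Mv 17-09’ hardly moved with the processing. All 15 cascade genes fell under every alternative apart from the threshold of 1e-06, where 3 did. Of the sporopollenin genes 29 fell under every alternative apart from DESeq2, with 28, and the threshold of 1e-06, with 8. Calls for ‘Ellvis’ and for the difference between the cultivars moved far more. Of 202 responses of named genes, 111 were called. Of these, 85 were called under every alternative apart from leaving out a library and the threshold of 1e-06, and 22 under every alternative without exception. Of the responses that were not called, 63 were called under no alternative. These tallies leave out 3 alternatives that were chosen only after the data were seen: leaving out the 2 ‘Ellvis’ libraries with the most diffuse counts (control replicate 1 and heat-stressed replicate 1), thinning 11 libraries to 9336312 counts, and voom with sample weights.

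Scaling by RLE factors kept all 322 counts of genes, lists and families within 1.5 times, and all 135 set tests on the same side. The Wald test alone, an adjusted p under 5e-06 and median-of-ratios size factors kept all 26 counts at the paper's criteria within 1.5 times. High-confidence genes kept 345 of 348 counts, and the replicate block 338 of 348. DESeq2 kept 301 of 316, the likelihood ratio test 297 and library totals 309 of 322. Counts that were 0 under both settings, of which the families hold many, are included among those kept. Some families also lie within others, so these shares overstate how far the results hold. Thinning every library to the smallest kept 250 of 348, and the threshold of 1e-06 197 of 316. A change of sign that was also called arose for a single named gene, the MS1 gene below. Genes that were not called changed sign too, among them in ‘Ellvis’ without control replicate 1 the formin TraesCS5A03G0991800 (-1.91 to 0.50) and the QRT3 gene TraesCS2B03G1128800 (-0.21 to 0.64). The balance of calls in ‘Ellvis’, with 54.6% increases, turned with the setting. It went up to 68.3% by library totals and 66.4% without ‘Ellvis’ control replicate 1. Decreases were the larger part by DESeq2 (45.9% increases), with no minimum fold (47.3%), at an adjusted p under 1e-06 (38.5%), thinned to the smallest library (38.8%), and without ‘Ellvis’ control replicate 2 (43.6%) or 3 (48.2%), and with each cultivar alone the share was 49.96%.

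Depth sets how many genes can be seen and called. The mean number of genes with at least 10 counts was 50174 in ‘Ellvis’ controls, 65056 in heat-stressed ‘Ellvis’, 62326 in ‘Mv 17-09’ controls and 54343 in heat-stressed ‘Mv 17-09’. With at least 1 count it was 111113, 117792, 107547 and 100389 in the same order, and at least 10 counts after thinning every library to 1831675 gave 27312, 28514, 25903 and 26574. Thinned to the smallest library, ‘Mv 17-09’ went, for all genes from 3297 to 1151 that rose and from 4887 to 1911 that fell, the actin list from 4 to 1 that rose and from 11 to 5 that fell, the meiosis list from 4 to 1 that rose, the spindle list from 2 to 0 that rose and from 32 to 16 that fell, the tapetum list from 19 to 9 that rose and the families together from 28 to 11 that rose. ‘Ellvis’ moved, for all genes from 1393 to 311 that rose and from 1157 to 491 that fell, the meiosis list from 2 to 0 that rose and from 1 to 0 that fell, the spindle list from 12 to 4 that fell, the tapetum list from 13 to 1 that rose and the families together from 16 to 2 that rose and from 18 to 9 that fell. Genes that differed between the cultivars went, for all genes from 1031 to 305 positive and from 2644 to 599 negative, the actin list from 1 to 0 positive and from 7 to 0 negative, the meiosis list from 1 to 0 positive, the spindle list from 1 to 0 positive and from 9 to 3 negative and the tapetum list from 41 to 23 negative. Genes shared by both cultivars went from 607 to 156 that rose and from 625 to 251 that fell. By the paper's criteria the counts of ‘Mv 17-09’ went, for all genes from 714 to 125 that rose and from 1574 to 376 that fell, the actin list from 2 to 0 that fell, the meiosis list from 2 to 1 that fell, the spindle list from 12 to 2 that fell and the tapetum list from 8 to 2 that rose and from 44 to 21 that fell. At these criteria ‘Ellvis’ went, for all genes from 201 to 25 that rose and from 285 to 32 that fell, the spindle list from 4 to 0 that fell and the tapetum list from 3 to 0 that rose and from 2 to 0 that fell. Shares of calls went from 33.6% to 31.7% for subgenome B in ‘Mv 17-09’, from 33.9% to 36.1% for subgenome D in ‘Mv 17-09’ and from 31.1% to 33.0% for subgenome A in ‘Ellvis’. Fewer counts per gene, and so fewer genes past the filter, are what this alternative is built from.

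At an adjusted p under 1e-06, ‘Mv 17-09’ went, for all genes from 3297 to 151 that rose and from 4887 to 292 that fell, the actin list from 4 to 0 that rose and from 11 to 1 that fell, the meiosis list from 4 to 0 that rose and from 5 to 0 that fell, the spindle list from 2 to 0 that rose and from 32 to 2 that fell, the tapetum list from 19 to 2 that rose and from 56 to 12 that fell and the families together from 28 to 2 that rose and from 104 to 15 that fell. The counts of ‘Ellvis’ went, for all genes from 1393 to 5 that rose and from 1157 to 8 that fell, the actin list from 1 to 0 that rose and from 2 to 0 that fell, the meiosis list from 2 to 0 that rose and from 1 to 0 that fell, the spindle list from 12 to 0 that fell, the tapetum list from 13 to 0 that rose and from 3 to 0 that fell and the families together from 16 to 0 that rose and from 18 to 0 that fell. For the difference it was, for all genes from 1031 to 1 positive and from 2644 to 7 negative, the actin list from 1 to 0 positive and from 7 to 0 negative, the meiosis list from 1 to 0 positive and from 6 to 0 negative, the spindle list from 1 to 0 positive and from 9 to 0 negative and the tapetum list from 4 to 0 positive and from 41 to 0 negative. Shared genes went from 607 to 5 that rose and from 625 to 6 that fell. A stricter threshold lowers counts by its construction.

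With no minimum fold change, ‘Mv 17-09’ went, for all genes from 3297 to 6282 that rose and from 4887 to 8262 that fell, the actin list from 4 to 7 that rose, the meiosis list from 4 to 13 that rose and from 5 to 22 that fell, the spindle list from 2 to 16 that rose and from 32 to 77 that fell and the families together from 28 to 55 that rose and from 104 to 167 that fell. For ‘Ellvis’ the counts went, for all genes from 1393 to 2349 that rose and from 1157 to 2616 that fell, the actin list from 2 to 8 that fell, the meiosis list from 1 to 10 that fell, the spindle list from 0 to 2 that rose and from 12 to 38 that fell, the tapetum list from 3 to 6 that fell and the families together from 18 to 58 that fell. Differences between the cultivars went, for the actin list from 1 to 2 positive, the meiosis list from 1 to 2 positive and the spindle list from 1 to 2 positive. Genes shared by both cultivars went from 607 to 1064 that rose and from 625 to 1470 that fell. Dropping the fold minimum raises counts by its construction.

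With no low-count filter, ‘Mv 17-09’ went, for the actin list from 4 to 2 that rose and the meiosis list from 5 to 8 that fell. ‘Ellvis’ moved, for all genes from 1157 to 1737 that fell, the meiosis list from 1 to 0 that fell and the tapetum list from 3 to 7 that fell. Genes that differed between the cultivars went, for all genes from 2644 to 4110 negative and the spindle list from 1 to 0 positive. Calls of ‘Mv 17-09’ at the paper's criteria went, for the actin list from 2 to 4 that fell and the meiosis list from 2 to 1 that fell. Calls of ‘Ellvis’ at the paper's criteria went, for all genes from 285 to 132 that fell, the spindle list from 4 to 1 that fell and the tapetum list from 2 to 1 that fell. By camera with the preset correlation, passing sets went from 13 to 21 for the difference between the cultivars. As a set in ‘Ellvis’, spindle genes reversed, from adjusted p = 0.00564 to adjusted p = 0.812 from limma and KCS7 genes reversed, from adjusted p = 0.0208 to adjusted p = 0.445 from limma. For genes with a mean of at least 1 CPM, ‘Mv 17-09’ went, for the actin list from 4 to 2 that rose, the meiosis list from 4 to 2 that rose and the spindle list from 2 to 0 that rose. The counts of ‘Ellvis’ went, for the meiosis list from 2 to 1 that rose. For the difference it was, for the spindle list from 1 to 2 positive. Using high-confidence genes only, the difference between the cultivars went, for the meiosis list from 1 to 2 positive and the spindle list from 1 to 2 positive. Scaled by library totals only, ‘Ellvis’ went, for the meiosis list from 1 to 0 that fell. Differences between the cultivars went, for the meiosis list from 1 to 0 positive. In ‘Ellvis’ the share of increases at the paper's criteria was 57.6% with no filter, against 41.4%. The cause was not tested.

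By DESeq2, ‘Mv 17-09’ went, for the actin list from 4 to 2 that rose and the meiosis list from 4 to 1 that rose. For ‘Ellvis’ the counts went, for the meiosis list from 2 to 1 that rose and from 1 to 0 that fell. Genes that differed between the cultivars went, for the meiosis list from 1 to 0 positive. By edgeR's likelihood ratio test, ‘Mv 17-09’ went, for the spindle list from 2 to 4 that rose. ‘Ellvis’ moved, for all genes from 1393 to 2189 that rose and from 1157 to 1996 that fell and the meiosis list from 1 to 3 that fell. For the difference it was, for all genes from 1031 to 2148 positive and from 2644 to 3983 negative, the actin list from 1 to 2 positive, the meiosis list from 1 to 2 positive and the spindle list from 1 to 4 positive. Taking the replicate number as a block (replicate block), ‘Mv 17-09’ went, for the meiosis list from 4 to 1 that rose. The counts of ‘Ellvis’ went, for the meiosis list from 2 to 1 that rose. Differences between the cultivars went, for the meiosis list from 1 to 0 positive. By the paper's criteria the counts of ‘Mv 17-09’ went, for the actin list from 2 to 1 that fell. Fitting each cultivar alone, ‘Ellvis’ went, for all genes from 1393 to 610 that rose and from 1157 to 611 that fell, the actin list from 2 to 0 that fell, the meiosis list from 2 to 1 that rose and from 1 to 0 that fell, the tapetum list from 13 to 6 that rose and the families together from 16 to 8 that rose. Shared genes went from 607 to 291 that rose and from 625 to 378 that fell. Calls of ‘Mv 17-09’ at the paper's criteria went, for all genes from 714 to 1128 that rose, the actin list from 2 to 6 that fell, the meiosis list from 2 to 4 that fell and the tapetum list from 8 to 14 that rose. There ‘Ellvis’ went, for all genes from 201 to 88 that rose and from 285 to 122 that fell, the spindle list from 4 to 1 that fell and the tapetum list from 3 to 1 that rose and from 2 to 0 that fell. In a fit of 6 libraries fewer samples share the estimate of the spread. For the other tests the cause was not tested.

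Under the likelihood ratio test alone, the counts of ‘Mv 17-09’ at the paper's criteria went, for all genes from 714 to 1331 that rose and from 1574 to 2410 that fell, the actin list from 2 to 5 that fell, the spindle list from 0 to 1 that rose and from 12 to 22 that fell and the tapetum list from 8 to 13 that rose. At these criteria ‘Ellvis’ went, for all genes from 201 to 487 that rose and from 285 to 516 that fell, the meiosis list from 0 to 1 that rose, the spindle list from 4 to 11 that fell and the tapetum list from 3 to 7 that rose. Under the quasi-likelihood test, the counts of ‘Mv 17-09’ at the paper's criteria went, for all genes from 714 to 151 that rose and from 1574 to 292 that fell, the actin list from 2 to 1 that fell, the meiosis list from 2 to 0 that fell, the spindle list from 12 to 2 that fell and the tapetum list from 8 to 2 that rose and from 44 to 12 that fell. Calls of ‘Ellvis’ at the paper's criteria went, for all genes from 201 to 5 that rose and from 285 to 8 that fell, the actin list from 1 to 0 that rose, the spindle list from 4 to 0 that fell and the tapetum list from 3 to 0 that rose and from 2 to 0 that fell. Asking for 1 of the 2 tests can only raise the counts, and for the quasi-likelihood test the cause was not tested.

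Leaving the 2 ‘Ellvis’ libraries with the most diffuse counts out, ‘Mv 17-09’ went, for the meiosis list from 4 to 8 that rose and the spindle list from 2 to 7 that rose. For ‘Ellvis’ the counts went, for all genes from 1393 to 2688 that rose, the meiosis list from 1 to 3 that fell and the tapetum list from 3 to 5 that fell. Genes that differed between the cultivars went, for all genes from 1031 to 1615 positive and from 2644 to 4682 negative, the actin list from 1 to 3 positive, the meiosis list from 1 to 2 positive and the spindle list from 1 to 5 positive. Genes shared by both cultivars went from 607 to 974 that rose. By the paper's criteria the counts of ‘Mv 17-09’ went, for all genes from 714 to 1074 that rose, the actin list from 2 to 5 that fell, the meiosis list from 2 to 4 that fell and the tapetum list from 8 to 15 that rose. There ‘Ellvis’ went, for all genes from 201 to 330 that rose, the actin list from 1 to 0 that rose, the meiosis list from 0 to 2 that fell, the spindle list from 4 to 7 that fell and the tapetum list from 3 to 5 that rose. Sets that passed camera with the preset correlation went from 15 to 28 for ‘Ellvis’. As a set in ‘Ellvis’, microtubule plus end genes reversed, from adjusted p = 0.991 to adjusted p = 0.0333 from limma. The MS1 gene TraesCS5D03G0557000 went from a log2 fold change of -0.04 to 1.09 in ‘Ellvis’. Thinned to 9336312 counts without ‘Ellvis’ control replicate 1, ‘Ellvis’ went, for all genes from 1393 to 2561 that rose, the actin list from 1 to 2 that rose and from 2 to 4 that fell and the meiosis list from 1 to 4 that fell. For the difference it was, for all genes from 1031 to 1572 positive and from 2644 to 4412 negative, the meiosis list from 1 to 3 positive and the spindle list from 1 to 4 positive. By camera with the preset correlation, passing sets went from 15 to 26 for ‘Ellvis’. As a set in ‘Ellvis’, microtubule plus end genes reversed, from adjusted p = 0.991 to adjusted p = 0.0167 from limma. The MS1 gene TraesCS5D03G0557000 went from a log2 fold change of -0.04 to 1.17 in ‘Ellvis’. By limma's voom with sample weights, ‘Mv 17-09’ went, for the spindle list from 2 to 4 that rose. ‘Ellvis’ moved, for all genes from 1393 to 3127 that rose and the meiosis list from 2 to 4 that rose and from 1 to 4 that fell. Differences between the cultivars went, for all genes from 1031 to 2310 positive and from 2644 to 5137 negative, the actin list from 1 to 3 positive and from 7 to 11 negative, the meiosis list from 1 to 3 positive, the spindle list from 1 to 5 positive and the tapetum list from 4 to 7 positive. Shared genes went from 607 to 1060 that rose. The MS1 gene TraesCS5D03G0557000 went from a log2 fold change of -0.04 to 1.045 in ‘Ellvis’. All 3 alternatives remove or down-weight ‘Ellvis’ control replicate 1, whose weight in voom was 0.218 against at least 0.852 in the others. Whether its counts are what moved each value was not tested further.

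Leaving out each library in turn, the ranges in ‘Mv 17-09’ were: the actin list 1 to 4 that rose, the meiosis list 1 to 7 that rose and 5 to 9 that fell and the spindle list 1 to 5 that rose. For ‘Ellvis’ the ranges were: all genes 799 to 3161 that rose and 704 to 1600 that fell, the actin list 0 to 3 that fell, the meiosis list 1 to 5 that rose and 0 to 4 that fell, the spindle list 0 to 1 that rose, the tapetum list 7 to 18 that rose and the families together 9 to 24 that rose. Ranges for the difference between the cultivars were: all genes 658 to 1831 positive and 1878 to 5259 negative, the actin list 1 to 2 positive and 3 to 10 negative, the meiosis list 0 to 2 positive and 3 to 9 negative, the spindle list 1 to 5 positive and the tapetum list 2 to 7 positive. Shared by both cultivars were, as ranges: all genes 348 to 1062 that rose and 413 to 737 that fell. At the paper's criteria in ‘Mv 17-09’ they were: all genes 422 to 1120 that rose and 1061 to 2385 that fell, the actin list 1 to 5 that fell, the meiosis list 2 to 4 that fell, the spindle list 9 to 20 that fell and the tapetum list 6 to 14 that rose. And in ‘Ellvis’ at these criteria: all genes 80 to 443 that rose and 121 to 502 that fell, the meiosis list 0 to 1 that fell, the spindle list 0 to 9 that fell and the tapetum list 0 to 6 that rose and 0 to 3 that fell. The log2 fold change of the MS1 gene TraesCS5D03G0557000 in ‘Ellvis’ ran from -0.42 to 1.12, and it reversed and passed without ‘Ellvis’ control replicate 1. Sets that passed camera with the preset correlation in ‘Ellvis’ numbered 4 to 28. Adjusted p from limma's camera ran from 0.0222 to 0.953 for microtubule plus end genes in ‘Ellvis’ and 0.0222 to 0.946 for microtubule minus end genes in ‘Ellvis’, and both reversed without ‘Ellvis’ control replicate 1. For a group left with 2 libraries, the spread of the other groups enters the test. Most of the highest counts came without ‘Ellvis’ control replicate 1, the library with fewest counts, and the cause was not tested beyond the tests given above for that library.

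The correlation with the qPCR values in ‘Ellvis’ moved from 0.866 to 0.753 without the 2 values farthest from the median by qPCR and to 0.911 without the 2 farthest from the median by counts, and by less than its spread under the other alternatives. Set tests were not run by DESeq2, by the likelihood ratio test or at other thresholds, since camera uses neither their p-values nor a threshold of its own genes. The difference between the cultivars was not run with each cultivar alone, since it needs both. Named genes with too few counts under an alternative have no value there: 150 of 202 responses had one after thinning every library to the smallest.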

Differences from the paper's values

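The number of heat-responsive genes was lower here than in the paper in both cultivars, and most of all in ‘Ellvis’. The criteria were the paper's: an adjusted p under 1e-06 by edgeR's likelihood ratio test and by DESeq2's Wald test, and a change of at least 2-fold. In ‘Mv 17-09’ 714 genes rose, against 1390 in the paper, and 1574 fell, against 3044 in the paper. Of the alternatives set before the data were examined, 3 came within 1.5 times of these 2 counts of the paper, and the other alternatives did not. The likelihood ratio test alone gave 1331 and 2410 genes, leaving out ‘Ellvis’ control replicate 1 gave 1120 and 2385, and fitting each cultivar alone gave 1128 and 2065. Leaving out the 2 ‘Ellvis’ libraries with the most diffuse counts (control replicate 1 and heat-stressed replicate 1), which was chosen after seeing the values, gave 1074 and 2278.

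In ‘Ellvis’ 201 genes rose, against 1115 in the paper, and 285 fell, against 915 in the paper. The genes shared by the cultivars numbered 98 that rose and 163 that fell, against about 340 and about 440 in Fig. 7C and D, read by eye from the paper. No alternative set before the data were examined came within 1.5 times of these 4 counts. The nearest was the likelihood ratio test alone, with 487 and 516 genes in ‘Ellvis’ and 224 and 280 shared genes. Without ‘Ellvis’ control replicate 1 the counts were 443 and 502, with 195 and 266 shared.

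The lists of meiosis, spindle and tapetum genes differed in the same way. Of the meiosis genes 2 fell in ‘Mv 17-09’, against 8 in the paper. In ‘Ellvis’ 0 rose and 0 fell by the 2 tests together, against 2 and 2 in the paper. edgeR's quasi-likelihood test at an adjusted p under 0.05 called 2 and 1 of them there, and 4 and 4 at an unadjusted p under 0.05 with a 2-fold change. Among the alternatives set before the data were examined, none came within 1.5 times of these 3 counts, with at most 4 that fell in ‘Mv 17-09’ and, in ‘Ellvis’, 1 that rose and 1 that fell. Leaving out these 2 libraries, chosen after seeing the values, gave the 2 meiosis genes that fell in ‘Ellvis’. Of the genes marked in Fig. 10, it called 25 of 38 in ‘Mv 17-09’ and 7 of 13 among the decreases in ‘Ellvis’.

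Of the spindle genes 12 fell in ‘Mv 17-09’ and 4 in ‘Ellvis’, against 26 and 11 in the paper. These were counted over the 383 distinct IDs of the supplementary list, while the paper's text states 240 orthologs, 43 tubulin and 26 severase genes. Among the alternatives set before the data were examined, the likelihood ratio test alone, with 22 and 11, and leaving out ‘Ellvis’ control replicate 1, with 20 and 9, came within 1.5 times of both, and the other alternatives of neither. Among Cdc20 genes 5 fell in ‘Mv 17-09’ and 0 in ‘Ellvis’, against 8 and 2 in the paper. By edgeR's quasi-likelihood test at an adjusted p under 0.05 the numbers were 8 and 2. At the paper's criteria 2 of the alternatives set before the data were examined came within 1.5 times in both cultivars: the likelihood ratio test alone and leaving out ‘Ellvis’ control replicate 1, each with 7 and 2. Fitting each cultivar alone did so in ‘Mv 17-09’ alone, with 6, and the other alternatives did so in neither.

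Of the tapetum genes 8 rose in ‘Mv 17-09’, against 17 in the paper, and 3 in ‘Ellvis’, against 13 in the paper. For ‘Mv 17-09’ 3 alternatives set before the data were examined came within 1.5 times: the likelihood ratio test alone, with 13, leaving out ‘Ellvis’ control replicate 1, with 14, and each cultivar alone, with 14. The others did not, and for ‘Ellvis’ none did, the nearest being the likelihood ratio test alone with 7. The added setting without the 2 ‘Ellvis’ libraries with the most diffuse counts, chosen after seeing the values, gave 15 and 5. Of the genes that Fig. 11 marks as rising in ‘Mv 17-09’, it called 15 of 18. The tapetum genes that fell, 44 in ‘Mv 17-09’ and 2 in ‘Ellvis’, lay within 1.5 times of the paper's 57 and 3.

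The fold changes of the qPCR genes lay within 0.1 of those of Supplementary Table 2 in 18 of 20 cases, on the log10 scale. The exceptions were both in ‘Ellvis’. TaUNK1 had a log10 fold change of -0.885, against the paper's -0.4785, and no alternative set before the data were examined came within edgeR's standard error here (0.153) of it, the nearest being -0.789 without heat-stressed ‘Ellvis’ replicate 3. TaNIP had 1.507, against the paper's 1.09795. Of the alternatives set before the data were examined, DESeq2 with 0.919 and leaving out ‘Ellvis’ control replicate 2 with 1.19 came within edgeR's standard error here (0.215) of that value for TaNIP, though not within 0.1 by DESeq2, and the others did not. Without ‘Ellvis’ control replicate 1 it was 2.19.

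Most genes that Figs. 10 and 11 mark as changed moved the same way here. Direction was read by eye from their colours, and Fig. 11 marks more genes in ‘Ellvis’ than the paper's text gives, which is 13 that rose and 3 that fell. By edgeR's quasi-likelihood test at an adjusted p under 0.05 and a 2-fold change, 36 of the 38 genes marked in Fig. 10 as falling in ‘Mv 17-09’ fell. In Fig. 11 the test called 56 of 56 that fell and 18 of 18 that rose. For ‘Ellvis’ it called 10 of 13 decreases and 2 of 3 increases of Fig. 10, and 2 of 4 decreases and 12 of 20 increases of Fig. 11.

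MS1 and QRT3 in ‘Ellvis’ are where direction differed from the paper's Fig. 11, which marks 3 genes of each as rising there. The paper's text describes the tapetal cascade and the pectin genes as constant in ‘Ellvis’. Of the cascade, the MS188 gene TraesCS2B03G0905300 had a decrease under 2-fold there (-0.86, adjusted p = 0.0389 from edgeR). For the 3 MS1 and 3 QRT3 genes the log2 fold changes were -0.37 for TraesCS5A03G0593100, 0.08 for TraesCS5B03G0608200 and -0.04 for TraesCS5D03G0557000 (MS1), and -0.21 for TraesCS2B03G1128800, -0.43 for TraesCS2D03G0951500 and 0.16 for TraesCS2A03G1012900 (QRT3), and none was called. With ‘Ellvis’ control replicate 1 left out they were positive, at 0.91, 1.09 and 1.12 for MS1 and 0.64, 0.71 and 0.82 for QRT3. A CER3 gene marked as rising, TraesCS7D03G1158600, had -0.01 and, without that library, 0.64. Of the genes marked as rising in Fig. 11, 15 of 20 had a positive fold change with all libraries and 20 of 20 without that library.

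The paper states that Aurora kinases decreased in both cultivars. Of 8 tested, 2 fell in ‘Mv 17-09’ and 0 in ‘Ellvis’ at a 2-fold minimum by the quasi-likelihood test. In ‘Ellvis’ that minimum left 0 at an unadjusted p under 0.05 and 0 by DESeq2. TraesCS3A03G0236000, marked in Fig. 10, had a log2 fold change of -0.91 in ‘Ellvis’ (adjusted p = 0.00912, edgeR), and with no minimum fold 3 Aurora genes passed there. Leaving out ‘Ellvis’ control replicate 1 called 1 of them, as did voom with sample weights, which was chosen after seeing the values. Of the other checkpoint genes that the paper names for both cultivars, 3 TPX2 genes, 1 Mad1 gene and 2 BubR1 genes fell in each.

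The paper reports a rise of 2 serpins in ‘Ellvis’ only, and a fall of AML and ZIP in ‘Mv 17-09’ only. Serpin TraesCS5D03G1024700 rose in ‘Ellvis’ and differed between the cultivars (-2.77 on the log2 scale), while TraesCS4B03G0214400 did not pass (1.35, adjusted p = 0.167 by edgeR). It was called with no low-count filter (1.43), without ‘Ellvis’ control replicate 1 (1.88) and, among settings chosen after seeing the values, by voom with sample weights (1.87), without the 2 libraries with the most diffuse counts (1.90) and after thinning to 9336312 counts (2.24). A serpin outside that figure, TraesCS5B03G1020700, rose in ‘Mv 17-09’ (1.02), where leaving out any of 8 libraries ended the call: ‘Ellvis’ heat-stressed replicates 1, 2 and 3, ‘Mv 17-09’ control replicates 1, 2 and 3 and heat-stressed replicates 1 and 2. For ZIP4 TraesCS3B03G1072500 the fall in ‘Mv 17-09’ passed but the difference from ‘Ellvis’ did not (-0.74). The AML2 gene of Fig. 10, TraesCS7D03G0007200, did not reach a 2-fold fall in ‘Mv 17-09’ (-0.97). It reached it with no low-count filter (-1.03), thinned to the smallest library (-1.13), and without ‘Mv 17-09’ control replicate 3 (-1.05) or heat-stressed replicate 3 (-1.07).

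The paper describes unchanged tubulin and actin genes and no rise among depolymerizing factors or villins. Nearly all of these genes were not called here either, and at the paper's criteria no spindle gene rose. At an adjusted p under 0.05 by edgeR, 1 β-tubulin (TraesCS4A03G0750600, 2.104), 1 actin (TraesCS3A03G0891600, 1.63), 1 ADF (TraesCS5B03G1193100, 1.66) and 1 villin gene (TraesCS7A03G1198200, 1.62) rose in ‘Mv 17-09’. The count of β-tubulin genes that rose went to 0 without ‘Mv 17-09’ control replicate 1, control replicate 2 or heat-stressed replicate 2, and that of actin without ‘Mv 17-09’ heat-stressed replicate 1. For ADF it went to 0 without any of the 6 ‘Mv 17-09’ libraries. For villin it went to 0 without any library other than ‘Ellvis’ control replicate 1 and ‘Mv 17-09’ control replicate 1. The paper also describes the tapetal cascade as constant in ‘Ellvis’. None of the 15 genes of the cascade from AMS/DYT1 to MS1 was called in ‘Ellvis’ by edgeR, with 0 at an unadjusted p under 0.05 with a 2-fold change, 0 by DESeq2 and 2 by limma voom with sample weights, chosen after seeing the values, and without ‘Ellvis’ control replicate 1 edgeR called 2 MS1 genes as rising.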

Other observations

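Chosen only after the result was seen were the tests by limma voom (with sample weights) and the naming of the CAP-H, fimbrin, Topo II (TraesCS1D03G0628900), Ska1, PTD and microspherule genes. CLSY3 codes for a chromatin remodeller that directs small RNAs in the tapetum, and its copy TraesCS3D03G0531900 fell in both cultivars. The log2 fold change was -2.36 in ‘Mv 17-09’ (adjusted p = 4.71e-07, edgeR) and -1.72 in ‘Ellvis’ (adjusted p = 7.11e-05, edgeR), and the difference did not pass (-0.64, adjusted p = 0.222 from edgeR). It was the only call in either cultivar among 11 small RNA genes of the tapetum list, whose medians were 0.28 and 0.10. In ‘Mv 17-09’ 0 of them rose by edgeR, with 0 at an unadjusted p under 0.05 and a 2-fold change, 0 by DESeq2 and 1 by limma voom.

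Few of the genes that shape chromosomes were called. Of 64 chromosome genes of the spindle list, 1 rose and 2 fell in ‘Mv 17-09’: Topo II copies TraesCS5B03G0156800 (3.93, adjusted p = 8.54e-04 from edgeR) and TraesCS1D03G0628900 (-1.17), and the CAP-H gene TraesCS3A03G0519500 (-1.15). The CAP-H gene was also the only call among 17 condensin genes. In ‘Ellvis’ 0 chromosome genes were called by edgeR, with 0 at an unadjusted p under 0.05 and a 2-fold change and 0 by DESeq2, while limma voom called 1 that fell, a condensin gene. The medians were -0.27 and -0.22 for chromosome genes and -0.15 and -0.41 for condensins. As a set, chromosome genes were lower in ‘Mv 17-09’ by camera with the preset correlation (adjusted p = 0.00542 from limma, and adjusted p = 0.764 with an estimated correlation) and in ‘Ellvis’ (adjusted p = 0.00494 from limma, and adjusted p = 0.760 with an estimated correlation), as were condensins in ‘Ellvis’ (adjusted p = 0.00484 from limma, and adjusted p = 0.713 with an estimated correlation). In ‘Ellvis’ the chromosome set did not pass without control replicate 2 or 3 or heat-stressed replicate 1 or 3 (adjusted p = 0.302, 0.558, 0.0569 and 0.0501 from limma), nor condensins without control replicate 2 or 3 (0.136 and 0.288). Both also passed there with an estimated correlation when ‘Ellvis’ control replicate 1 was left out (adjusted p = 0.0325 and 0.0396 from limma). The number that rose in ‘Mv 17-09’ was 2 without heat-stressed ‘Mv 17-09’ replicate 2 or any of the 6 ‘Ellvis’ libraries. The number that fell was 1, and that of condensins 0, without ‘Mv 17-09’ control replicate 2 or heat-stressed replicate 2 or 3. In ‘Ellvis’ 1 condensin gene fell without control replicate 1 or 2, and 1 chromosome gene rose without control replicate 1.

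Among 32 kinetochore genes the Ska1 gene TraesCS2D03G0513200 fell in ‘Ellvis’ (-1.08, adjusted p = 0.00227 from edgeR). In ‘Mv 17-09’ it was at -0.61, and 0 kinetochore genes were called by edgeR, with 0 at an unadjusted p under 0.05 and a 2-fold change, 0 by DESeq2 and 0 by limma voom. Without ‘Mv 17-09’ control replicate 2 edgeR called 1 that fell there, and without heat-stressed ‘Mv 17-09’ replicate 3 it called 1 that rose. The count in ‘Ellvis’ was 2 without control replicate 1, and 0 without control replicate 3 or heat-stressed replicate 2 or 3. The medians were -0.29 in ‘Mv 17-09’ and -0.26 in ‘Ellvis’. Of 8 genes for the minus ends of microtubules, TraesCS5B03G1119000, microspherule in the paper's table and labelled Mozart-1 in its Fig. 10, fell in ‘Mv 17-09’ (-1.52, adjusted p = 0.00188 from edgeR) and not in ‘Ellvis’ (0.03), and the difference passed (-1.55). The difference held without ‘Ellvis’ control replicate 1 or 3 or heat-stressed ‘Mv 17-09’ replicate 3, and it numbered 0 without ‘Ellvis’ control replicate 2, any heat-stressed ‘Ellvis’ library, any ‘Mv 17-09’ control or heat-stressed ‘Mv 17-09’ replicate 1 or 2. None of 9 genes for the plus ends was called in either cultivar, with 0 at an unadjusted p under 0.05 and a 2-fold change by edgeR, 0 by DESeq2 and 0 by limma voom, and the medians were both 0.01. Of 38 genes of kinases, phosphatases and signalling, 2 fell in ‘Mv 17-09’, both Aurora kinases, and 0 changed in ‘Ellvis’ by edgeR, with 0 at an unadjusted p under 0.05 and a 2-fold change, 0 by DESeq2 and 2 that fell by limma voom. Leaving ‘Ellvis’ control replicate 1 out, edgeR also called 2 there. The medians were -0.01 and -0.14.

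Among 26 genes of synapsis and recombination 2 rose and 3 fell in ‘Mv 17-09’, and 1 fell in ‘Ellvis’, with medians of 0.06 and -0.41. Those that rose were DMC1 TraesCS5A03G0375300 (1.90) and PTD TraesCS2B03G0224500 (1.49, adjusted p = 0.0375 from edgeR), and DESeq2 called 1. The rising count was 1 without heat-stressed ‘Ellvis’ replicate 2 or any ‘Mv 17-09’ library. Those that fell numbered 6 without ‘Mv 17-09’ control replicate 3 and 5 without heat-stressed replicate 3. In ‘Ellvis’ the count was 2 without control replicate 1, and 0 without control replicate 2 or 3 or heat-stressed replicate 2 or 3. None of 12 meiotic cohesin genes was called in either cultivar, with 0 at an unadjusted p under 0.05 and a 2-fold change by edgeR, 0 by DESeq2 and 0 by limma voom. Their medians were -0.40 and -0.24. Leaving out heat-stressed ‘Mv 17-09’ replicate 2 or any ‘Ellvis’ library called 1 as rising in ‘Mv 17-09’, and leaving out ‘Ellvis’ control replicate 1 called 1 as rising in ‘Ellvis’.

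Of 10 fimbrin genes, which bundle actin, TraesCS7D03G0503800 rose in ‘Mv 17-09’ (1.61, adjusted p = 0.0265 from edgeR), and it was not called without control replicate 2 or 3 or heat-stressed replicate 2 or 3 of that cultivar. In ‘Ellvis’ 0 fimbrin genes changed by edgeR, with 0 at an unadjusted p under 0.05 and a 2-fold change, 0 by DESeq2 and 0 by limma voom. Their medians were 0.12 and -0.29. As a set they were lower in ‘Ellvis’ by camera (adjusted p = 0.0488 from limma, and adjusted p = 0.413 with an estimated correlation), a call that held only without ‘Ellvis’ control replicate 1 or heat-stressed ‘Mv 17-09’ replicate 1 or 3 (otherwise adjusted p = 0.0767 to 0.403 from limma). Their difference between the cultivars was positive (adjusted p = 0.0252 from limma, and adjusted p = 0.149 with an estimated correlation), and it did not pass without ‘Ellvis’ control replicate 3 or heat-stressed replicate 2 (adjusted p = 0.134 and 0.0541 from limma). The 3 profilin genes tested were not called in either cultivar by edgeR, DESeq2 or limma voom, with 0 at an unadjusted p under 0.05.

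Lists of genes that mark the stage and the tissue were read per library. The 24 genes of meiotic prophase had a mean log2 CPM of 1.5007 in ‘Mv 17-09’ controls and 1.69 after heat stress, and 1.72 and 1.75 in ‘Ellvis’. By edgeR 2 rose and 1 fell in ‘Mv 17-09’ and 1 fell in ‘Ellvis’. The 9 genes of later meiosis had 2.96 and 2.48, and 2.92 and 2.79, and all of their log2 fold changes lay between -0.83 and 0.03 in ‘Mv 17-09’ and between -0.90 and -0.01 in ‘Ellvis’. The 9 early tapetal regulators had 5.71 and 3.45 in ‘Mv 17-09’, and 6.04 and 5.89 in ‘Ellvis’. For the 6 later tapetal regulators the means were 5.33 and 2.67, and 5.93 and 5.68. In ‘Ellvis’ control replicate 1 the later tapetal regulators had 6.997 against 5.45 and 5.35 in the other controls, and genes of later meiosis 2.13 against 3.38 and 3.26. Sporopollenin genes there had 9.16 against 8.35 and 8.44.

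Subgenome D held slightly more of the calls than of the genes tested, and all 3 subgenomes took part. Of the calls in ‘Mv 17-09’, 32.6% lay in subgenome A, 33.6% in B and 33.9% in D, and of those in ‘Ellvis’ 31.1%, 33.5% and 35.4%, where the genes tested were 32.9%, 34.4% and 32.7%. The intervals at 95% for D were 32.8% to 34.9% in ‘Mv 17-09’ and 33.5% to 37.3% in ‘Ellvis’. They take genes as independent draws, although genes respond together and the A, B and D copies can share reads. The spread between libraries is not measured by them, and in ‘Mv 17-09’ the lower end lies close to the share tested.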
